# Anaerobic Sulfur Oxidation Underlies Adaptation of a Chemosynthetic Symbiont to Oxic-Anoxic Interfaces

**DOI:** 10.1128/mSystems.01186-20

**Published:** 2021-05-26

**Authors:** Gabriela F. Paredes, Tobias Viehboeck, Raymond Lee, Marton Palatinszky, Michaela A. Mausz, Siegfried Reipert, Arno Schintlmeister, Andreas Maier, Jean-Marie Volland, Claudia Hirschfeld, Michael Wagner, David Berry, Stephanie Markert, Silvia Bulgheresi, Lena König

**Keywords:** *Gammaproteobacteria*, Thiosymbion, anoxia, chemosynthesis, sulfur oxidation, symbiosis, thiotrophic bacteria

## Abstract

Chemosynthetic symbioses occur worldwide in marine habitats, but comprehensive physiological studies of chemoautotrophic bacteria thriving on animals are scarce. Stilbonematinae are coated by thiotrophic *Gammaproteobacteria*. As these nematodes migrate through the redox zone, their ectosymbionts experience varying oxygen concentrations. However, nothing is known about how these variations affect their physiology. Here, by applying omics, Raman microspectroscopy, and stable isotope labeling, we investigated the effect of oxygen on “*Candidatus* Thiosymbion oneisti.” Unexpectedly, sulfur oxidation genes were upregulated in anoxic relative to oxic conditions, but carbon fixation genes and incorporation of ^13^C-labeled bicarbonate were not. Instead, several genes involved in carbon fixation were upregulated under oxic conditions, together with genes involved in organic carbon assimilation, polyhydroxyalkanoate (PHA) biosynthesis, nitrogen fixation, and urea utilization. Furthermore, in the presence of oxygen, stress-related genes were upregulated together with vitamin biosynthesis genes likely necessary to withstand oxidative stress, and the symbiont appeared to proliferate less. Based on its physiological response to oxygen, we propose that “*Ca.* T. oneisti” may exploit anaerobic sulfur oxidation coupled to denitrification to proliferate in anoxic sand. However, the ectosymbiont would still profit from the oxygen available in superficial sand, as the energy-efficient aerobic respiration would facilitate carbon and nitrogen assimilation.

**IMPORTANCE** Chemoautotrophic endosymbionts are famous for exploiting sulfur oxidization to feed marine organisms with fixed carbon. However, the physiology of thiotrophic bacteria thriving on the surface of animals (ectosymbionts) is less understood. One longstanding hypothesis posits that attachment to animals that migrate between reduced and oxic environments would boost sulfur oxidation, as the ectosymbionts would alternatively access sulfide and oxygen, the most favorable electron acceptor. Here, we investigated the effect of oxygen on the physiology of “*Candidatus* Thiosymbion oneisti,” a gammaproteobacterium which lives attached to marine nematodes inhabiting shallow-water sand. Surprisingly, sulfur oxidation genes were upregulated under anoxic relative to oxic conditions. Furthermore, under anoxia, the ectosymbiont appeared to be less stressed and to proliferate more. We propose that animal-mediated access to oxygen, rather than enhancing sulfur oxidation, would facilitate assimilation of carbon and nitrogen by the ectosymbiont.

## INTRODUCTION

At least six animal phyla and numerous lineages of bacterial symbionts belonging to *Alphaproteobacteria*, *Gammaproteobacteria*, and *Campylobacteria* (formerly *Epsilonproteobacteria*) (1) engage in chemosynthetic symbioses, rendering the evolutionary success of these associations incontestable (2, 3). Many of these mutualistic associations rely on sulfur-oxidizing (thiotrophic), chemoautotrophic bacterial symbionts that oxidize reduced sulfur compounds for energy generation in order to fix inorganic carbon (CO_2_) for biomass buildup. Particularly in binary symbioses involving thiotrophic endosymbionts, it is generally accepted that the bacterial chemosynthetic metabolism serves to provide organic carbon for feeding the animal host (reviewed in references 2 to 4). In addition, some chemosynthetic symbionts have been found capable of fixing atmospheric nitrogen, albeit symbiont-to-host transfer of fixed nitrogen remains unproven (5, 6). As for the rarer chemosynthetic bacterial-animal associations in which symbionts colonize exterior surfaces (ectosymbioses), fixation of inorganic carbon and transfer of organic carbon to the host have been unequivocally shown only for the microbial community colonizing the gill chamber of the hydrothermal vent shrimp Rimicaris exoculata (7).

The majority of thioautotrophic symbioses have been described to rely on reduced sulfur compounds as electron donors and on oxygen as terminal electron acceptor (3, 4). However, given that sulfidic and oxic zones are often spatially separated, also owing to abiotic sulfide oxidation (8, 9), chemosynthetic symbioses (i) are typically found where sulfide and oxygen occur in close proximity (e.g., hydrothermal vents, shallow-water sediments) and/or (ii) exhibit host behavioral, physiological, and anatomical adaptations enabling the symbionts to access both substrates. Among the former adaptations, host-mediated migration across oxygen and sulfide gradients was proposed for shallow-water interstitial invertebrates and *Kentrophoros* ciliates (reviewed in references 2 and 3). The ectosymbionts of Stilbonematinae, a free-living nematode subfamily of the Desmodoridae that inhabit marine sediments (2, 10), have also long been hypothesized to associate with their motile hosts to maximize sulfur oxidation-fueled chemosynthesis, by alternatively accessing oxygen in upper sand layers and sulfide in deeper, anoxic sand. This hypothesis was based upon the distribution pattern of Stilbonematinae in sediment cores together with their migration patterns observed in agar columns (10–12). However, several chemosynthetic symbionts were subsequently shown to use nitrate as an alternative electron acceptor, and nitrate respiration was stimulated by sulfide, suggesting that some may gain energy by respiring nitrate in addition to oxygen (13–17). Furthermore, although physiological studies on chemosynthetic symbioses are available (e.g., references 18 to 21), the impact of oxygen on the symbionts’ central metabolism has not been investigated (remarkably, not even in those symbionts that cover their hosts and are, therefore, directly exposed to fluctuating concentrations of oxygen).

Here, to understand how oxygen affects symbiont physiology, we focused on “*Candidatus* Thiosymbion oneisti,” a gammaproteobacterium belonging to the basal family of *Chromatiaceae* (also known as purple sulfur bacteria), which colonizes the surface of the marine nematode Laxus oneistus (Stilbonematinae). This group of free-living roundworms represents the only known animals engaging in monospecific ectosymbioses, i.e., a given nematode species is typically ensheathed by a single “*Ca.* Thiosymbion” phylotype, and in the case of “*Ca*. T. oneisti,” the bacteria form a single layer on the cuticle of their host (22–25). Moreover, the rod-shaped representatives of this bacterial genus, including “*Ca*. T. oneisti,” divide by FtsZ-based longitudinal fission, a unique reproductive strategy which ensures continuous and transgenerational host attachment (26–28).

Like other chemosynthetic symbionts, “*Ca*. Thiosymbion” bacteria have been considered chemoautotrophic sulfur oxidizers based on several lines of evidence: stable carbon isotope ratios of symbiotic nematodes are comparable to those found in other chemosynthetic symbioses (12); the key enzyme for carbon fixation via the Calvin-Benson-Bassham (CBB) cycle (RuBisCO) along with elemental sulfur and enzymes involved in sulfur oxidation have been detected (29–31); reduced sulfur compounds (sulfide, thiosulfate) have been shown to be taken up from the environment by the ectosymbionts, to be used as energy source, and to be responsible for the white appearance of the symbiotic nematodes (11, 15, 31); and the animals often occur in the sulfidic zone of marine shallow-water sands (10). More recently, the phylogenetic placement and genetic repertoire of “*Ca*. Thiosymbion” species have equally been supporting the chemosynthetic nature of the symbiosis (6, 25).

In this study, we incubated nematodes associated with “*Ca*. T. oneisti” under conditions resembling those encountered in their natural environment and subsequently examined the ectosymbiont transcriptional responses via RNA sequencing (RNA-Seq). In combination with complementary methods such as stable isotope labeling, proteomics, Raman microspectroscopy and lipidomics, we show that the ectosymbiont exhibits specific metabolic responses to oxygen. Most strikingly, sulfur oxidation but not carbon fixation was upregulated in anoxia. Such a response in their natural environment would challenge the current opinion that sulfur oxidation requires oxygen and drives carbon fixation in chemosynthetic symbioses. We finally present a metabolic scheme of a thiotrophic ectosymbiont experiencing ever-changing oxygen concentrations, in which anaerobic sulfur oxidation coupled to denitrification may represent the preferred metabolism for growth.

## RESULTS

### Hypoxic and oxic conditions induce similar expression profiles.

To understand how the movement of the animal host across the chemocline affects symbiont physiology, we exposed symbiotic worms to sulfide (thereafter used for ∑H_2_S) and oxygen concentrations resembling the ones encountered by “*Ca.* T. oneisti” in its natural habitat. Previous studies showed that Stilbonematinae live predominantly in highly reduced sediment zones with sulfide concentrations below 50 μM or up to 250 μM (10). To assess the sulfide concentration preferred by *Laxus oneistus* (i.e., the host of “*Ca.* T. oneisti”) at our collection site (Carrie Bow Cay Marine Field Station, Belize), we determined the nematode abundance relative to the sampling depth and sulfide concentration. We found the nematode abundance to be the highest between 12 and 24 cm below the seabed. Moreover, we found all *L. oneistus* individuals in pore water containing ≤25 μM sulfide. Only 1.3% of them inhabited nonsulfidic (0 μM sulfide) surface layers (Fig. 1A; see also Table S1 in the supplemental material). Therefore, we chose anoxic seawater supplemented with ≤25 μM sulfide as the incubation medium (AS condition) most resembling the natural habitat of “*Ca*. T. oneisti.” 

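Symbiont transcripts were measured by RNA-Seq of batches of 50 whole worms incubated for 24 h. There were 3 libraries for anoxic-sulfidic seawater (AS), 5 for anoxic seawater without added sulfide (A), 3 for hypoxic seawater (H) and 6 for oxic seawater (Ox), and the 9 H and Ox libraries together make up the oxygenated condition (O). The AS incubations held 11 µM sulfide at the start and 7 µM at the end (Table S2). Dissolved oxygen at the end was 31.4, 0.2 and 17.4 µM in the H incubations (replicates 1, 2 and 3) and 184.8 to 192.4 µM in the Ox incubations. All AS and H libraries and the first 3 A and Ox libraries came from the field trip of July 2017, and the other A and Ox libraries from that of March 2019. At most 2 conditions were tested per day, so the AS, A, H and Ox incubations of July 2017 cannot all have shared a day. The day of each incubation is not given, so differences between days cannot be told apart here from differences between conditions. A and AS were kept in closed and H and Ox in open vials, so vial type goes with the absence or presence of oxygen, while A and Ox were each sampled on both trips.
The authors depleted rRNA, trimmed the reads, mapped them with BWA-backtrack to their own draft genome, kept uniquely mapped reads with SAMtools and counted strand-specific reads per gene with HTSeq. The deposited values are these counts, not normalized, for 5221 genes, of which 5169 are protein coding. They add up to 234535 to 341801 counts per AS library (median 281620), 971290 to 1219640 per A library (median 1153214), 555176 to 1430114 per H library (median 1328297) and 571770 to 1178912 per Ox library (median 771960). These totals equal the gene reads of Table S3A in 17 of 17 libraries. Symbiont genes took 0.589% to 0.772% of all reads in the AS libraries and 1.42% to 3.90% in the others (exact permutation test, two-sided, p = 0.00147).
From these counts, 1 edgeR model with TMM normalization and 4 groups was fitted to all 17 libraries, over the 5051 genes (5001 protein coding) with at least 2 reads in at least 2 replicates of a condition. Genes were called differentially expressed at a false-discovery rate of at most 0.05 and at least a 2-fold change, and O stands for the mean of H and Ox. Transcript levels are given as TMM-scaled CPM (counts per 1e6 counts), as mean ± SD over libraries. Standard errors of log2 fold changes were worked back from the test's F statistic, so they hold no evidence beyond the p-value. Gene names come from the copy of Data Set S1 at hand, which is truncated and holds only the first part of its 5221 rows, and from the legend of Fig. 2. Most sulfur oxidation, *nap*, *nos*, RuBisCO and urease genes lie outside those rows and are not analysed here by name. Intervals and floors cover counting error only.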

To assess the effect of oxygen on symbiont physiology, we additionally incubated the nematodes in hypoxic (H; <60 μM oxygen after 24 h) and oxic (Ox; >100 μM after 24 h) seawater (Fig. 1B). Nitrate, nitrite, ammonium, and dissolved organic carbon (DOC) could be detected throughout the sediment core including the surface layer (Table S1).

**FIG 1:**
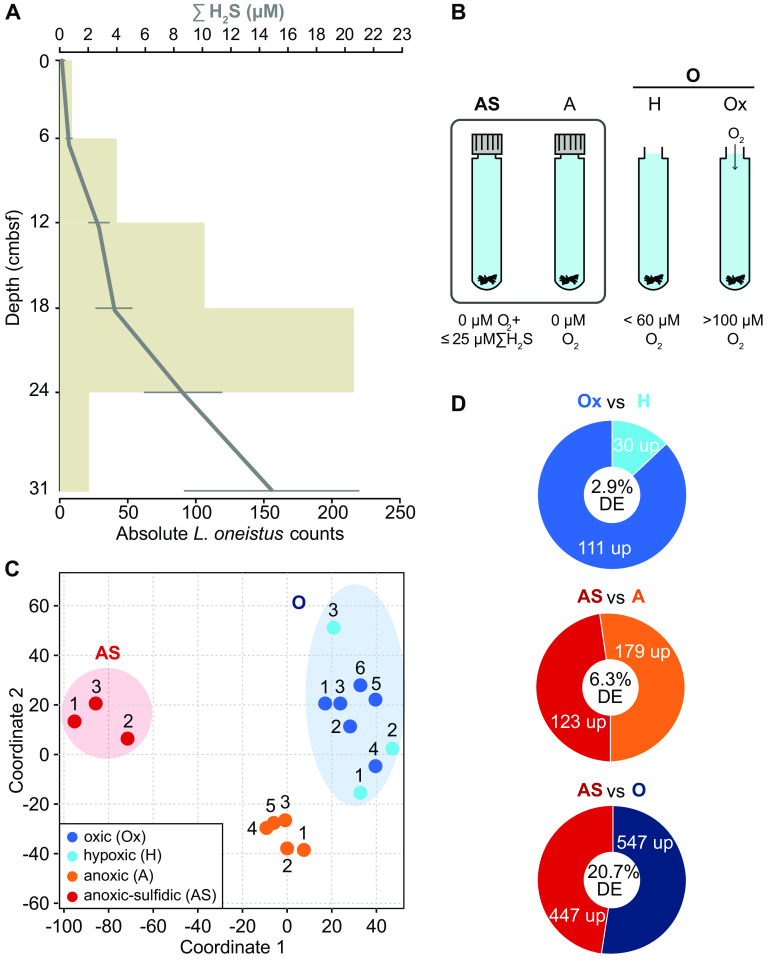
Natural and experimental conditions, transcriptome sample similarity, and differential gene expression. (A) *Laxus oneistus* total counts per 6-cm core subsection from 8 sandbars (horizontal beige bars) and corresponding mean sulfide (ΣH_2_S) concentrations (μM, gray line). Error bars represent the standard error of the mean (Table S1). (B) Experimental setup of incubations for RNA-Seq, EA-IRMS, and Raman microspectroscopy. Batches of 50 *L. oneistus* worms were incubated under different oxygen concentrations: AS (0 μM O_2_, ≤25 μM sodium sulfide added), A (0 μM O_2_), H (<60 μM O_2_ after 24 h), and Ox (>100 μM O_2_ after 24 h). The box around the anoxic incubation vials indicates that these incubations were carried out in a polyethylene isolation chamber. All incubations were performed in 0.2-μm-filtered seawater and in at least biological triplicates (see Table S2). (C) Similarity between transcriptome samples based on Euclidean distances between expression values (log_2_TPMs), visualized by means of multidimensional scaling. Most of the follow-up RNA-Seq analyses were conducted comparing the anoxic-sulfidic conditions (AS, red circle) to all conditions under which oxygen was present (O, blue circle). Samples 1 to 3 were collected in July 2017, whereas samples 4 to 6 were collected in March 2019. (D) Differential gene expression (DE) analysis between H and Ox samples revealed that the number of DE genes was low (2.9% of all expressed genes), and thus, H and Ox samples were treated as biological replicates. Of all expressed genes, 20.7% were differentially expressed between AS and O conditions. Genes were considered differentially expressed if their expression changed 2-fold with a false-discovery rate (FDR) of ≤0.05.

10.1128/mSystems.01186-20.7 TABLE S1 Sediment core nematode counts and chemical measurements. Download Table S1, DOCX file, 0.02 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.01186-20.8 TABLE S2 (A) RNA-Seq and (B) EA-IRMS incubation measurements. Replicates in bold were specifically used for Raman microspectroscopy (for further details, see Text S1) and for the assessment of the percentage of dividing cells, and thus, they were not used for EA-IRMS analysis. Each replicate consisted of a 50-worm batch. Note that RNA-Seq and EA-IRMS incubations were performed separately. Samples 1 to 3 were collected in July 2017, whereas samples 4 to 6 were collected in March 2019. T0, start of the incubation; T24, after 24 h of incubation; δ^13^C, per mille (‰). Download Table S2, DOCX file, 0.02 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Differential gene expression analysis comparing H and Ox incubations revealed that only 2.9% of all expressed protein-coding genes differed significantly in their expression (Fig. 1C and D). 

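The nitrite reductase gene *nirS-2* had 317 ± 91.7 CPM (SD, n = 3) in H and 334 ± 91.0 CPM (SD, n = 6) in Ox, and *nifB*, needed to make the nitrogenase cofactor, had 172 ± 129 CPM (SD, n = 3) and 129 ± 38.3 CPM (SD, n = 6). No protein-coding gene was differentially expressed between H and Ox by edgeR's quasi-likelihood test. Of the 5051 genes tested, 455 had an unadjusted p under 0.05, the smallest adjusted p was 0.118, and DESeq2 called 32 protein-coding genes. With no gene called by edgeR, no list of functional genes could have a called member in this comparison. When adjusted over the list alone, 1 stress response gene and the PHB depolymerase gene were called. The PHB depolymerase list has 1 member, so its p was in effect unadjusted. In data simulated with the same depths and spread, the test found 60% of genes changed 4-fold between H and Ox and 12% of those changed 2-fold. Without H replicate 1 the count was 7 genes, and without Ox replicate 6 it was 1.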

Crucially, this gene set comprised several hypothetical proteins but did not show any significantly enriched metabolic pathways, processes, or protein families (Table S3B and Data Set S1). 

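Euclidean distances between libraries, over log2 CPM of the tested genes, averaged 57.5 among the Ox libraries, 68.8 among the H libraries and 65.4 between H and Ox. Between libraries with and without oxygen the mean distances were larger, 82.9 for A and H, 81.3 for A and Ox, 102 for AS and H and 99.3 for AS and Ox. AS and A libraries lay 77.2 apart, less than the AS libraries among themselves (82.8). The AS libraries had the lowest totals, and these distances do not separate depth from condition. The mean distance of AS to O was 1.62 times the mean within conditions. It was 1.31 times when the counts of every library were thinned to the smallest total. H replicate 2, whose seawater ended at almost no oxygen, lay 45.1 from the mean of the Ox libraries, 49.9 from the mean of the other H libraries and 73.1 from the mean of the A libraries. The first axis of multidimensional scaling held 35.2% and the second 9.64% of the variation. Ox replicate 6 stood apart from its group, with a mean distance of 77.4 to the other Ox libraries, which lay at 51.1 to 55.8.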

Because the presence of oxygen, irrespective of its concentration, resulted in a similar gene expression profile, we treated the samples derived from H and Ox incubations as biological replicates, and we will hereafter refer to them as the O condition.

10.1128/mSystems.01186-20.9 TABLE S3 (A) RNA sequencing and mapping statistics. Sequencing reads were mapped to the symbiont genome assembly consisting of 401 contigs and 5,169 protein-coding genes. The total number of reads refers to the number of reads after quality filtering and trimming, and the number of reads mapped to the genome (i.e., genes, intergenic regions, and antisense regions) includes only uniquely mapped reads. (B) Functional enrichments of selected gene sets. Statistical enrichment of functional categories was tested for GO terms (GO), Pfam domains (PF), KEGG metabolic maps (map), COG category (COG), and COG general category (uppercase letter) using the Bioconductor software package GOseq (M. D. Young, M. J. Wakefield, G. K. Smyth, and A. Oshlack, Genome Biol 11(2):R14, 2010, https://doi.org/10.1186/gb-2010-11-2-r14). Functional categories among sets of protein-coding genes were significantly enriched if the adjusted *P* value (false-discovery rate [FDR]) was ≤ 0.1. Only FDR values below that threshold are shown; nonsignificant FDR values are indicated (NS). AS, anoxic-sulfidic; O, hypoxic + oxic. Download Table S3, DOCX file, 0.02 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.01186-20.10 DATA SET S1 “*Ca*. T. oneisti” genes, functional annotations, and transcript and protein expression. Download Data Set S1, XLSX file, 2.1 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

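In AS, 482 protein-coding genes were higher and 592 lower than in O, 21.5% of the 5001 tested. Among the named genes higher in AS, *serB*, annotated as the beta subunit of a selenate reductase, had 998 ± 137 CPM (SD, n = 3) in AS and 187 ± 65.9 CPM (SD, n = 9) in O, a log2 fold change of 2.42 (standard error 0.31, adjusted p = 7.3e-06 from edgeR's quasi-likelihood test). The ribosome recycling factor gene *frr* (log2 fold change 1.34) and *rpsB*, which encodes ribosomal protein S2 (1.19), were also higher. Lower in AS was *tgt*, whose enzyme exchanges a guanine of certain tRNAs for a modified base, with 30.3 ± 12.5 CPM (SD, n = 3) against 154 ± 42.5 CPM (SD, n = 9) and a log2 fold change of -2.35.
Of 17 ribosomal protein genes, 1 was higher (*rpsB*) and none lower. The list of translation factors holds the elongation factor gene *tsf* and the methionyl aminopeptidase gene *map*, but not *frr*, which was called higher. *tsf* and *map* had log2 fold changes of 0.89 and -0.01 and were not called. None of 3 tRNA charging and of 5 Sec protein export genes was called either. Of the 10 genes of these lists, 2 were higher and 1 lower at an unadjusted p under 0.05, and none was called by DESeq2. *tsf* passed the false-discovery rate but not the 2-fold limit. Of 18 surface polysaccharide genes, 2 glycosyltransferase genes were higher (log2 fold changes 1.35 and 1.09) and a capsule gene was lower (-1.90). Of 16 peptidoglycan genes, 2 were lower, *murG* (-1.37) and *mltB* (-1.01), and of 7 type IV pilus genes 1 was lower, *pilE* (-1.15). The molybdate transporter gene *modA* was lower (-2.03) and the other 2 of its list were not called. These counts were the same when adjusted over the list alone. Of 40 mobile element genes 1 was higher, and of 12 type VI secretion genes 1 was higher, against 0 for each list when adjusted over the list alone.
The libraries of AS and O did not overlap for 1000 genes (19.8%, against 0.909% by chance), and the median log2 fold change of all genes was -0.21. When the counts of every library were thinned to the smallest total, 234535, the count was 601 genes (361 higher and 240 lower in AS), and 355 genes passed a test against a 2-fold change. The calls ended for *murG* without AS replicate 1 (-1.26) or 2 (-1.34), for *pilE* without AS replicate 1 (-0.94) or H replicate 2 (-0.99), for the capsule gene without AS replicate 1 (-1.69), for *modA* with thinned counts (-1.61), for *mltB* with DESeq2, RLE scaling, filterByExpr, thinned counts, O as 1 group, and without AS replicate 1 or 2, H replicate 3 or Ox replicate 1, 2, 3 or 6 (-0.998 to -0.846), for the mobile element gene with thinned counts and without any 1 AS library (2.22 to 2.73) and for the type VI secretion gene with the replicate block, thinned counts, O as 1 group, and without AS replicate 2 or 3 or H replicate 2 or 3 (2.44 to 3.36).

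**Figure D1:**
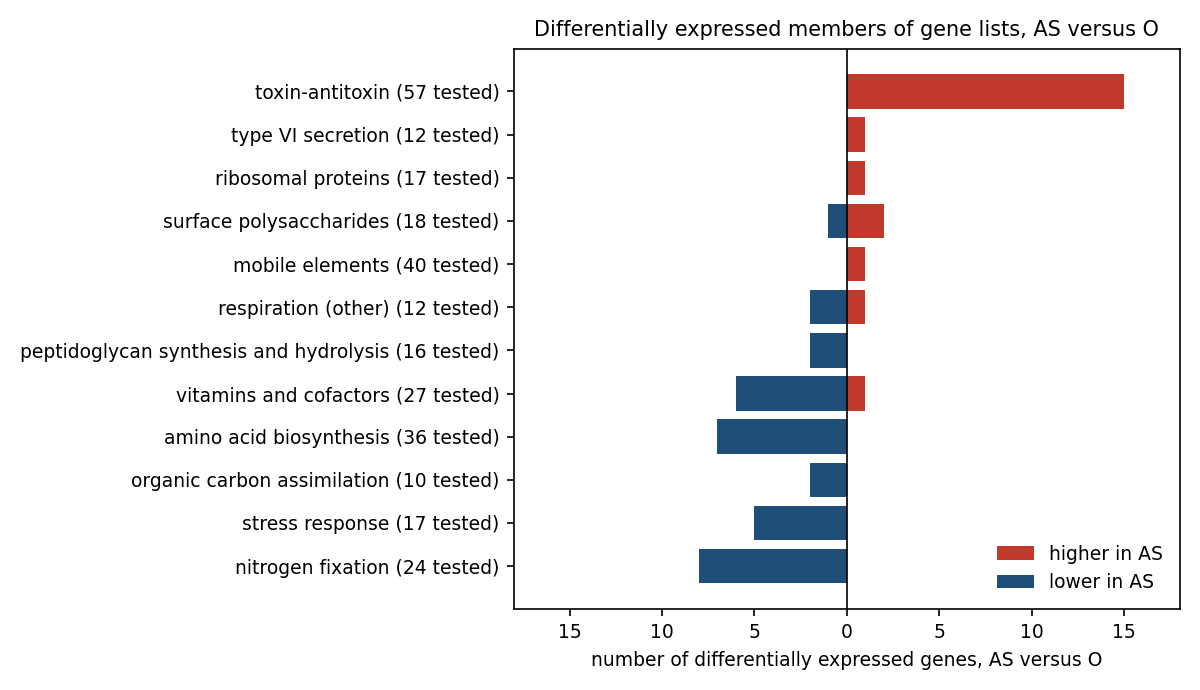
Number of differentially expressed genes, AS versus O, for each gene list with at least 10 tested members. Bars to the right count genes higher in AS and bars to the left genes lower in AS, and the tested members of each list are given in parentheses. The toxin-antitoxin list has the most higher genes (15 of 57) and the nitrogen fixation list the most lower genes (8 of 24).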

Gene expression analysis between the AS and O conditions revealed that 20.7% of all expressed protein-coding genes exhibited significantly different expression (Fig. 1D), as we will present in detail below.

### Sulfur oxidation genes are upregulated in anoxia.

“*Ca.* T. oneisti” genes encoding a sulfur oxidation pathway similar to that of the related but free-living purple sulfur bacterium Allochromatium vinosum (Fig. 2) (32) were highly expressed under both AS and O conditions compared with other central metabolic processes, albeit median gene expression was significantly higher under the AS condition (Fig. 3). Consistently, 24 out of the 26 differentially expressed genes involved in sulfur oxidation were upregulated under AS (Fig. 4A). These mostly included genes involved in the cytoplasmic branch of sulfur oxidation, i.e., genes associated with sulfur transfer from sulfur storage globules (*rhd*, *tusA*, *dsrE2*), genes encoding the reverse-acting *dsr* (dissimilatory sulfite reductase) system involved in the oxidation of stored elemental sulfur (S^0^) to sulfite, and finally, also the genes required for further oxidation of sulfite to sulfate in the cytoplasm by two sets of adenylylsulfate (APS) reductase (*aprAB*) along with their membrane anchor (*aprM*) and sulfate adenylyltransferase (*sat*) (33, 34). 

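The gene for a putative membrane anchor of Qmo, the complex that passes electrons between APS reductase and the quinone pool, had 61.2 ± 21.4 CPM (SD, n = 3) in AS and 12.7 ± 9.37 CPM (SD, n = 9) in O. This is a log2 fold change of 2.54 (standard error 0.54, adjusted p = 0.0015 from edgeR's quasi-likelihood test), and each AS library lay above each O library. The homolog of Alvin_2107, placed with these genes in Fig. 2, had 341 ± 33.9 CPM (SD, n = 3) in AS and 410 ± 67.0 CPM (SD, n = 9) in O, a log2 fold change of -0.28 that did not pass the test (adjusted p = 0.44 from edgeR). The anchor gene had 48 counts over the 3 AS libraries, and its call ended when all libraries were thinned to the smallest total (log2 fold change 2.15).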

Genes encoding a quinone-interacting membrane-bound oxidoreductase (*qmoABC*) exhibited the same expression pattern. This is noteworthy, as AprM and QmoABC are hypothesized to have an analogous function, and their cooccurrence is rare among sulfur-oxidizing bacteria (33).

**FIG 2:**
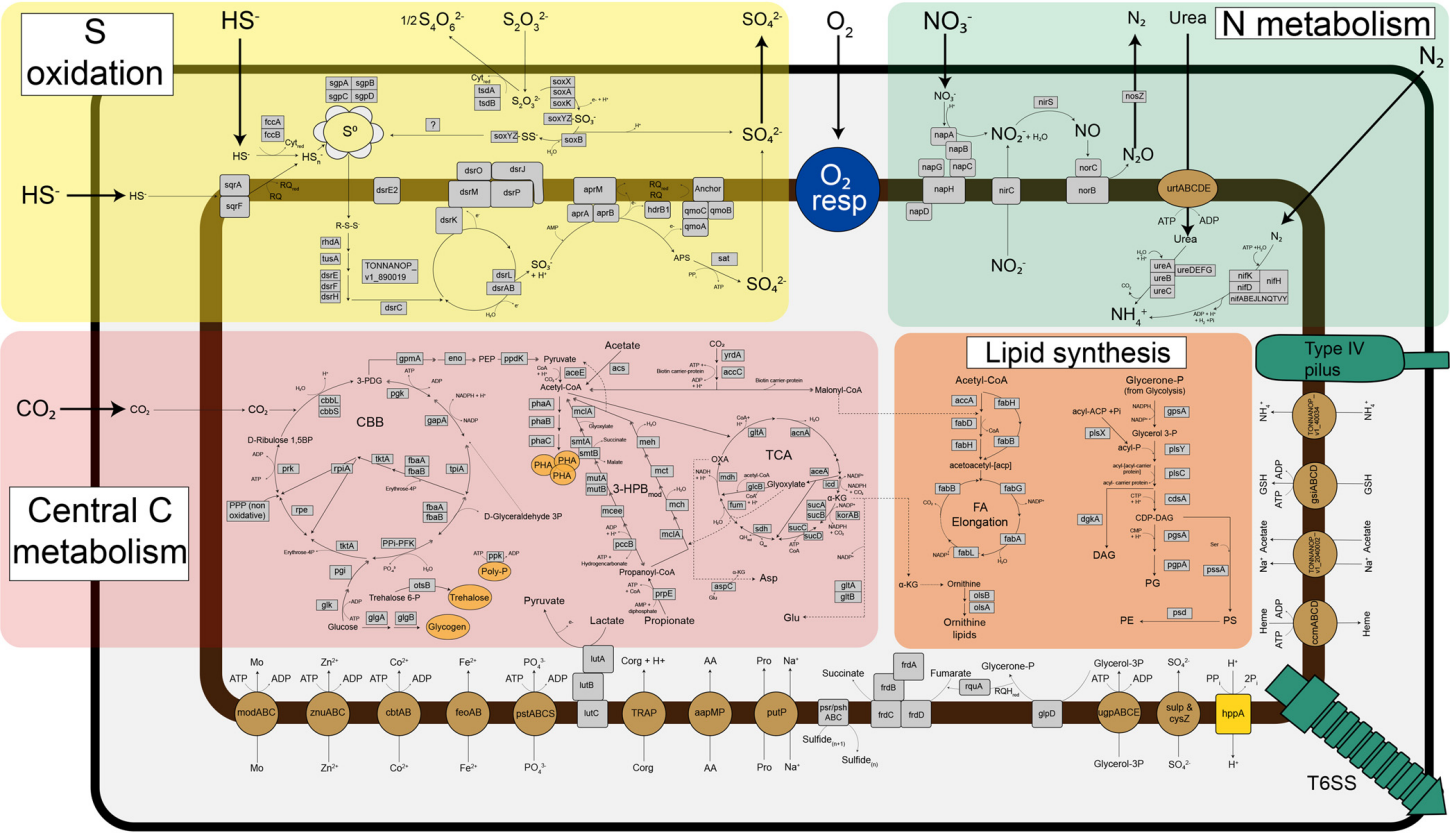
Schematic representation of central metabolic pathways present in the “*Ca*. T. oneisti” genome. All gene names (or locus tags for unidentified gene names) can be found in Data Set S1. The aerobic respiratory chain (O_2_ resp, blue) includes NADH dehydrogenase (*nuo* genes, complex I), succinate dehydrogenase (*sdh* genes, complex II), the cytochrome *bc*_1_ complex (*pet* genes, complex III), and an *aa*_3_-type cytochrome *c* oxidase (*cta* genes, complex IV). The electron transfer reactions in the S oxidation pathways are based on the work of Dahl et al. (32). Electron transfers in the denitrification pathway (N metabolism) are not illustrated but involve complexes I and III and cytochrome *c* (35). Pathways for glycogen, trehalose, and PHA degradation, as well as overall reaction stoichiometry, are not depicted. Organic carbon compounds (Corg) such as acetate, lactate, propionate, and glycerol 3-phosphate (glycerol-3P) could be host derived. Enzymes are shown in gray, transporters are brown, storage compounds are orange, and pilus and secretion system are depicted in green. AA, l-amino acids; Anchor, putative membrane anchor for the Qmo complex (TONNANOP_v1_730022); Asp, aspartate; Biotin carrier-protein, a [biotin carboxyl-carrier-protein dimer]-N6-biotinyl-l-lysine; C, carbon; CBB, Calvin-Benson-Bassham cycle; Co, cobalt; CoA, coenzyme A; DAG, diacylglycerol; FA, fatty acids; Fe, iron; Glu, glutamate; GSH, glutathione; Mo, molybdate; N, nitrogen; OXA, oxaloacetate; PE, phosphatidylethanolamine; PEP, phosphoenolpyruvate; PG, phosphatidylglycerol; PHA, polyhydroxyalkanoate; Poly-P, polyphosphate; PS, phosphatidylserine; Red, reduced; RQ, rhodoquinone; S, sulfur; Ser, serine; TCA, tricarboxylic acid cycle; TONNANOP_v1_890019, Alvin_2107 homolog (32); T6SS, type VI secretion system; Zn, zinc; 3-HPB_mod_, modified 3-hydroxypropionate cycle according to the work of Kleiner et al. (50); 3-PDG, 3-phospho-d-glycerate; α-KG, 2-oxoglutarate.

**FIG 3:**
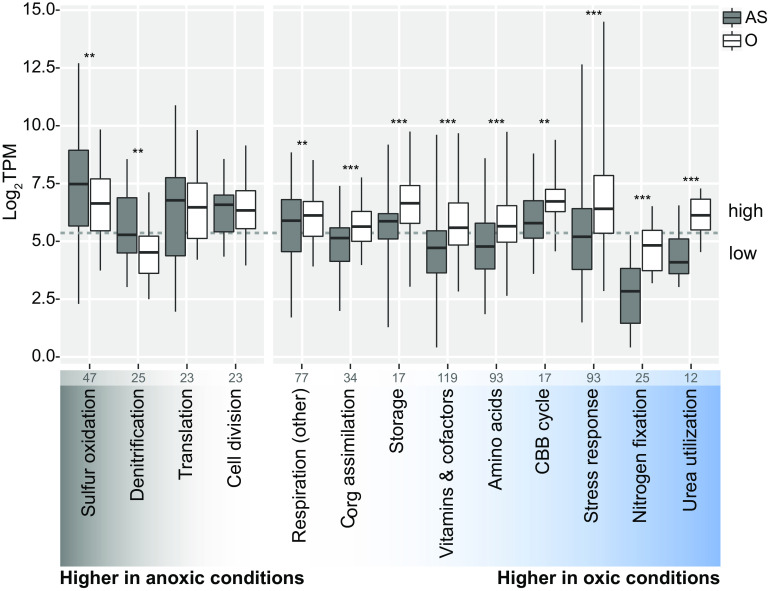
Median gene expression levels of selected “*Ca.* T. oneisti” metabolic processes under anoxic sulfidic (AS) versus oxygenated (O) conditions. All genes involved in a particular process were manually collected, and median expression levels (log_2_TPMs, transcripts per kilobase million) per condition and process are shown (horizontal bold lines). Importantly, metabolic processes include both differentially and constitutively expressed genes, and the total number of genes considered is indicated at the bottom of each process. For the specific assignment of genes, see Data Set S1. Note that for the processes designated “Amino acids,” “Storage,” and “Vitamins & cofactors,” only the expression of the biosynthesis genes was considered. Boxes indicate interquartile ranges (25% to 75%); whiskers refer to the minimum and maximum expression values, respectively. The individual processes are ordered according to the difference in median expression between AS and O conditions, i.e., sulfur oxidation (far left) had the largest difference in median expression between the two conditions, with higher median expression under the AS condition, whereas urea utilization (far right) had the largest difference in median expression, with higher median expression under the O condition. Metabolic processes were considered highly expressed when their median expression level was above 5.2 log_2_TPM (dashed gray line), which represents the median expression of all expressed protein-coding genes (*n* = 4,747) under both conditions. A Wilcoxon signed-rank test was used to test for significantly different median gene expression between conditions (**, *P* < 0.01; ***, *P* < 0.001). CBB cycle, Calvin-Benson-Bassham cycle.

**FIG 4:**
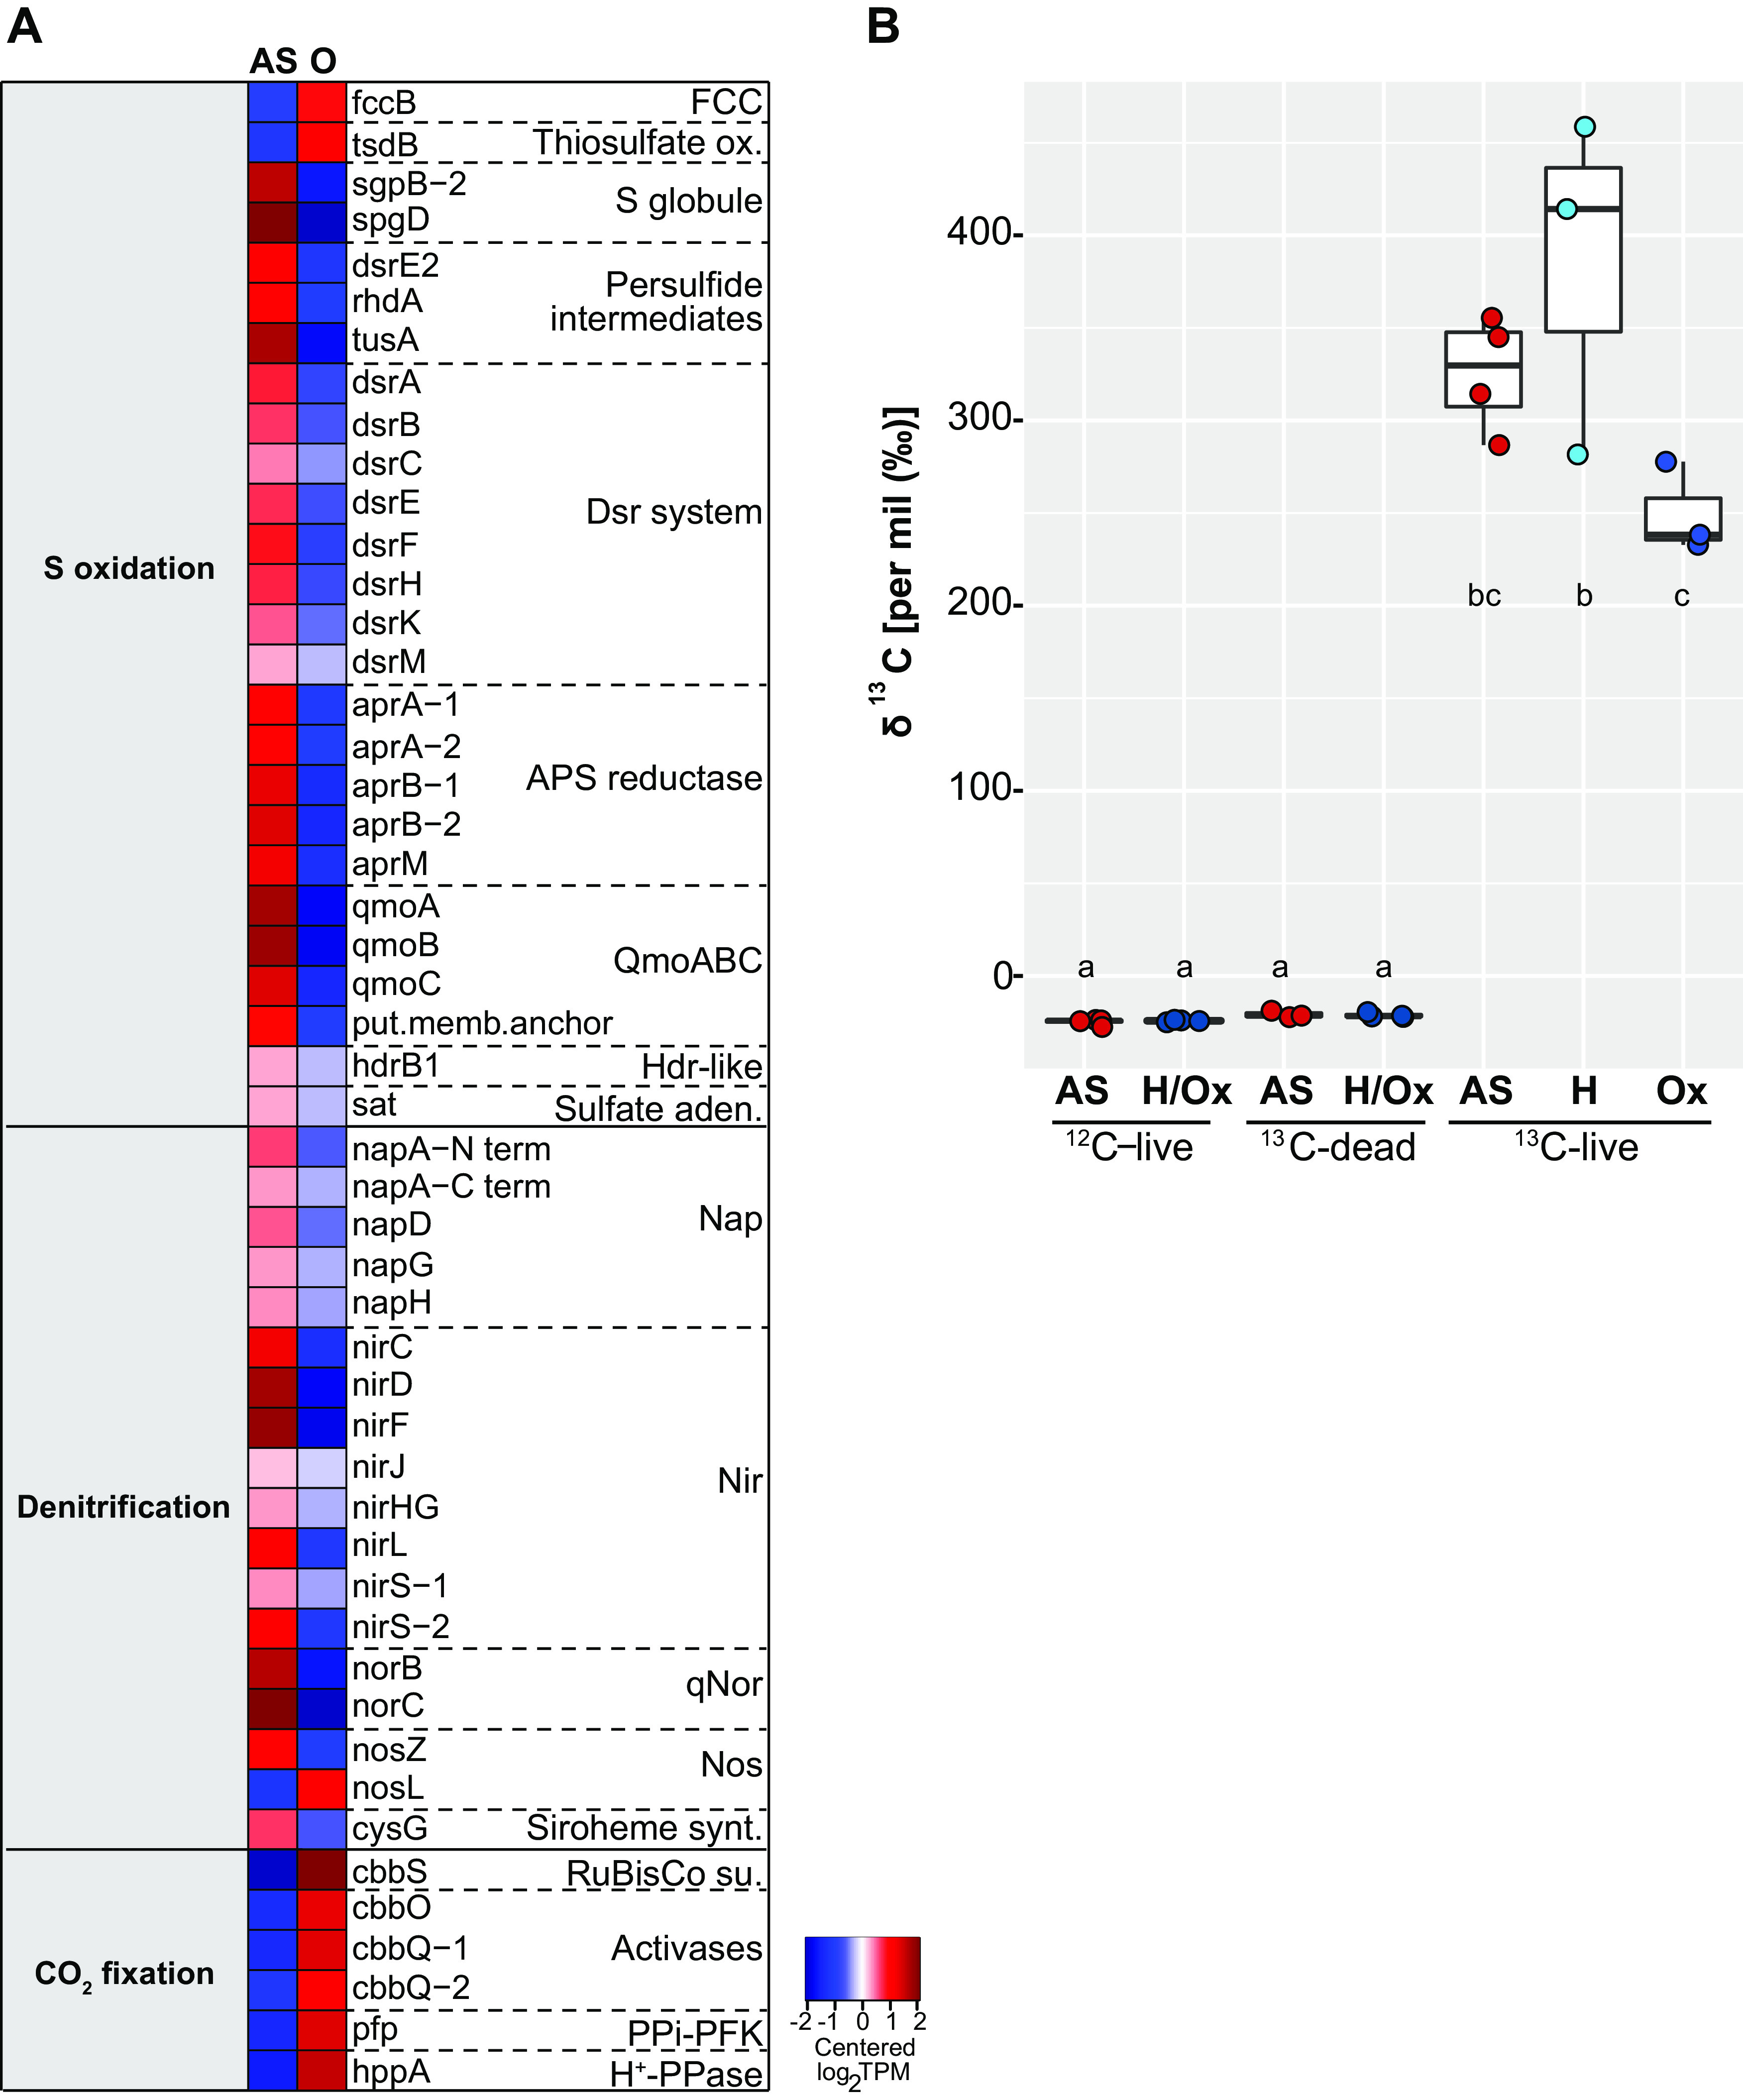
Oxidation of stored sulfur is coupled to denitrification but loosely coupled to CO_2_ fixation under anoxic conditions. (A) Heatmap visualizing only differentially expressed genes (2-fold change, FDR ≤ 0.05) involved in sulfur oxidation, denitrification, and CO_2_ fixation via the Calvin-Benson-Bassham cycle between the anoxic-sulfidic (AS) and oxygenated (O) conditions after 24 h of incubation. Expression levels are visualized by displaying mean-centered log_2_TPMs (transcripts per kilobase million). Upregulation is indicated in red, and downregulation is in blue. Genes are ordered by function in the respective metabolic pathways. FCC, flavocytochrome *c*; thiosulfate ox., thiosulfate oxidation; S, sulfur; Dsr, dissimilatory sulfite reductase; APS, adenylylsulfate; Qmo, quinone-interacting membrane-bound oxidoreductase; Hdr, heterodisulfide reductase; sat, sulfate adenylyltransferase; Nap, periplasmic nitrate reductase; Nir, cd1 nitrite reductase; qNor, quinol-dependent nitric oxide reductase; Nos, nitrous oxide reductase; Siroheme synt., siroheme biosynthesis (heme d precursor); RuBisCo su., ribulose-1,5-bisphosphate carboxylase/oxygenase small subunit; PPi-PFK, PP_i_-dependent phosphofructokinase; H^+^-PPase, proton-translocating pyrophosphatase. (B) Relative ^13^C isotope content of symbiotic *L. oneistus* as determined by EA-IRMS after 24-h incubations with ^13^C-labeled bicarbonate under anoxic-sulfidic conditions (AS, red dots), hypoxic condition (H, light blue dots), or oxic conditions (Ox, dark blue dots). Dots refer to the values determined in individual measurements (comprising 50 worms per measurement; for further details, see Table S2). Horizontal lines indicate means; error bars correspond to standard deviations. The categories ^12^C-live and ^13^C-dead refer to the natural isotope abundance control and the dead control, respectively. H/Ox, controls for both hypoxic and oxic conditions. Different lowercase letters indicate significant differences among conditions (one-way ANOVA, Tukey’s *post hoc* test, *P* < 0.05).

Concerning genes involved in the periplasmic branch of sulfur oxidation, such as the two types of sulfide-quinone reductases (*sqrA*, s*qrF*; oxidation of sulfide) and the Sox system (*soxKAXB*, *soxYZ*) and the thiosulfate dehydrogenase (*tsdA*) both involved in the oxidation of thiosulfate, transcript levels were unchanged between the two conditions (Data Set S1). 

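The gene *tsdA*, which encodes the thiosulfate dehydrogenase, had 164 ± 47.0 CPM (SD, n = 3) in AS and 315 ± 86.2 CPM (SD, n = 9) in O. Its log2 fold change of -0.88 (standard error 0.36) did not pass edgeR's quasi-likelihood test (adjusted p = 0.072 from edgeR). The sulfide-quinone reductase gene *sqrF* had 42.1 ± 15.1 CPM (SD, n = 3) in AS and 74.7 ± 21.4 CPM (SD, n = 9) in O, a log2 fold change of -0.86 (standard error 0.33, adjusted p = 0.057 from edgeR). The 3 sulfur oxidation genes in the rows at hand are *tsdA*, *sqrF* and *tsdB*, of which 1 was lower in AS and none higher, also when adjusted over the list alone. The other genes of the periplasmic branch lie outside those rows.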

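The gene *tsdB*, which encodes a *c*-type cytochrome and lies directly upstream of the thiosulfate dehydrogenase gene *tsdA* on the same strand, was lower in AS, with 132 ± 79.3 CPM (SD, n = 3) against 417 ± 150 CPM (SD, n = 9) in O. The log2 fold change was -1.64 (standard error 0.48, adjusted p = 0.016 from edgeR's quasi-likelihood test). The AS libraries ranged from 46.3 to 203 CPM and the O libraries from 179 to 658 CPM. The call ended without AS replicate 1 (log2 fold change -1.18), without AS replicate 3 (-1.68) and with all libraries thinned to the smallest total (-1.43).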

Only the flavoprotein subunit of the periplasmic flavocytochrome *c* sulfide dehydrogenase (*fccB*), as well as a cytochrome *c* family protein (*tsdB*) thought to cooperate with TsdA, was downregulated in the absence of oxygen (Fig. 4A).

To assess whether the upregulation of sulfur oxidation genes under anoxia was due to the absence of oxygen (and not to the presence of supplemented sulfide in the medium), we performed an additional anoxic incubation where sulfide was not provided (A condition). 

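Between the anoxic incubations with and without sulfide, *pap*, which encodes a polyphosphate:AMP phosphotransferase, was lower in AS, with 62.1 ± 19.9 CPM (SD, n = 3) against 164 ± 21.0 CPM (SD, n = 5) in A. Its log2 fold change was -1.41 (standard error 0.28, adjusted p = 0.022 from edgeR's quasi-likelihood test). An *rnfB* gene, for an Fe-S subunit of an ion-pumping electron transport complex, had 13.7 ± 4.46 CPM (SD, n = 3) in AS and 55.6 ± 10.3 CPM (SD, n = 5) in A, a log2 fold change of -1.99 (adjusted p = 0.048 from edgeR). In all, 19 protein-coding genes were higher and 18 lower in AS, 0.740% of those tested, and 658 of the 5051 tested genes had an unadjusted p under 0.05. None of the 14 listed sulfur oxidation, denitrification and cell division genes was called by edgeR or DESeq2 (2 lower in AS at an unadjusted p under 0.05). Only 3 of the 14 are sulfur oxidation genes, *tsdA*, *sqrF* and *tsdB*, all with log2 fold changes below 0. They do not show how the other sulfur oxidation genes, which lie outside the rows at hand, responded to sulfide.
With the libraries of July 2017 alone, 100 genes were called, DESeq2 called 93 and a model with the replicate number as a term (replicate block) called 23. The count was 4 without AS replicate 1, 13 without AS replicate 3, and 17, 9 and 15 without A replicate 1, 2 and 3. The call of *pap* ended with only the libraries compared (log2 fold change -1.38), with thinned counts (-1.35) and without AS replicate 1 (-1.12), AS replicate 3 (-1.54) or A replicate 2 (-1.35). That of *rnfB* ended when any 1 of the 8 libraries was left out (-1.75 to -2.22), and with the newer edgeR method, RLE and upper-quartile scaling, no low-count filter, the replicate block, only the libraries compared and thinned counts (-1.88 to -2.10).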

Differential expression analysis between the anoxic conditions with and without sulfide revealed that transcript levels of 6.3% of all expressed protein-coding genes differed significantly between the two anoxic treatments (Fig. 1D). Among them, we found eight genes involved in sulfur oxidation to be upregulated in the presence of sulfide (Data Set S1). Importantly, however, irrespective of sulfide supplementation, most sulfur oxidation genes were similarly upregulated in the anoxic (AS or A) relative to the O incubation (Fig. S1A, Table S3B, and Data Set S1). In addition, proteome data derived from incubations with and without oxygen, but no added sulfide, showed that one copy of AprA and one of AprM were among the top expressed proteins under anoxia (Data Set S1, column “mean %cOrgNSAF,” and Text S1). 

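Relative to O, the Qmo membrane anchor gene was also higher in A, with 29.1 ± 10.9 CPM (SD, n = 5) and a log2 fold change of 1.47 (standard error 0.46, adjusted p = 0.023 from edgeR's quasi-likelihood test). The *tsdB* gene was lower in A, with 201 ± 107 CPM (SD, n = 5) and a log2 fold change of -1.04 (adjusted p = 0.040 from edgeR). The test of AS against A called neither gene. Over all functions, 397 protein-coding genes were higher and 457 lower in A than in O. Of these, 292 were also higher and 299 also lower in AS, where independent lists would share 38.3 and 54.1, and 1 gene went opposite ways.
The log2 fold changes of the comparisons had r = 0.631 across the 5001 protein-coding genes, which are not independent replicates, while simulated libraries with AS and A unchanged from O gave 0.185 to 0.302 (mean 0.235), from the shared O libraries. The covariance was 1.22 as observed and 0.123 as simulated. With a separate part of the O libraries for each comparison, r was 0.429 and 249 higher and 233 lower genes were shared. In A, the call of the Qmo anchor gene ended with the July 2017 libraries alone (log2 fold change 1.45), with all libraries thinned to the smallest total (0.95), with O as 1 group (1.18) and without A replicate 1 (1.40), A replicate 4 (1.34) or H replicate 2 (1.27). That of *tsdB* in A ended with the July 2017 libraries alone (-1.14), the replicate block (-0.99), thinned libraries (-1.03) and without 1 of 8 libraries (-1.04 to -0.81).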

Raman microspectroscopy revealed that levels of elemental stored sulfur (S^0^) were highest under AS and H conditions and low or below detection limit under Ox conditions and A conditions at the end of the incubations (Fig. S1B and Text S1).

10.1128/mSystems.01186-20.1 TEXT S1 Description of the following methods: sediment core sampling and analysis, Raman microspectroscopy, nanometer-scale secondary ion mass spectrometry (NanoSIMS), proteomics and lipidomics, RuBisCO phylogenetic tree, and data availability for the proteomics raw data. Download Text S1, DOCX file, 0.1 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.01186-20.2 FIG S1 Gene expression heatmaps for sulfur oxidation and denitrification including the anoxic condition without sulfide. (A) Centered expression values (log_2_TPM) of all genes that were differentially expressed between at least two conditions are shown, with genes that were differentially expressed between the AS and O conditions, as well as the A and O conditions, in bold (twofold change, FDR ≤ 0.05). Genes are ordered by function in the respective metabolic pathways. Note that the expression of many of the genes follows a clear pattern depending on whether oxygen is present or not. (B) Relative elemental sulfur (S^0^) content in ectosymbionts as determined by Raman microspectroscopy after 24-h incubations under anoxic-sulfidic (AS, red dots), hypoxic (H, light blue dots), oxic (Ox, dark blue dots), and anoxic without added sulfide (A, orange dots) conditions. Each dot refers to the value obtained from measuring an individual ectosymbiont cell. Fifty cells were measured per condition. Horizontal lines display medians, boxes show the interquartile ranges (25 to 75%), whiskers indicate minimum and maximum values, and different lowercase letters indicate significant differences among conditions (Kruskal-Wallis test and Dunn *post hoc* test for multiple pairwise comparisons; *P* [AS versus A]] = 3.5E−17, *P* [AS versus hypoxic] = 0.011, *P* [AS versus oxic] = 7.4E−13, *P* [A versus hypoxic] = 3.2E−09, *P* [A versus oxic] = 0.188, *P* [hypoxic versus oxic] = 3.6E−06). Relative intensities below 1 (gray dashed line) indicate that elemental sulfur could not be detected. Percentage of cells with sulfur detected: 92% (AS), 16% (A), 76% (hypoxic), and 28% (oxic). For details on methodology, see Text S1. Download FIG S1, PDF file, 0.2 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.01186-20.4 FIG S3 NanoSIMS analysis of ^13^C isotope incorporation in *L. oneistus* and its ectosymbiont after incubation in ^13^C-labeled bicarbonate for 24 h under anoxic conditions without sulfide. The ^13^C content is displayed as ^13^C/(^12^C + ^13^C) isotope fraction, given in atom%. (A) NanoSIMS images showing cellular ultrastructure, as displayed by the ^12^C^14^N- secondary ion signal intensity (left) and isotope label distribution (right) in cross sections of *L. oneistus* after incubation of living worms in isotopically labeled (^13^C-live, top row) and unlabeled (^12^C-live, bottom row) bicarbonate. Incubation of 2% PFA-fixed worms under identical conditions in isotopically labeled bicarbonate (^13^C-dead, central row) served as a control for exclusion of unspecific (nonmetabolic) label uptake. Bars, 5 μm. (B) Region of interest (ROI)-specific evaluation of the isotopic label content, revealing significant ^13^C enrichment both in the ectosymbiont cells and, within particular regions, also in the host tissue. For details on methodology, see Text S1. Download FIG S3, PDF file, 1.3 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Collectively, sulfur oxidation genes were upregulated under both anoxic conditions (A and AS) irrespective of sulfur storage content and, conversely, were downregulated under hypoxic conditions even though elemental sulfur was detected in most of these symbiont cells.

### Upregulation of anaerobic respiratory enzymes under AS conditions.

Given that sulfur oxidation was upregulated under AS conditions, we expected this process to be coupled to the reduction of anaerobic electron acceptors, and nitrate respiration has been shown for symbiotic *L. oneistus* (15). 

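The nitric oxide reductase genes *norB* and *norC*, whose enzyme reduces nitric oxide to nitrous oxide, were higher in AS than in O. *norB* had 507 ± 141 CPM (SD, n = 3) in AS and 27.7 ± 10.7 CPM (SD, n = 9) in O, a log2 fold change of 4.15 (standard error 0.28, adjusted p = 1.3e-09 from edgeR's quasi-likelihood test). *norC* had 194 ± 37.7 CPM (SD, n = 3) and 7.15 ± 9.60 CPM (SD, n = 9), a log2 fold change of 4.83 (standard error 0.50, adjusted p = 4.7e-07 from edgeR). The nitrite reductase gene *nirS-2*, on the same contig as both, had 1905 ± 261 CPM (SD, n = 3) and 328 ± 85.7 CPM (SD, n = 9), a log2 fold change of 2.55 (standard error 0.23, adjusted p = 7.8e-08 from edgeR). The AS libraries lay above all O libraries for each of the 3 genes.
On that contig, *dnr*, for a regulator of the Crp/Fnr family, was lower in AS, with 5.04 ± 5.36 CPM (SD, n = 3) against 34.6 ± 11.6 CPM (SD, n = 9). *nirQ*, for an ATPase thought to activate the reductases, had a log2 fold change of -1.33 that did not pass the test (adjusted p = 0.096 from edgeR). Of the 4 denitrification genes in the rows at hand, which do not include *dnr*, 3 were higher and none lower (3 higher and 1 lower when adjusted over the list alone). In A the same 3 genes were higher, by log2 fold changes of 4.46 for *norB*, 5.16 for *norC* and 3.14 for *nirS-2*. In Ox replicate 6, *norC* had 32.0 CPM, against at most 7.26 CPM in the other Ox libraries. The call of *dnr*, with 4 counts over the AS libraries, ended without AS replicate 1 (log2 fold change -2.13) and with thinned counts (-2.23).

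**Figure D2:**
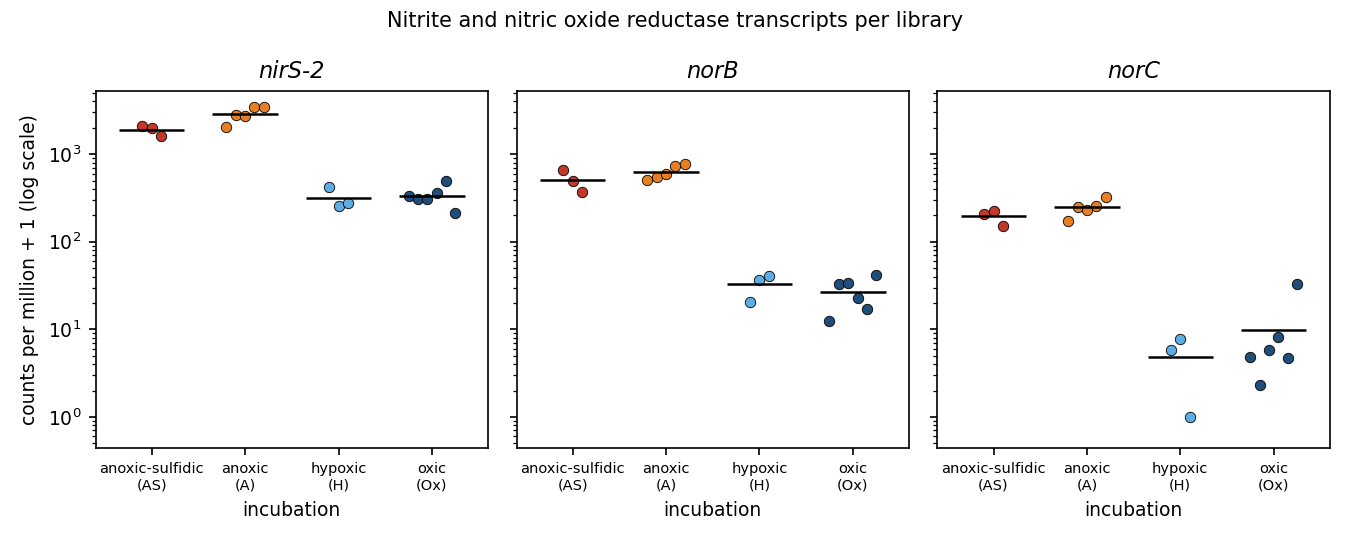
Transcript levels of *nirS-2*, *norB* and *norC* in CPM plus 1, on a log scale, in each AS, A, H and Ox library (points) with the mean of each condition (lines). The AS and A libraries lie at 1606 CPM or more for *nirS-2*, and the H and Ox libraries at 490 CPM or less.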

Consistently, genes encoding components of the four specific enzyme complexes active in denitrification (*nap*, *nir*, *nor*, *nos*), as well as two subunits of the respiratory chain complex III (*petA* and *petB* of the cytochrome *bc*_1_ complex, which is known for being involved in denitrification and in the aerobic respiratory chain [35]) were upregulated under AS conditions (Fig. 4A, Fig. S1A, and Data Set S1).

Besides nitrate respiration, “*Ca*. T. oneisti” may also utilize polysulfide or thiosulfate as a terminal electron acceptor under AS conditions, since we observed an upregulation of all genes encoding either a respiratory polysulfide reductase or a thiosulfate reductase (*psrA/phsA*, *psrB/phsB*, *prsC/phsC*; dimethyl sulfoxide [DMSO] reductase family, classification based on reference 36). 

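The fumarate reductase flavoprotein gene *frdA* had 618 ± 193 CPM (SD, n = 3) in AS and 297 ± 83.6 CPM (SD, n = 9) in O. Its log2 fold change of 0.99 (standard error 0.24, adjusted p = 0.0043 from edgeR's quasi-likelihood test) lay just under the 2-fold limit, so the gene was not called. In A, *frdA* was higher than in O, with 758 ± 156 CPM (SD, n = 5) and a log2 fold change of 1.29 (adjusted p = 7.9e-05 from edgeR). The genes of the iron-sulfur subunit and the membrane anchors, *frdB*, *frdC* and *frdD*, had log2 fold changes of 0.34, 0.09 and 0.48 in AS and were not called. Of the 12 genes of the list of other respiration genes, which holds *frdABCD*, 1 was higher in AS, the heme biosynthesis gene *hemC* (log2 fold change 1.60), and 2 were lower, the ubiquinone biosynthesis genes *ubiG* (-1.95) and *ubiE* (-1.48), also when adjusted over the list alone. *frdA* was called in AS by DESeq2, with RLE and upper-quartile scaling, filterByExpr, no fold-change limit, thinned counts, O as 1 group and without AS replicate 1, any 1 of H replicates 1 and 2, or any 1 of Ox replicates 1 to 3. With thinned counts the calls of *hemC* (2.18), *ubiG* (-1.94) and *ubiE* (-1.60) ended. That of *ubiG* ended also without AS replicate 1 (-1.28), and that of *ubiE* with the field trip as a term (-1.34), the July 2017 libraries alone (-1.30), the replicate block (-1.21), the newer edgeR method (-1.47), only the libraries compared (-1.49) and without AS replicate 2 (-1.28), AS replicate 3 (-1.20), H replicate 3 (-1.27) or Ox replicate 2 (-1.44).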

Concerning other anaerobic electron acceptors, the symbiont has the genetic potential to carry out fumarate reduction (*frdABCD* genes; Fig. 2 and Data Set S1), and the fumarate reductase flavoprotein subunit (*frdA*) was indeed upregulated under AS conditions (Data Set S1). We also identified a gene potentially responsible for the biosynthesis of rhodoquinone (*rquA*; Fig. 2 and Data Set S1), which acts as an electron carrier in anaerobic respiration in a few other prokaryotic and eukaryotic organisms (37, 38) and could thus replace the missing menaquinone during anaerobic respiration in “*Ca*. T. oneisti.”

Intriguingly, lipid profiles of the symbiont revealed a change in lipid composition, as well as significantly higher relative abundances of several lysophospholipids under anoxia (Fig. S2A and Text S1), possibly resulting in altered uptake behavior and higher membrane permeability for electron donors and acceptors (39–42). Notably, we also detected lysophosphatidylcholine to be significantly more abundant in anoxia (Fig. S2B). As the symbiont does not possess any known genes for biosynthesis of this lipid, it may be host derived. Incorporation of host lipids into symbiont membranes was indeed reported previously (43, 44).

10.1128/mSystems.01186-20.3 FIG S2 Lipid composition of ectosymbionts after incubation of symbiotic nematodes under anoxic and oxic conditions. (A) Major lipid classes and their abundance relative to all lipids detected. (B) Relative abundance of significantly changed glycerophospholipids. Lipid class, fatty acid chain length, and saturation are depicted on the *x* axis. Note that PG is composed of two fatty acids, while lysophospholipids (LPG, LPE, and LPC) contain only one fatty acid. Bars show mean abundances relative to total lipids (%) and their standard deviations derived from three analytical replicates. The number of asterisks refers to the significance level (Student’s *t* test; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). Note that “*Ca*. T. oneisti” does not encode any known phosphatidylcholine biosynthesis genes. PG, phosphatidylglycerol; LPG, lysophosphatidylglycerol; LPE, lysophosphatidylethanolamine; LPC, lysophosphatidylcholine. For details on methodology see Text S1. Download FIG S2, PDF file, 0.1 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Furthermore, upregulation of the respiratory enzyme glycerol 3-phosphate (G3P) dehydrogenase gene (*glpD*; Data Set S1), as well as the substrate-binding subunit of a putative G3P transporter gene (*ugpABCD* genes; Data Set S1), suggests that host lipid-derived G3P may serve as carbon and energy source for the symbiont under anoxia.

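The gene *ugpB*, for the substrate-binding protein of the transporter, had 224 ± 21.9 CPM (SD, n = 3) in AS and 112 ± 21.2 CPM (SD, n = 9) in O. The log2 fold change was 1.02 (standard error 0.22, adjusted p = 0.0017 from edgeR's quasi-likelihood test). The ATPase gene *ugpC* had 167 ± 28.8 CPM (SD, n = 3) and 92.2 ± 16.7 CPM (SD, n = 9), a log2 fold change of 0.86 that passed the false-discovery rate (adjusted p = 0.011 from edgeR) but not the 2-fold limit. The permease genes *ugpA* and *ugpE* had log2 fold changes of -0.72 and 0.36 and were not called, so that 1 of 4 transporter genes was higher and none lower, also when adjusted over the list alone. In A none of the 4 genes was called by edgeR or DESeq2. There 2 were higher at the false-discovery rate but under the 2-fold limit, and the median of the 4 was 0.84 (0.61 in AS). *ugpB* was under the 2-fold limit without AS replicate 1 (log2 fold change 0.99), H replicate 1 (0.99) or H replicate 2 (0.96).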

Taken together, our data indicate that under AS conditions, the ectosymbiont gains energy by coupling sulfur oxidation to the complete reduction of nitrate to dinitrogen gas. Moreover, the symbiont appears to exploit oxygen-depleted environments for energy generation by utilizing G3P as an additional electron donor and nitrate, polysulfide or thiosulfate, and fumarate as electron acceptors.

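Levels of the nitric oxide reductase transcripts were low at both oxygen levels. *norB* had 31.6 ± 10.5 CPM (SD, n = 3) in H and 25.8 ± 11.2 CPM (SD, n = 6) in Ox, and *norC* had 3.81 ± 3.45 CPM (SD, n = 3) and 8.82 ± 11.5 CPM (SD, n = 6). The A libraries had 632 ± 120 CPM of *norB* and 246 ± 55.8 CPM of *norC* (SD, n = 5 for both). Within the July 2017 libraries *norB* was higher in A than in Ox by a log2 fold change of 4.39, and within those of March 2019 by 4.82. From the upregulation of sulfur oxidation genes together with genes of the denitrification enzymes in AS, the paper proposes that the ectosymbiont gains energy by coupling the oxidation of sulfur to nitrate respiration. The paper also cites earlier work on nitrate respiration of the symbiotic worms, and it reports nitrate in the incubation seawater.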

### Upregulation of sulfur oxidation genes is not accompanied by increased expression of carbon fixation genes.

Several thioautotrophic symbionts have been shown to use the energy generated by sulfur oxidation for the fixation of inorganic carbon (7, 19, 20, 45–47). Previous studies strongly support that “*Ca.* T. oneisti” is capable of fixing carbon via an energy-efficient Calvin-Benson-Bassham (CBB) cycle (6, 11, 12, 30, 48) (Fig. 2). In this study, bulk isotope ratio mass spectrometry (IRMS) conducted with symbiotic nematodes confirmed that they incorporate isotopically labeled inorganic carbon, and we detected no significant difference in incorporation between any two incubations in the course of 24 h (Fig. 4B). To localize the sites of carbon incorporation, we subjected symbiotic nematodes incubated with [^13^C]bicarbonate to nanoscale secondary ion mass spectrometry (NanoSIMS) and detected ^13^C enrichment predominantly within the ectosymbiont (Fig. S3 and Text S1).

Consistent with the evidence for carbon fixation by the ectosymbiont, all genes related to the CBB cycle were detected, on both the transcriptome and the proteome level, with high transcript levels under both AS and O conditions (Fig. 3 and Data Set S1). However, the upregulation of sulfur oxidation genes observed under AS did not coincide with an upregulation of carbon fixation genes. 

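Of the 7 Calvin-Benson-Bassham cycle genes in the rows at hand, which do not include the RuBisCO genes, none was called between AS and O by edgeR's quasi-likelihood test or by DESeq2. At an unadjusted p under 0.05, 1 was higher and 1 lower in AS. The phosphoribulokinase genes *prkB-1* and *prkB-2*, whose enzyme makes the CO_2_ acceptor, had log2 fold changes of -0.07 (standard error 0.23) and -0.54 (standard error 0.28). The transketolase gene *tktA* had 628 ± 101 CPM (SD, n = 3) in AS and 691 ± 137 CPM (SD, n = 9) in O, a log2 fold change of -0.16. *gapA*, for glyceraldehyde-3-phosphate dehydrogenase, had 331 ± 84.1 CPM (SD, n = 3) and 197 ± 44.8 CPM (SD, n = 9), a log2 fold change of 0.73 that passed the false-discovery rate (adjusted p = 0.020 from edgeR) but not the 2-fold limit. The aldolase gene *fda*, the phosphoglycerate kinase gene *pgk* and the triose-phosphate isomerase gene *tpiA* had log2 fold changes of -0.56, -0.44 and 0.45, and the median of the 7 was -0.16. In A 1 of the 7 genes was higher than in O and none lower, also when adjusted over the list alone, *tpiA* with a log2 fold change of 1.02 (adjusted p = 4.4e-04 from edgeR), and the median was 0.04. This call ended with DESeq2, RLE and upper-quartile scaling, the July 2017 libraries alone, thinned counts, and without A replicate 2 or 5, H replicate 1 or Ox replicate 5 (0.88 to 0.99). In AS the value of *prkB-1* changed sign with DESeq2, with thinned counts and without AS replicate 1, AS replicate 3, H replicate 1 or Ox replicate 1.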

On the contrary, the median expression level of all CBB cycle genes was significantly higher in the presence of oxygen (Fig. 3). In particular, the transcripts encoding the small subunit of the key autotrophic carbon fixation enzyme ribulose-1,5-bisphosphate carboxylase/oxygenase (RuBisCO) (*cbbS*) together with the transcripts encoding its activases (*cbbQ* and *cbbO*) (49), the PP_i_-dependent 6-phosphofructokinase (PP_i_-PFK) (50, 51), and the neighboring PP_i_-energized proton pump (*hppA*) thought to be involved in energy conservation during autotrophic carbon fixation (50, 51) were upregulated under O conditions (Fig. 4A). The large subunit of the RuBisCO protein (CbbL; type I-A group according to Fig. S4) was among the top expressed proteins irrespective of the presence of oxygen (Data Set S1, column “mean %cOrgNSAF”).

10.1128/mSystems.01186-20.5 FIG S4 Phylogenetic tree of the large subunit protein of the ribulose-1,5-bisphosphate carboxylase/oxygenase (RuBisCO). Unrooted phylogenetic tree illustrating the four forms of RuBisCO from diverse organisms, such as plants and free-living and symbiotic bacteria. The CbbL protein of “*Ca*. T. oneisti” is highlighted in red. Type I (IA, IB, IC, ID), CbbL; type II, CbbM, type III; type IV, RuBisCO-like. The analysis is based on a MAFFT alignment of full-length amino acid sequences (accession numbers are provided next to the names of the organisms) and was estimated under the LG+I+G4 model using maximum likelihood phylogeny (IQ-TREE) with node support calculated by SH-aLRT. The scale bar represents 0.5% estimated sequence divergence. SH-aLRT values at the nodes are based on 10,000 replicates. For details on methodology, see Text S1. Download FIG S4, PDF file, 0.3 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In conclusion, (i) upregulation of carbon fixation genes occurred in the presence of oxygen when sulfur oxidation genes were downregulated, while (ii) incorporation of inorganic carbon was detected to a similar extent in the presence and absence of oxygen.

### Genes involved in the utilization of organic carbon and polyhydroxyalkanoate (PHA) storage buildup are upregulated in the presence of oxygen.

As anticipated, the nematode ectosymbiont may exploit additional reduced compounds besides sulfide for energy generation. Indeed, “*Ca*. T. oneisti” possesses the genomic potential to assimilate glyoxylate, acetate, and propionate via the partial 3-hydroxypropionate cycle (like the closely related Olavius algarvensis γ1-symbiont [50]) and furthermore contains genes for utilizing additional small organic carbon compounds such as G3P, glycolate, ethanol, and lactate (Fig. 2 and Data Set S1). With the exception of G3P utilization genes (see above), the expression of genes involved in the assimilation of organic carbon including their putative transporters was significantly higher under O conditions (Fig. 3). 

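Of 10 genes of organic carbon assimilation in the rows at hand, 2 were lower in AS than in O and none was higher, also when adjusted over the list alone. Both are transporter genes of the TRAP family, which takes up carboxylates. The other 8 were not called, among them the glycolate oxidase genes *glcE* and *glcF*, the malate synthase gene *glcB* and the acetate-CoA ligase gene *acs*. The median log2 fold change of the 10 genes was -0.35, with 7 below and 3 above 0, beside a median of -0.21 over all genes. In A, 2 of the 10 were lower than in O, and the median was 0.04. With thinned counts no gene of the list was called in AS by edgeR, and 2 were lower at an unadjusted p under 0.05.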

Among the upregulated genes were *lutB* (involved in the oxidation of lactate to pyruvate [52]), propionyl coenzyme A (CoA) synthetase (*prpE*, propionate assimilation [53]), and two components of a TRAP transporter which most commonly transports carboxylates (54) (Data Set S1).

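The solute-binding gene of the TRAP transporter had 93.8 ± 49.9 CPM (SD, n = 3) in AS and 194 ± 66.4 CPM (SD, n = 9) in O, a log2 fold change of -1.12 (standard error 0.38, adjusted p = 0.034 from edgeR's quasi-likelihood test). The neighbouring gene of its fused permease had 15.7 ± 7.80 CPM (SD, n = 3) and 68.5 ± 28.3 CPM (SD, n = 9), a log2 fold change of -2.12 (standard error 0.53, adjusted p = 0.0054 from edgeR). The *lutB* and *prpE* genes lie outside the rows at hand. The call of the permease gene ended with thinned counts (log2 fold change -2.32) and without AS replicate 1 (-1.70). That of the solute-binding gene ended with thinned counts (-1.05), O as 1 group (-1.04) and without AS replicate 1 (-0.73), AS replicate 3 (-1.04), H replicate 3 (-1.02), Ox replicate 1 or Ox replicate 3 (-1.03 each).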

These gene expression data imply that the nematode ectosymbiont uses organic carbon compounds in addition to CO_2_ under O conditions, thereby increasing the supply of carbon. Consistent with high carbon availability, genes necessary to synthesize storage compounds such as polyhydroxyalkanoates (PHAs), glycogen, and trehalose showed an overall higher median transcript level under O conditions (Fig. 3). In particular, two key genes involved in the biosynthesis of the PHA compound polyhydroxybutyrate (PHB)—acetyl-CoA acetyltransferase (*phaA*) and a class III PHA synthase subunit (*phaC-2*)—were upregulated in the presence of oxygen. Conversely, we observed upregulation of both PHB depolymerases involved in PHB degradation under AS, and Raman microspectroscopy showed that the median PHA content was slightly lower in symbiont cells under AS than under both oxic conditions after the incubation period (Fig. S5).

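Of 5 genes for storage compound synthesis in the rows at hand, all for glycogen or trehalose, none was called between AS and O by edgeR's quasi-likelihood test or by DESeq2. Of these, 1 (*glgC-2*) was higher in AS at the false-discovery rate but under the 2-fold limit. The glycogen branching enzyme gene *glgB-1* had 668 ± 150 CPM (SD, n = 3) in AS and 886 ± 181 CPM (SD, n = 9) in O, a log2 fold change of -0.45 (standard error 0.23, adjusted p = 0.17 from edgeR). The list members *glgE* and *glgM* had log2 fold changes of -0.38 and -0.08. *glgC-2*, for the synthesis of ADP-glucose, had 248 ± 76.1 CPM (SD, n = 3) and 148 ± 38.9 CPM (SD, n = 9), a log2 fold change of 0.68. The median of the 5 genes was -0.38, with 4 below 0 and 1 above. In A none of the 5 was called by edgeR or DESeq2, and 1 was higher at the false-discovery rate but under the 2-fold limit. In AS the value of *glgM* changed sign with thinned counts and without AS replicate 1 or H replicate 2.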

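The PHB depolymerase gene in the rows at hand had 268 ± 55.1 CPM (SD, n = 3) in AS and 133 ± 147 CPM (SD, n = 9) in O. Its log2 fold change of 0.97 (standard error 0.42) did not pass edgeR's quasi-likelihood test (adjusted p = 0.097 from edgeR). The AS libraries ranged from 206 to 312 CPM and the O libraries from 44.1 to 517 CPM. The gene was called higher in AS than in O with the replicate block (log2 fold change 1.11) and without H replicate 3 (1.63). Against Ox alone it was called higher in AS, with a log2 fold change of 1.75 (adjusted p = 0.0064 from edgeR), and against H alone it was not, with 0.19. The enzyme degrades the stored polymer polyhydroxybutyrate.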

10.1128/mSystems.01186-20.6 FIG S5 Differentially expressed genes involved in biosynthesis and utilization of storage compounds and detection of PHA via Raman spectroscopy. (A) Only differentially expressed genes involved in PHA and trehalose metabolism are shown (2-fold change, FDR ≤ 0.05). (B) Relative PHA content measurement of 50 ectosymbiont cells per condition after 24 h of incubation analyzed by Raman spectroscopy. Horizontal lines indicate medians, boxes show interquartile ranges (25 to 75%), and whiskers denote minimum and maximum measurements. Each dot represents a single ectosymbiont cell. PHA was detected in all cells and conditions, although more PHA was detected in cells incubated in hypoxic incubations (*P* < 0.05; Kruskal Wallis test, followed by Dunn’s multiple-pairwise-comparison test; *P* [AS versus hypoxic] = 0.022, *P* [AS versus oxic] = 0.057, *P* [hypoxic versus oxic] = 0.054). Different lowercase letters indicate significant differences among conditions. For details on methodology, see Text S1. AS, anoxic-sulfidic incubation; H, hypoxic incubation; Ox, oxic incubation. Download FIG S5, PDF file, 0.5 MB. Copyright © 2021 Paredes et al. 2021 Paredes et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We propose that in the presence of oxygen, enhanced mixotrophy (i.e., simultaneous assimilation of inorganic and organic carbon) would result in higher carbon availability reflected by PHA storage buildup and facilitating facultative chemolithoautotrophic synthesis of ATP via the aerobic respiratory chain.

### Upregulation of nitrogen assimilation in the presence of oxygen.

It has been shown that high carbon availability is accompanied by high nitrogen assimilation (55–57). Indeed, despite the sensitivity of nitrogenase toward oxygen (58), its key catalytic MoFe enzymes (*nifD*, *nifK*) (59) and several other genes involved in nitrogen fixation were drastically upregulated in the presence of oxygen (Fig. 3 and 5A). Moreover, in accordance with a recent study showing the importance of sulfur assimilation for nitrogen fixation (60), genes involved in the assimilation of sulfate, i.e., the sulfate transporters *sulP* and *cys*Z, as well as genes encoding two enzymes responsible for cysteine biosynthesis (*cysM*, *cysE*) were also upregulated in the presence of oxygen (Data Set S1).

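The nitrogenase genes *nifD* and *nifK*, for the α and β subunits of the MoFe protein, were lower in AS than in O. *nifD* had 25.5 ± 17.4 CPM (SD, n = 3) in AS and 85.7 ± 28.7 CPM (SD, n = 9) in O, a log2 fold change of -1.79 (standard error 0.51, adjusted p = 0.012 from edgeR's quasi-likelihood test). *nifK* had 6.83 ± 6.70 CPM (SD, n = 3) and 46.6 ± 28.2 CPM (SD, n = 9), a log2 fold change of -2.88 (standard error 0.75, adjusted p = 0.0067 from edgeR). Also lower were *nifB*, with a log2 fold change of -1.80, and the ferredoxin gene *fdxD*, with -2.23. Of 24 nitrogen fixation genes in the rows at hand, 8 were lower and none higher (9 lower when adjusted over the list alone), and in A 12 were lower and none higher (14 when adjusted over the list alone). *nifK* had at most 3 counts in an AS library. Its A libraries (18.6 to 33.4 CPM) lay below H (40.7 to 111 CPM) but inside the range of Ox (8.65 to 62.1 CPM). Its log2 fold change of A over Ox did not pass edgeR's quasi-likelihood test in 2017 (-0.69, adjusted p = 0.59) or 2019 (-0.29, adjusted p = 0.83).
Several of these transcripts were at the limit of the AS depth. Over the 3 AS libraries *nifT* had 1 count and over the 9 O libraries 216, a pooled ratio of O to AS of 20.4 (95% exact interval 3.62 to 808). The genes *rnfC* and *rnfD*, for subunits of the Rnf complex that supplies electrons to nitrogenase, had 1 count each, with ratios of 21.1 (3.75 to 838) and 17.0 (3.01 to 674), and *rnfG* had 3 counts, with a ratio of 5.78 (1.95 to 28.3). These intervals leave out the spread between libraries, and *rnfG* was not called in AS (adjusted p = 0.095 from edgeR). *rnfE* had no count in AS and was at least 2.33-fold higher in O, from a floor of 3 counts over the AS libraries. The cofactor gene *nifEN* had 18.4 ± 12.1 CPM (SD, n = 3) in AS and 54.3 ± 22.2 CPM (SD, n = 9) in O and was not called (adjusted p = 0.11 from edgeR).
In A replicate 5, *nifEN* had 52.8 CPM and *rnfE* 3.64 CPM, above the other A libraries (at most 12.7 and 1.02 CPM), *rnfD* had 47.4 CPM in Ox replicate 3 and *rnfE* 13.4 CPM in Ox replicate 1. With thinned counts none of the 23 genes still tested was called by edgeR (8 lower at an unadjusted p under 0.05, median log2 fold change -1.18 against -1.46), and without AS replicate 1 there were 2. The calls of *nifD*, *nifK* and *nifB* ended without AS replicate 1 (log2 fold changes -1.35, -2.22 and -1.47), those of *nifD* and *nifB* also without AS replicate 2 (-1.68 and -1.52), that of *rnfC* (-4.25) without AS replicate 1 (-3.64), and that of *rnfD* (-4.0) without AS replicate 1 (-3.38) or 3 (-3.51). The call of *rnfE* (-6.25) in AS ended with the replicate block (-6.16), the newer edgeR method (-6.08) and without any 1 AS library (-6.31 each) or H replicate 3 (-5.73). Since *rnfE* had no count in AS, these fitted values do not measure the size of its change, and only the bound given above holds. In A the count of the list was 4 with thinned counts, 8 with the July 2017 libraries alone, 15 with DESeq2 and 7 to 14 when 1 library was left out. The calls of *nifD*, *fdxD*, *nifEN*, *rnfC*, *rnfD*, *rnfE* and *rnfG* in A ended with thinned counts, those of *nifD*, *fdxD*, *rnfC* and *rnfG* also with the July 2017 libraries alone, and those of *nifD* and *rnfD* also without H replicate 3 (-0.97 and -1.77). That of *rnfC* ended without A replicate 4 (-1.71), that of *nifEN* without any 1 of A replicates 1 to 4 or H replicate 2 (-1.31 to -1.25) and that of *rnfG* without A replicate 1, 3 or 4 or H replicate 2 or 3 (-2.01 to -1.84).

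**Figure D3:**
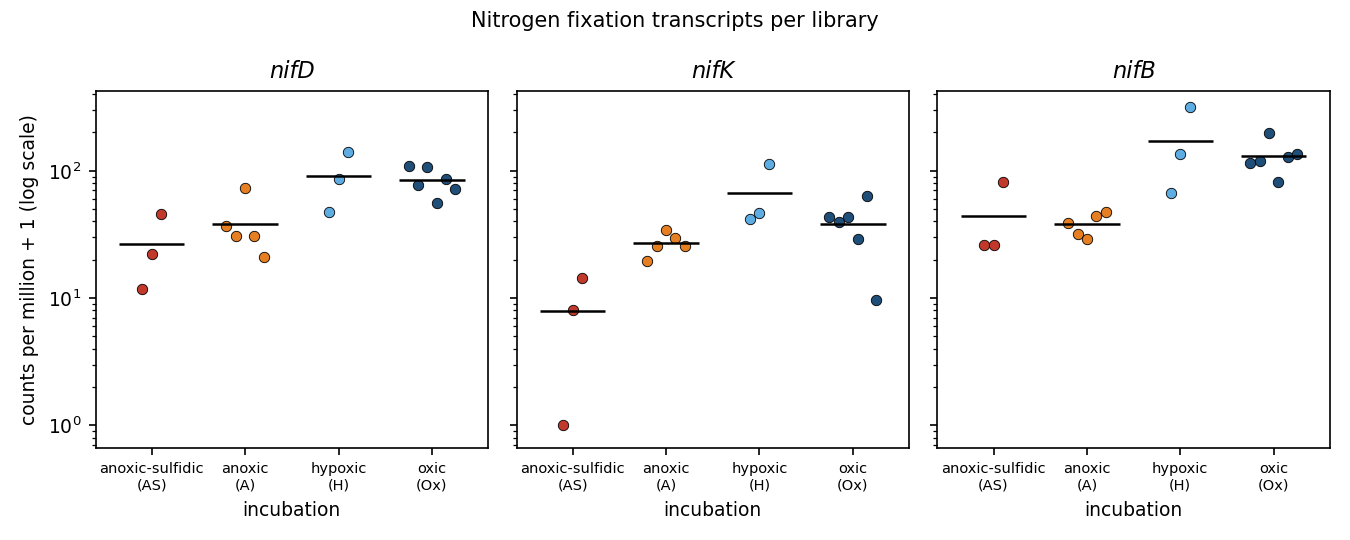
Transcript levels of *nifD*, *nifK* and *nifB* in CPM plus 1, on a log scale, in each AS, A, H and Ox library (points) with the mean of each condition (lines). For *nifD* the means are 25.5 CPM in AS, 37.5 in A, 90.5 in H and 83.4 in Ox.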

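The gene *sulP*, for an anion transporter of the sulfate permease family, was lower without oxygen. It had 119 ± 62.7 CPM (SD, n = 3) in AS, 166 ± 72.4 CPM (SD, n = 5) in A and 481 ± 140 CPM (SD, n = 9) in O. The log2 fold change was -2.01 in AS (standard error 0.40, adjusted p = 7.7e-04 from edgeR's quasi-likelihood test) and -1.52 in A (standard error 0.30, adjusted p = 6.3e-04 from edgeR). Each AS and A library lay below each O library. On its contig *sulP* stands next to *tsdA* and *tsdB*.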

**FIG 5:**
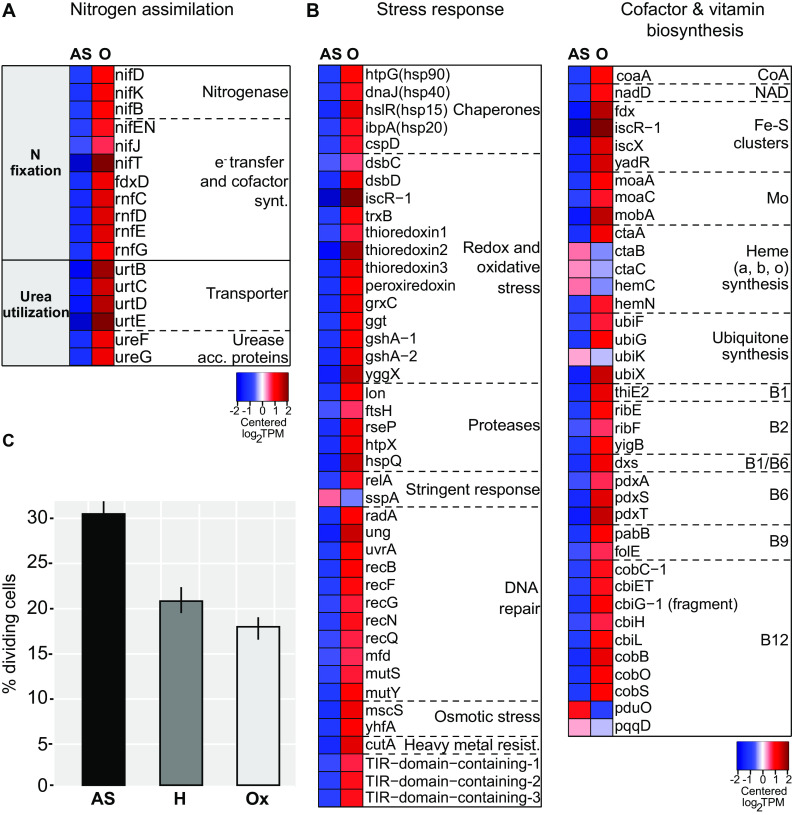
Nitrogen fixation and urea utilization genes as well as stress response and vitamin biosynthesis genes are upregulated, and fewer symbiont cells divide in the presence of oxygen. (A) Heatmap showing transcript levels of differentially expressed genes involved in nitrogen assimilation. Cofactor synt., cofactor biosynthesis; Urease acc. proteins, urease accessory proteins. (B) Heatmaps displaying transcript levels of differentially expressed genes involved in stress response as well as in the biosynthesis of vitamins and cofactors. Heavy metal resist., heavy metal resistance. Both panel A and panel B show genes that were differentially expressed between anoxic sulfidic (AS) and oxygenated (O) conditions after 24 h of incubation (2-fold change, FDR ≤ 0.05). Expression levels are visualized by displaying mean-centered log_2_TPMs (transcripts per kilobase million). Upregulation is indicated in red, and downregulation is in blue. Genes are ordered by function in the respective metabolic pathways. (C) Bars show the percentage of dividing “*Ca*. T. oneisti” cells upon 24-h incubations under anoxic sulfidic (AS), hypoxic (H), and oxic (Ox) conditions. A total of 658, 1,009, and 1,923 cells was counted for the AS, H, and Ox condition, respectively. Error bars indicate 95% confidence intervals of the proportions. A chi-square hypothesis test of independence determined that the observed differences between all proportions were highly likely dependent on the incubation condition (*P* < 0.00001).

Besides nitrogen fixation, genes involved in urea uptake (transporters, *urtCBDE*) and utilization (urease, *ureF* and *ureG*) were also transcribed significantly more highly under O conditions (Fig. 3 and 5A).

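The gene *urtE*, for an ATP-binding subunit of the urea transporter, had 44.5 ± 35.6 CPM (SD, n = 3) in AS and 218 ± 44.5 CPM (SD, n = 9) in O. The log2 fold change was -2.35 (standard error 0.44, adjusted p = 4.6e-04 from edgeR's quasi-likelihood test), and each AS library lay below each O library. It is the 1 urea gene in the rows at hand, and in A its log2 fold change of -0.67 was not called.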

In conclusion, genes involved in nitrogen assimilation (from N_2_ or urea) were consistently upregulated in the presence of oxygen, when (i) carbon assimilation was likely higher and when (ii) higher demand for nitrogen is expected due to stress-induced synthesis of vitamins (see section below).

### Upregulation of biosynthesis of cofactors and vitamins and global stress response in the presence of oxygen.

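Of 17 genes of stress responses in the rows at hand, 5 were lower in AS than in O and none was higher, also when adjusted over the list alone. The 5 are the protease genes *rseP* and *htpX*, the DNA helicase gene *recQ*, and the redox genes *yhfA*, of the OsmC family, and a disulfide oxidoreductase gene counted among the peroxiredoxins of the study. The median log2 fold change of the 17 genes was -0.66, and 12 lay below 0. In A, 5 of the 17 were lower and 2 higher than in O. With thinned counts and without AS replicate 1, 4 genes were lower in AS.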

Multiple transcripts and proteins associated with diverse bacterial stress responses were among the most highly expressed in the presence of oxygen (Fig. 3 and Data Set S1). More specifically, heat shock proteins Hsp70 and Hsp90 were highly abundant (Data Set S1, column “mean %cOrgNSAF”), and transcripts of heat shock proteins (Hsp15, Hsp20, Hsp40, and Hsp90) were upregulated (Fig. 5B). Besides chaperones, we also detected upregulation of a transcription factor which induces synthesis of Fe-S clusters under oxidative stress (*iscR*) (61) along with several other genes involved in Fe-S cluster formation (Fig. 5B) (62) and regulators for redox homeostasis, like thioredoxins, glutaredoxins, and peroxiredoxins (63). Furthermore, we observed upregulation of protease genes (*lon*, *ftsH*, *rseP*, *htpX*, *hspQ*) (64–68), genes required for repair of double-strand DNA breaks (such as *radA*, *recB*, *mutSY*, and *mfd*) (69–71), and *relA*, known to initiate the stringent response when cells are starved for amino acids (72) (Fig. 5B). 

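The gene *yhfA*, of the OsmC family whose members reduce organic peroxides, had 155 ± 49.3 CPM (SD, n = 3) in AS and 639 ± 232 CPM (SD, n = 9) in O. The log2 fold change was -2.05 (standard error 0.41, adjusted p = 9.1e-04 from edgeR's quasi-likelihood test), and in A it was -2.21. The disulfide oxidoreductase gene of the stress list had 27.3 ± 26.2 CPM (SD, n = 3) in AS and 97.8 ± 29.1 CPM (SD, n = 9) in O, a log2 fold change of -1.84 (adjusted p = 0.0066 from edgeR). Its call ended without AS replicate 1 (-1.32).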

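The protease gene *rseP*, whose product cleaves the anti-sigma factor of the envelope stress response, had 187 ± 24.5 CPM (SD, n = 3) in AS and 944 ± 201 CPM (SD, n = 9) in O. The log2 fold change was -2.31 (standard error 0.29, adjusted p = 5.4e-06 from edgeR's quasi-likelihood test). *htpX*, for a membrane metalloprotease, had 89.4 ± 16.5 CPM (SD, n = 3) and 494 ± 214 CPM (SD, n = 9), a log2 fold change of -2.50 (standard error 0.54, adjusted p = 0.0016 from edgeR). The helicase gene *recQ*, used in DNA repair, had a log2 fold change of -1.36 (adjusted p = 0.0058 from edgeR). In A, *rseP* was lower by a log2 fold change of -1.38, *htpX* by -2.25 and *recQ* by -1.14. In A replicate 5 *htpX* had 238 CPM, against at most 96.7 CPM in the other A libraries, and *rseP* had 777 CPM in Ox replicate 4, the lowest of the Ox libraries. With thinned counts the call of *recQ* ended (-1.27 in AS and -1.29 in A).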

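Of 36 genes of amino acid biosynthesis in the rows at hand, 7 were lower in AS than in O and none was higher, also when adjusted over the list alone. *argF*, which makes citrulline on the way to arginine, had 237 ± 51.4 CPM (SD, n = 3) in AS and 888 ± 320 CPM (SD, n = 9) in O, a log2 fold change of -1.97 (standard error 0.29, adjusted p = 4.0e-05 from edgeR's quasi-likelihood test). *ilvH*, for the small subunit of acetolactate synthase in the synthesis of branched-chain amino acids, had 19.9 ± 7.77 CPM (SD, n = 3) and 76.3 ± 21.6 CPM (SD, n = 9), a log2 fold change of -1.90. The arginine gene *argJ* (-1.71) and the histidine gene *hisG* (-1.48) were also lower. The other 29 genes were not called, the median of the 36 was -0.39, and in A 3 genes were lower. Without the 2-fold limit, 5 of the 36 genes were higher and 9 lower in AS at the same false-discovery rate. The calls of *argJ* and *hisG* ended without AS replicate 1 (-1.52 and -1.20) and that of *argJ* also without AS replicate 2 (-1.47). With thinned counts 3 genes of the list were lower, not including *ilvH* (-1.86) or *hisG* (-1.39).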

Amino acid starvation could be caused by a high demand for stress-related proteins under O conditions and could also explain the upregulation of amino acid biosynthesis pathways under O conditions (73) (Fig. 3).

*SspA*, shown to be important for survival under various stress conditions (74–76), was the only stress-related gene upregulated under AS (Fig. 5B).

We hypothesized that the drastic upregulation of stress-related genes observed under O conditions would require an increase in the biosynthesis of vitamins (77–79). Indeed, genes involved in biosynthesis of vitamins such as vitamins B_2_, B_6_, B_9_, and B_12_ were upregulated in the presence of oxygen (Fig. 3 and 5B). 

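The gene *yigB*, for a hydrolase of the HAD family assigned to riboflavin (vitamin B_2_) synthesis, was lower in AS, with 66.5 ± 8.24 CPM (SD, n = 3) against 219 ± 30.1 CPM (SD, n = 9) in O. The log2 fold change was -1.71 (standard error 0.32, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test). *pabB*, for a precursor of folate (vitamin B_9_), had 30.9 ± 21.8 CPM (SD, n = 3) and 132 ± 67.7 CPM (SD, n = 9), a log2 fold change of -2.09 (standard error 0.57, adjusted p = 0.0099 from edgeR), and *moaA*, for the molybdenum cofactor, had 168 ± 25.2 CPM (SD, n = 3) and 815 ± 433 CPM (SD, n = 9), a log2 fold change of -2.13. Of 27 genes of vitamins and cofactors in the rows at hand, 6 were lower in AS and 1, *hemC*, was higher (10 lower and 1 higher when adjusted over the list alone). In A 4 were lower and none higher than in O, *pabB* (log2 fold change -2.81), *moaA* (-1.76), the thiamine gene *thiE2* (-1.89) and *folE* (-1.52), which starts folate synthesis and had -1.25 in AS (adjusted p = 0.056 from edgeR, not called). *pqqD*, of coenzyme PQQ synthesis, had a log2 fold change of 0.98 in AS, just under the 2-fold limit. The call of *pabB* in AS ended without AS replicate 2 (-1.60), and with thinned counts 2 genes of the list were lower, *moaA* and *yigB*, and 1 was higher, *pqqD*, while the calls of *pabB* and *hemC* ended.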

Notably, the proposed upregulation of nitrogen fixation and urea utilization (see above section) would support the synthesis of these nitrogen-rich molecules.

The upregulation of stress-related genes under O conditions was accompanied by significantly fewer dividing symbiont cells, i.e., 18.1% and 21.4% (under H and Ox conditions, respectively) versus 30.1% (under AS conditions) (Fig. 5C), and downregulation of both early (*ftsE*, *ftsX*) and late (*damX*, *ftsN*) cell division genes (80) (Fig. 3 and Data Set S1). 

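The genes *ftsE* and *ftsX*, whose products form a complex at the division septum, were higher without oxygen. *ftsE* had 268 ± 78.3 CPM (SD, n = 3) in AS, 298 ± 36.1 CPM (SD, n = 5) in A and 90.9 ± 44.0 CPM (SD, n = 9) in O, with log2 fold changes to O of 1.48 in AS (standard error 0.28, adjusted p = 5.6e-04 from edgeR's quasi-likelihood test) and 1.63 in A (standard error 0.24, adjusted p = 3.0e-05 from edgeR). *ftsX* had 78.4 ± 34.3 CPM (SD, n = 3) in AS, 100.5 ± 13.0 CPM (SD, n = 5) in A and 26.6 ± 10.7 CPM (SD, n = 9) in O, with log2 fold changes of 1.50 and 1.85. Of 7 cell division genes in the rows at hand, 3 were higher and none lower in AS as in A, also when adjusted over the list alone, the third in AS being *mraZ*, a regulator at the head of the division and cell wall cluster (log2 fold change 1.54). *ftsZ*, for the protein of the division ring, had 1235 ± 78.3 CPM (SD, n = 3) in AS and 1152 ± 123 CPM (SD, n = 9) in O, a log2 fold change of 0.10, and *ftsA*, *ftsQ* and *ftsL* had 0.08, 0.44 and 0.61. The call of *ftsX* in AS ended without AS replicate 1 (1.13) and with thinned counts (1.78), and that of *mraZ* without AS replicate 3 (1.35). The genes *damX* and *ftsN* lie outside the rows at hand.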

Oxygen may therefore elicit a stress response that hampers symbiont proliferation.

## DISCUSSION

This is the first study reporting on the global transcriptional response to oxygen of a thiotrophic animal ectosymbiont, “*Ca.* T. oneisti.” Here, we detected a strong transcriptional response of “*Ca*. T. oneisti” key metabolic processes to oxygen, as well as shifts in protein abundance and lipid composition. Although ongoing comparative host transcriptomics suggests that also the nematode host responds to oxygen (L. König and G. F. Paredes, unpublished data), and although the host response likely affects that of “*Ca.* T. oneisti,” this study exclusively focused on the effect of oxygen on symbiont physiology.

### Experimental design.

The concentrations of oxygen and sulfide to which symbiotic nematodes were exposed in our study were chosen based on the distribution of *L. oneistus* and measured sulfide concentrations in their natural environment, that is, shallow-water marine sediment containing up to 25 μM sulfide (Fig. 1A), with oxidized layers rapidly transitioning to reduced, anoxic sediments (10). Given that in low-sulfide sediments, oxygen and sulfide rarely cooccur (81, 82), nematodes were not supplemented with sulfide when incubated in the presence of oxygen. Moreover, we omitted pre-experimental acclimation to study the symbiont in its close-to-natural state, i.e., replete with intracellular sulfur stores as indicated by the nematode whiteness (15, 31). Indeed, the similar gene expression observed between AS and A, and between H and O, conditions is consistent with the assumption that during the incubations, “*Ca.* T. oneisti” relied on stored sulfur, and its metabolism responded to the presence or absence of oxygen, irrespective of sulfide supplementation (Fig. 1D and Fig. 4A and see Fig. S1 in the supplemental material).

Although at the beginning of all the incubations “*Ca.* T. oneisti” was likely not depleted of stored sulfur, after 24 h of incubation, the lack of sulfide supplementation resulted in depleted sulfur stores under both the A and Ox conditions. Curiously, sulfur stores were higher following H than following Ox incubations (Fig. S1B). This cannot be explained by transcriptomics, as only a single gene involved in sulfur oxidation (a putative sulfur globule gene, *spgD* [Data Set S1]) was differentially expressed between H and Ox conditions.

Ideally, all the worms should have been subjected to the four different conditions at the same time. Although we did randomly split the worms into replicates, we were able to test a maximum of two conditions (150 nematodes per condition) per day, due to the time needed to manually extract each single nematode from the sand (see Materials and Methods). 

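Between the field trips of 2019 and 2017, edgeR's quasi-likelihood test called 2 genes within Ox, both higher in 2019, and 20 within A, 12 higher and 8 lower. At an unadjusted p under 0.05 there were 282 and 472 genes. The log2 fold change of A over Ox was 3.01 in 2017 and 3.27 in 2019 for *nirS-2*, 1.88 and 2.36 for *ftsE*, -1.27 and -1.84 for the protease gene *rseP*, and -2.15 and -1.35 for *nifB*. It was -2.76 and -1.49 for *htpX*, -2.58 and -0.84 for *nifEN*, -4.31 and -1.07 for *rnfE* and -1.48 and -4.76 for *rnfG*. Of these genes, *nifB*, *htpX*, *nifEN* and *rnfE* passed the test in 2017 alone and *rnfG* in 2019 alone. A test of the difference between trips called none of these 8 genes, which does not show that they are the same in both trips. It called 5 of 5051 genes, among them *rpoH*, for the heat shock sigma factor, which in Ox over A had a log2 fold change of 1.17 in 2017 and -1.40 in 2019. In A the *rpoH* libraries lay at 158 to 219 CPM in 2017 and 876 to 879 CPM in 2019. AS and H were sampled in 2017 alone, so no such comparison exists for them.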

In spite of this technical limitation, replicates from the same treatment on different dates (e.g., three Ox replicates in July 2017 and three Ox replicates in March 2019) clustered with each other in their gene expression profiles (Fig. 1C).

Another potential source of variability under the conditions experienced by different nematode batches could be the fact that the A and AS conditions were tested in closed vials whereas the H and Ox ones were tested in open vials. Although in this study we measured only oxygen, sulfide, and nitrate, and we cannot, therefore, rule out whether the concentrations of other substrates differed between closed and open vials, the fact that transcriptomes of symbionts incubated in H (on the bench) and Ox (in an aquarium) samples clustered together suggests that differences in unmeasured substrates were negligible (Fig. 1C).

Overall, distinct (treatment-specific) and coherent transcriptional profiles irrespective of sampling date and experimental setup (Fig. 1C) suggest that oxygen is the main factor affecting the symbiont transcriptomes.

### Anaerobic sulfur oxidation.

Genes involved in sulfur oxidation showed high overall expression compared to other central metabolic processes, indicating that thiotrophy is the predominant energy-generating process for “*Ca.* T. oneisti” under both Ox and anoxic conditions (Fig. 6). Thus, our data strongly support previous observations of Stilbonematinae ectosymbionts performing aerobic and anaerobic sulfur oxidation (11, 15). As the majority of genes involved in denitrification were upregulated under AS conditions (Fig. 4A), nitrate likely serves as terminal electron acceptor for anaerobic sulfur oxidation. Importantly, we detected nitrate in the incubation medium, as well as in all sediment layers (Table S1), at concentrations typical of oligotrophic sediment, in which also the *O. algarvensis* γ3-symbiont is predicted to couple sulfur oxidation to denitrification (50).

**FIG 6:**
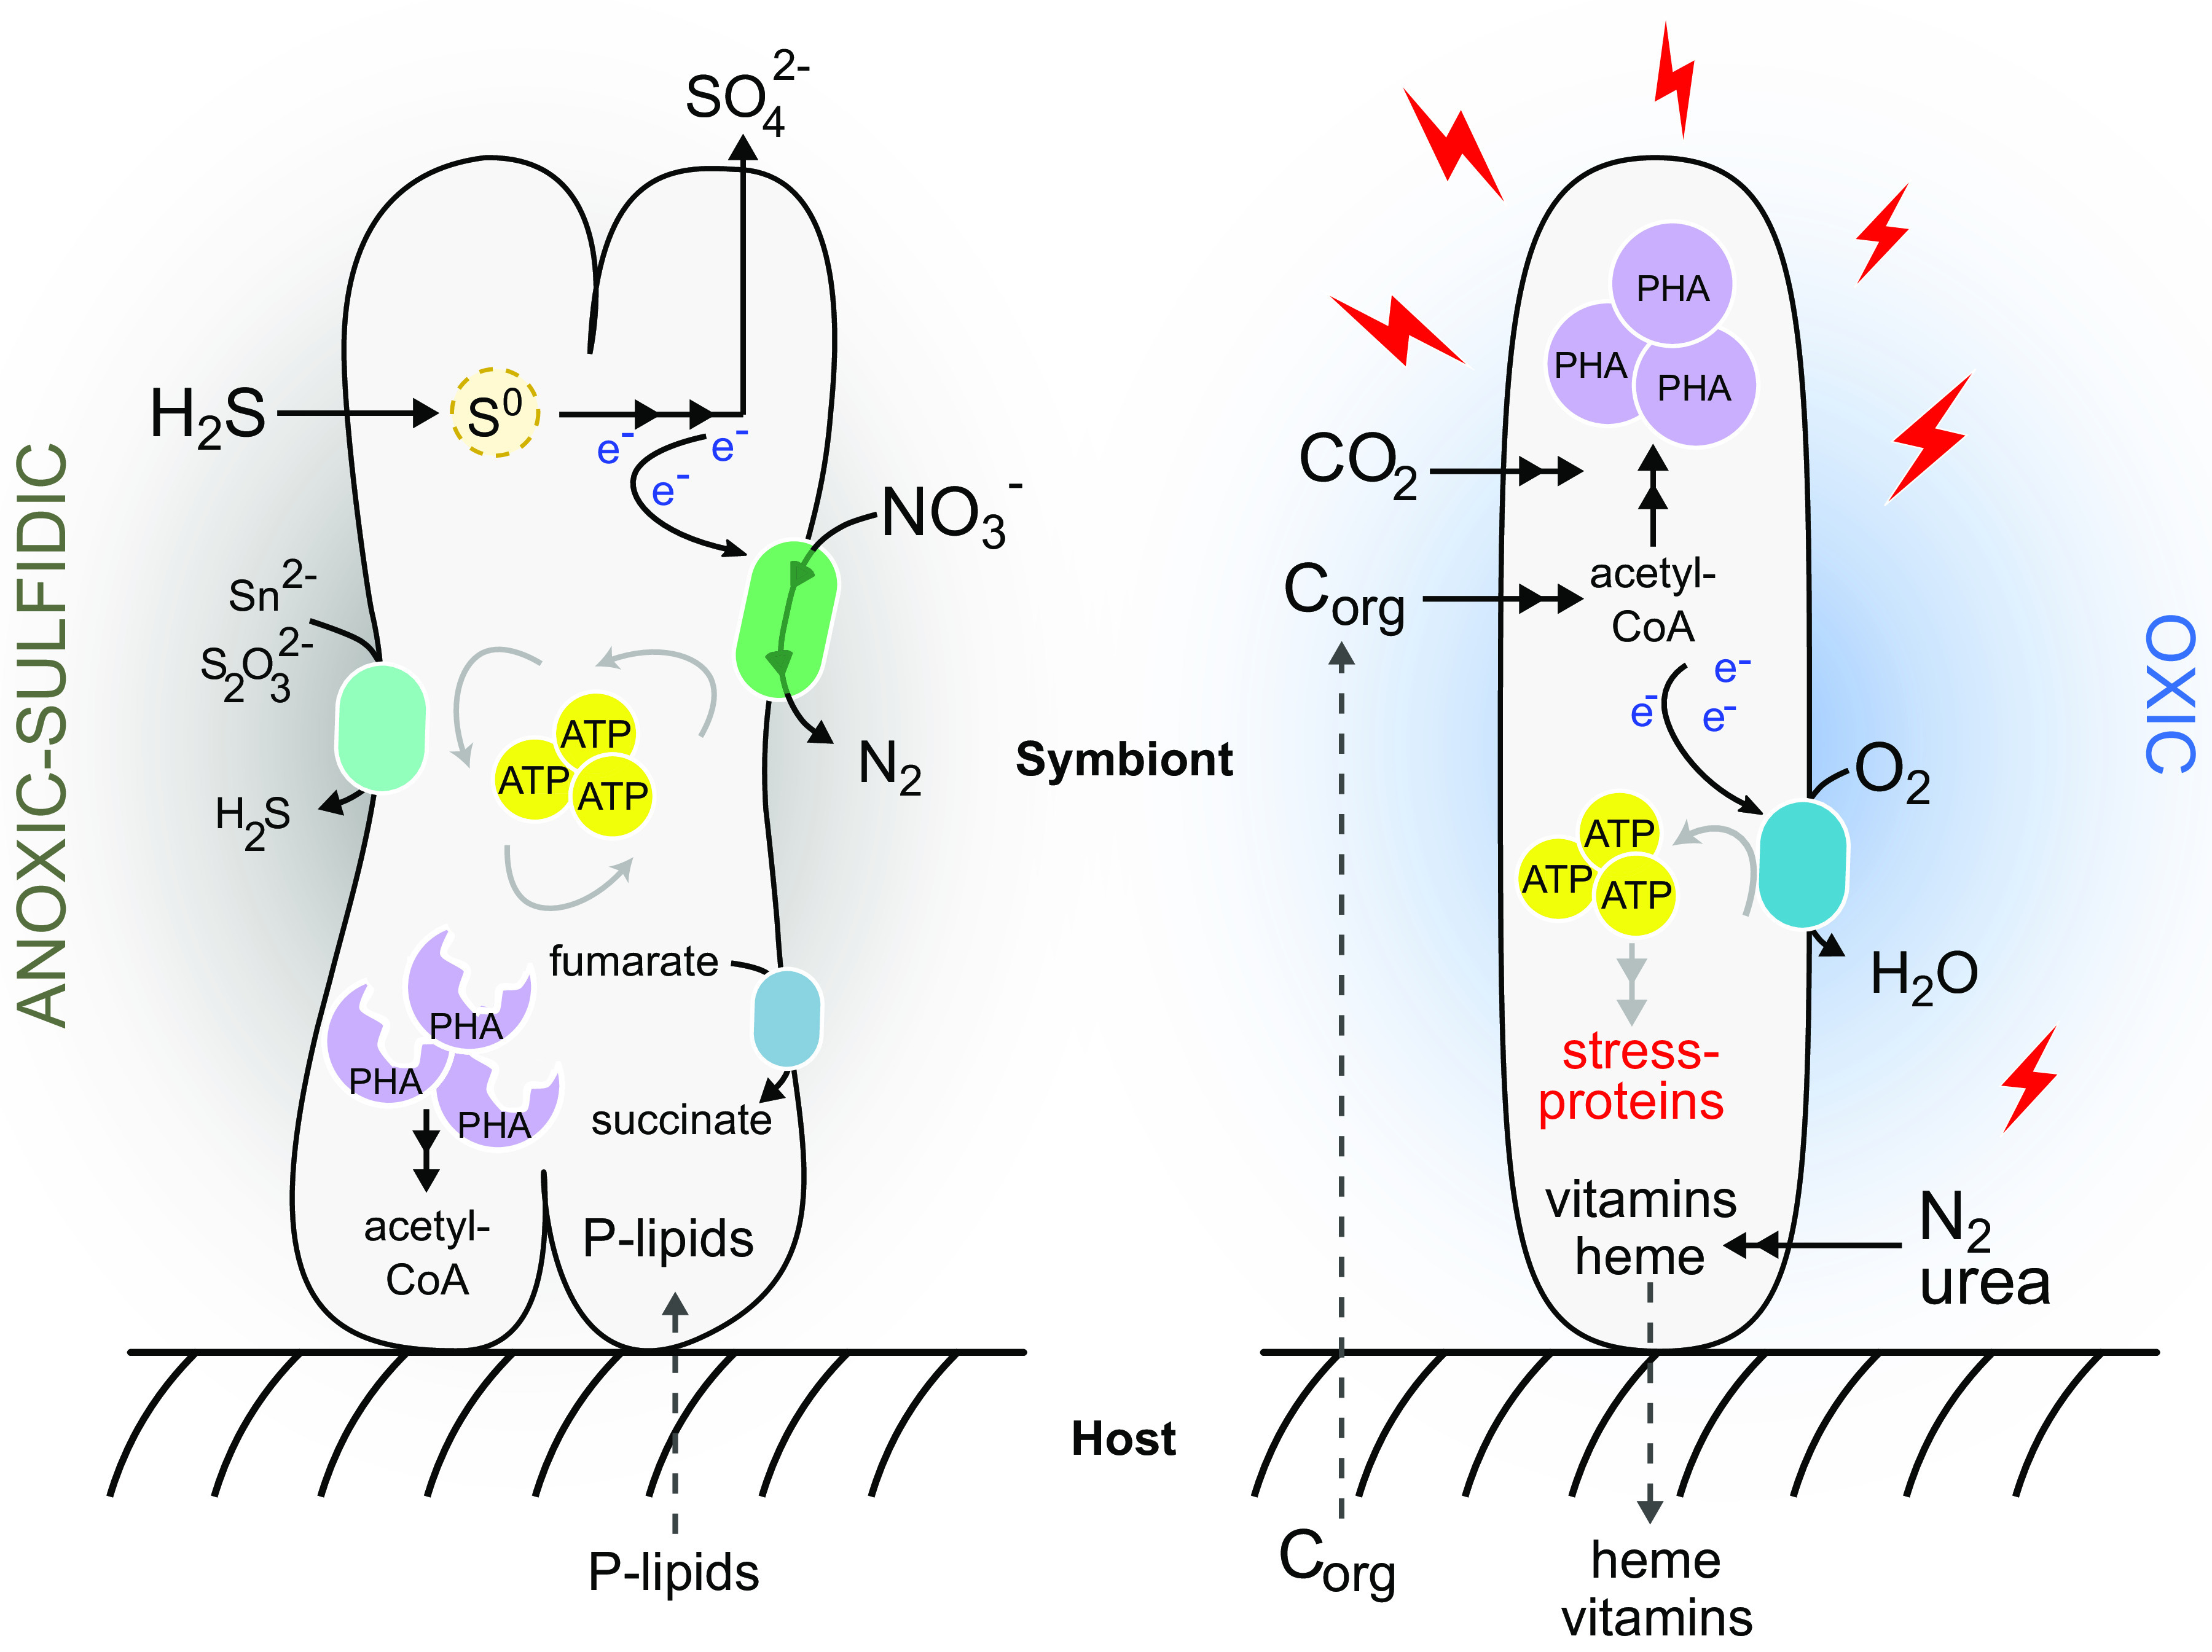
Schematic representation of the metabolism of “*Ca*. T. oneisti” in deep anoxic and upper oxygenated sand. Our study suggests that in anoxic sulfidic sediment zones (left), the ectosymbiont performs enhanced anaerobic sulfur oxidation coupled to nitrate reduction to nitrogen gas (denitrification). Additional electron acceptors such as fumarate, polysulfide (Sn^2−^), or thiosulfate (S_2_O_3_^2−^) may also be reduced. The storage compound PHA may serve as a carbon source (in addition to CO_2_) and an additional electron donor. Host-derived phospholipids (P-lipids) may be incorporated into the ectosymbiont’s membrane to increase permeability. In superficial, oxygenated zones (right), oxygen triggers a global stress response that may not only consume energy and dampen proliferation but may also require vitamin biosynthesis, thereby increasing the demand for nitrogen. Small organic carbon compounds (C_org_) putatively excreted by the host and incorporated by the ectosymbiont may contribute to energy generation (and carbon) via aerobic respiration, by the conversion of acetyl-CoA via the TCA cycle (not depicted in the figure). Together with autotrophic CO_2_ fixation, C_org_ may increase carbon availability, which would enable “*Ca.* T. oneisti” to synthesize PHA. Heme and other essential nutrients may be directly or indirectly transferred to the nematode host. Only processes predicted to dominate under one condition over the other are depicted in this model, although they likely occur under both conditions.

Sulfur oxidation in chemosynthetic symbioses is commonly described as an aerobic process required for host survival (3). However, many of these symbiotic organisms likely experience periods of oxygen depletion as would be expected from life at the interface of oxidized and reduced marine environments. Together with previous reports demonstrating nitrate reduction (13, 14, 16) and studies showing the genomic potential for using nitrate as terminal electron acceptor (6, 50, 83–85), this study substantiates that nitrate respiration during temporary anoxia could represent an important strategy for energy conservation among thiotrophic symbionts.

While upregulation of sulfur oxidation and denitrification genes in anoxia represents no proof for preferential anaerobic sulfur oxidation, we hypothesize that oxidation of reduced sulfur compounds to sulfate is more pronounced when oxygen is absent. Among the upregulated sulfur oxidation genes, we identified *aprM* and the *qmoABC* complex, both of which are thought to act as electron-accepting units for APS reductase and therefore rarely cooccur in thiotrophic bacteria (33). The presence and expression of the QmoABC complex could provide a substantial energetic advantage to the ectosymbiont by mediating electron bifurcation (33), in which the additional reduction of a low-potential electron acceptor (e.g., ferredoxin, NAD^+^) could result in optimized energy conservation under anoxic conditions. The maximization of sulfur oxidation under anoxia might even represent a temporary advantage for the host. Indeed, this would be shielded from sulfide poisoning while crawling in a sediment which is free of predators but rich in decomposed organic matter (detritus) (15, 86–88). Due to the dispensability of oxygen for sulfur oxidation, the ectosymbiont may not need to be shuttled to superficial sand by its nematode hosts to oxidize sulfur. Host migration into upper zones of the sediment may therefore primarily reflect the oxygen dependence of the animal host.

In addition to anaerobic sulfur oxidation, the nematode ectosymbiont’s phylogenetic affiliation with facultative anaerobic, anoxygenic phototrophic sulfur oxidizers such as Allochromatium vinosum (6, 32) and the presence and expression of yet other anaerobic respiratory complexes (DMSO reductase family enzyme and fumarate reductase) collectively suggest that “*Ca*. T. oneisti” might be well adapted to anoxic sulfidic sediment zones.

### Symbiont proliferation in anoxia.

Although a few studies shed light on the molecular cell biology of “*Ca*. T. oneisti” reproduction (26, 28, 89), up to this study, we did not know how this is influenced by environmental changes. Here, we observed significantly higher numbers of dividing cells under AS conditions (Fig. 5C), and therefore, sulfur oxidation coupled to denitrification might represent the ectosymbiont’s preferred strategy to generate energy for growth. We hypothesize that aside from sulfur oxidation, the mobilization of PHA could represent an additional source of ATP (and carbon) supporting symbiont proliferation under AS (Fig. S5 and Fig. 6). Of note, PHA mobilization in anoxia was also shown for *Beggiatoa* spp. (90). On the other hand, several lines of research have shown that stress—experienced by “*Ca*. T. oneisti” in the presence of oxygen (Fig. 5B)—can inhibit bacterial growth (91–97). Importantly, increased proliferation of a thiotroph which uses an anaerobic electron acceptor (such as nitrate) instead of oxygen has not been reported yet (98–101).

### Loose coupling of sulfur oxidation and carbon fixation.

Reduced sulfur compounds stimulate carbon fixation in thioautotrophic symbionts (7, 11, 19, 20, 45–47, 102, 103). Our bulk isotope ratio mass spectrometry (EA-IRMS) analysis indicates that, even though expression of the sulfur oxidation pathway was stimulated, fixation of [^13^C]bicarbonate-derived carbon was not the highest under AS conditions (Fig. 3 and 4). Instead, carbon fixation appeared unaffected by oxygen.

Even though, based on EA-IRMS, oxygen did not affect carbon fixation, CBB cycle transcripts in general, and RuBisCO-associated transcripts in particular, were significantly more abundant when oxygen was present (Fig. 3 and 4). Upregulation of these genes could be a mechanism to counteract an increased oxygenase activity of RuBisCO in the presence of oxygen, as competition between its two substrates (CO_2_ and O_2_) has been reported to constrain the carbon fixation efficiency of the enzyme (104, 105). Phylogenetic analysis of the ectosymbiont RuBisCO large subunit protein (CbbL) placed it within the type I-A group (Fig. S4), whose characterized representatives are adapted to oxic environments (105, 106). The discrepancy between carbon incorporation and transcriptome data could thus reflect a tradeoff between the carboxylase and oxygenase activity of RuBisCO. Of note, fixation of CO_2_ by other carboxylating enzymes may not significantly contribute to inorganic carbon incorporation. Indeed, acetyl-CoA carboxylase (*acc* genes) is predicted to act only as a biosynthetic carboxylase, whereas the constitutively expressed propionyl-CoA carboxylase (*pccB*) takes part in the partial 3-hydroxypropionate cycle thought to mainly function in assimilation of organic substrates in some thiotrophic symbionts (48, 50, 107). No other known carboxylases are found in the symbiont genome.

Altogether, both lines of evidence point toward a loose coupling between sulfur oxidation and autotrophic carbon fixation. Notably, sulfide oxidation without matching CO_2_ fixation has been described before for the symbiont of Riftia pachyptila (108, 109), and an example of extreme decoupling of sulfur oxidation and carbon fixation was recently reported for *Kentrophoros* ectosymbionts. Strikingly, these lack genes for autotrophic carbon fixation altogether and thus represent the first heterotrophic sulfur-oxidizing symbionts (48).

### Oxic mixotrophy.

Several chemosynthetic symbionts may engage in mixotrophy (6, 20, 50, 51, 110), and also the nematode ectosymbiont possesses genes for transport of small organic carbon compounds, their assimilation, and further metabolization (tricarboxylic acid [TCA] cycle, glyoxylate shunt). Some of the organic carbon compounds represent typical host waste products (acetate, lactate, propionate) and could therefore be host-derived (50).

The expression of genes involved in transport and assimilation pathways was significantly more pronounced under O than under AS conditions (Fig. 3). In addition to assimilating inorganic carbon autotrophically, the ectosymbiont may thus assimilate more organic carbon in the presence of oxygen and, consequently, may experience higher carbon availability (Fig. 6).

While repression of RuBisCO biosynthesis by organic carbon has been demonstrated (111, 112), simultaneous incorporation of organic and inorganic carbon has been described for several facultative autotrophic bacteria (113–119). Concomitant mixotrophy is thought to be an advantage in oligotrophic environments where nutrients are limiting (116, 120), and CO_2_ derived from the breakdown of organic carbon through decarboxylation can subsequently be reutilized via the CBB cycle (117).

The metabolization of these organic carbon compounds ultimately yields acetyl-CoA, which, in turn, can be further oxidized in the TCA cycle and/or utilized for fatty acid and PHA biosynthesis (Fig. 2 and 6). Our transcriptome and Raman microspectroscopy data suggest that “*Ca*. T. oneisti” favors PHA buildup over its degradation under O conditions (Fig. S5). Higher carbon availability in the presence of oxygen resulting in a surplus of acetyl-CoA may cause a nutrient imbalance that could facilitate PHA accumulation as previously shown (121–123). Moreover, it might play a role in resilience against cellular stress, as there is increasing evidence that PHA biosynthesis is enhanced under unfavorable growth conditions such as extreme temperatures, UV radiation, osmotic shock, and oxidative stress (124–132). Similar findings have been obtained for pathogenic (133) and symbiotic (134) bacteria of the genus *Burkholderia*, with the latter study reporting upregulation of stress response genes and PHA biosynthesis in the presence of oxygen. Finally, oxic biosynthesis of PHA might also prevent excessive accumulation and breakdown of sugars by glycolysis and oxidative phosphorylation, which, in turn, would exacerbate oxidative stress (135).

### Oxic nitrogen assimilation.

Despite the oxygen-sensitive nature of nitrogenase (58), we observed a drastic upregulation of nitrogen fixation genes under O conditions (Fig. 3 and 5A). Besides ammonia production, nitrogen fixation can act as an electron sink under heterotrophic conditions (136, 137). The ectosymbiont may therefore use the nitrogenase to maintain redox balance in the cell when organic carbon is metabolized under oxic conditions.

Urea utilization and uptake genes were also upregulated. Although the nematode host likely lacks the urea biosynthetic pathway (L. König, unpublished data), this compound is one of the most abundant organic nitrogen substrates in marine ecosystems, as well as in animal-inhabited (oxygenated) sand (138, 139). The apparent increase in nitrogen assimilation in the presence of oxygen could thus be a result of an increased demand for nitrogen driven by the biosynthesis of nitrogen-rich compounds such as vitamins and cofactors potentially required to survive oxidative stress (Fig. 3, 5, and 6). Indeed, the upregulation of the urea uptake system and urease accessory proteins, as well as the aforementioned stress-related *relA* gene, has been shown to be a response to nitrogen limitation in other systems (140, 141); nitrogen imbalance may have also induced PHA accumulation under oxic conditions (121–123). The role of vitamins in protecting cells against the deleterious effects of oxygen has been shown for animals (142, 143), and the importance of riboflavin for bacterial survival under oxidative stress has previously been reported (77, 79). Along this line of thought, oxygen-exposed “*Ca.* T. oneisti” upregulated glutathione and thioredoxin, which are known to play a pivotal role in scavenging reactive oxygen species (ROS) (144). Their function directly (or indirectly) requires vitamin B_2_, B_6_, and B_12_ as cofactors. More specifically, thioredoxin reductase (*trxB*) requires riboflavin (vitamin B_2_) in the form of flavin adenine dinucleotide (FAD) (145); cysteine synthase (*cysM*) and glutamate synthases (two-subunit *gltB*/*gltD*, one-subunit *gltS*) involved in the biosynthesis of the glutathione precursors l-cysteine and l-glutamate depend on vitamin B_6_, FAD, and riboflavin in the form of flavin mononucleotide (FMN) (146, 147). As for cobalamin, it was thought that this vitamin played only an indirect role in oxidative stress resistance (148), by being a precursor of *S*-adenosylmethionine (SAM), a substrate involved in the synthesis of glutathione via the methionine metabolism (and the transsulfuration pathway), and in preventing the Fenton reaction (149, 150). However, its direct involvement in the protection of chemolithoautotrophic bacteria against oxidative stress has also been illustrated (78).

In summary, in the presence of oxygen, the upregulation of genes involved in biosynthesis of vitamins B_2_, B_6_, and B_12_ along with antioxidant systems and their key precursor genes *cysM* and B_12_-dependent-methionine synthase *metH* suggests that the ectosymbiont requires increased levels of these vitamins to cope with oxidative stress (Fig. 6).

### Evolutionary considerations.

Anaerobic sulfur oxidation, increased symbiont proliferation, and downregulation of stress-related genes lead us to hypothesize that “*Ca.* T. oneisti” evolved from a free-living bacterium that mostly, if not exclusively, inhabited anoxic sand zones. In support of this, the closest relatives of the nematode ectosymbionts are free-living sulfur oxidizers thriving under anoxic conditions (i.e., Allochromatium vinosum, Thioflavicoccus mobilis, and Marichromatium purpuratum) (6, 151). Eventually, advantages such as protection from predators or utilization of host waste products (e.g., fermentation products, ammonia) may have been driving forces that led to the “*Ca*. Thiosymbion”-Stilbonematinae symbioses. As the association became more and more stable, the symbiont optimized (or acquired) mechanisms to resist oxidative stress, as well as metabolic pathways to most efficiently exploit the metabolic potential of oxygenated sand zones (mixotrophy, nitrogen assimilation, and vitamin and cofactor biosynthesis). From the *L. oneistus* nematode perspective, the acquired “symbiotic skin” enabled it to tolerate the otherwise poisonous sulfide and to inhabit sands virtually devoid of predators but rich in decomposed organic matter.

## MATERIALS AND METHODS

### Sample collection.

*Laxus oneistus* individuals were collected on multiple field trips (2017 to 2019) at approximately 1-m depth from a sandbar off the Smithsonian Field Station, Carrie Bow Cay, in Belize (16°48′11.01″N, 88°4′54.42″W). All the nematodes were extracted at the same location by gently stirring the sand and pouring the supernatant seawater through a 212-μm mesh sieve. The retained meiofauna was collected in a petri dish, and single worms of similar size (10 mm length, representing adult *L. oneistus*) were handpicked by using forceps (Dumont 3; Fine Science Tools, Canada) under a dissecting microscope. *L. oneistus* nematodes were identified based on morphological characteristics (152). Notably, all collected *L. oneistus* nematodes had a white appearance. Upon extraction from the sand, which required approximately 1 h per batch (50 nematodes) and 4 h for the up to 4 batches necessary to test one experimental condition (200 nematodes), the nematodes were subjected to various incubation conditions as described below.

The spatial distribution of *L. oneistus* as well as concentrations of sulfide (∑H_2_S, i.e., the sum of H_2_S, HS^−^, and S^2−^), dissolved inorganic nitrogen (DIN; nitrate, nitrite, and ammonia), and dissolved organic carbon (DOC) was determined in sediment cores at various depths (Fig. 1A; see also Table S1 and Text S1 in the supplemental material).

### Incubations for RNA sequencing (RNA-Seq).

Batches of 50 *L. oneistus* individuals were collected and incubated in triplicates or more under different oxygen concentrations during two field trips (Fig. 1B and C). Namely, they were incubated for 24 h in the dark, in either the presence or absence of oxygen, in 13-ml exetainers (Labco, Lampeter, Wales, UK) fully filled with 0.2-μm filtered seawater collected from seawater overlying the sandbar inhabited by the nematodes. The oxic incubations consisted of two separate experiments of low (hypoxic; three replicates in July 2017) and high (oxic; three replicates in July 2017, three replicates in March 2019) oxygen concentrations. Here, all exetainers were kept open, but only the samples with high oxygen concentrations were submerged in an aquarium constantly bubbled with air (Air Pump Plus; Sera, Heinsberg, Germany). Oxic incubations started with around 195 μM O_2_ and reached an average of 188 μM after 24 h. Hypoxic incubations started with around 115 μM O_2_ but reached less than 60 μM O_2_ after 24 h. This likely occurred due to nematode oxygen consumption. The anoxic treatments comprised incubations to which either 11 μM sodium sulfide (Na_2_S·9H_2_O; Sigma-Aldrich, St. Louis, MO, USA) was added (anoxic-sulfidic; three replicates in July 2017) or no sulfide was supplied (anoxic; three replicates in July 2017, two replicates in March 2019), and ∑H_2_S concentrations were checked at the beginning and at the end (24 h) of each incubation by spectrophotometric determination following the protocol of Cline (Text S1). Anoxic incubations were achieved with the aid of a polyethylene glove bag (AtmosBag; Sigma-Aldrich) that was flushed with N_2_ gas (Fabrigas, Belize City, Belize), together with incubation media and all vials, for at least 1 h before closing. Dissolved oxygen inside the bag was monitored throughout the 24 h of each incubation using a PreSens Fibox 3 trace fiber-optic oxygen meter and noninvasive trace oxygen sensor spots attached to the exetainers (PSt6 and PSt3; PreSens, Regensburg, Germany). For exact measurements of ∑H_2_S and oxygen, see Table S2A. The seawater used for all incubations had an initial concentration of nitrate and nitrite of 4.2 μM and 0.31 μM, respectively (Text S1). Temperature and salinity remained constant throughout all incubations, measuring 27 to 28°C and 33 to 34‰, respectively. All worms were moving after the 24-h incubations, indicating that they were alive. Each set of 50 worms was quickly transferred into 2 ml RNA storage solution (13.3 mM EDTA disodium dihydrate [pH 8.0], 16.6 mM sodium citrate dihydrate, 3.5 M ammonium sulfate [pH 5.2]), kept at 4°C overnight, and finally stored in liquid nitrogen until RNA extraction.

### RNA extraction, library preparation, and RNA-Seq.

RNA from symbiotic *L. oneistus* was extracted using the NucleoSpin RNA XS kit (Macherey-Nagel, Düren, Germany). Briefly, batches of 50 worms in RNA storage solution were thawed and the worms were transferred into 90 μl lysis buffer RA1 containing Tris (2-carboxyethyl) phosphine (TCEP) according to the manufacturer’s instructions. The remaining RNA storage solution was centrifuged to collect any detached bacterial cells (10 min, 4°C, 16,100 × *g*), and pellets were resuspended in 10 μl lysis buffer RA1 (plus TCEP) and then added to the worms in lysis buffer. To further disrupt cells, suspensions were vortexed for 2 min followed by three cycles of freeze (−80°C) and thaw (37°C) and homogenization using a pellet pestle (Sigma-Aldrich) for 60 s with a 15-s break after 30 s. Any remaining biological material on the pestle tips was collected by rinsing the tip with 100 μl lysis buffer RA1 (plus TCEP). Lysates were applied to NucleoSpin filters, and samples were processed according to the manufacturer’s instructions, including an on-filter DNA digest. RNA was eluted in 20 μl RNase-free water. To remove any residual DNA, a second DNase treatment was performed using the Turbo DNA-free kit (Thermo Fisher Scientific, Waltham, MA, USA), RNA was then dissolved in 17 μl RNase-free water, and the RNA quality was assessed using a Bioanalyzer (Agilent, Santa Clara, CA, USA). To check whether all DNA was digested, real-time quantitative PCR using the GoTaq qPCR master mix (Promega, Madison, WI, USA) was performed targeting a 158-bp stretch of the *sodB* gene using primers specific for the symbiont (sodB-F, GTGAAGGGTAAGGACGGTTC; sodB-R, AATCCCAGTTGACGATCTCC; 10 μM per primer). Different concentrations of genomic “*Ca.* T. oneisti” DNA were used as positive controls. The program was as follows: 1 × 95°C for 2 min, 40 × 95°C for 15 s and 60°C for 1 min, 1 × 95°C for 15 s, and 55°C to 95°C for 20 min. Next, bacterial and eukaryotic rRNA was removed using the Ribo-Zero Gold rRNA removal kit (Epidemiology) (Illumina, San Diego, CA, USA) following the manufacturer’s instructions, but volumes were adjusted for low input RNA (153). In short, 125 μl magnetic beads solution, 32.5 μl magnetic bead resuspension solution, 2 μl Ribo-Zero reaction buffer, and 4 μl Ribo-Zero removal solution were used per sample. RNA was cleaned up via ethanol precipitation and dissolved in 9 μl RNase-free water, and rRNA removal was evaluated using the Bioanalyzer RNA Pico kit (Agilent, Santa Clara, CA, USA). Strand-specific, indexed cDNA libraries were prepared using the SMARTer stranded RNA-Seq kit (TaKaRa Bio USA, Mountain View, CA, USA). Library preparation was performed according to the instructions, with 8 μl of RNA per sample as input, 3-min fragmentation time, two rounds of AMPure XP Beads (Beckman Coulter, Brea, CA, USA) cleanup before amplification, and 18 PCR cycles for library amplification. The quality of the libraries was assessed via the Bioanalyzer DNA high-sensitivity kit (Agilent). Libraries were sequenced on an Illumina HiSeq 2500 instrument (single-read, 100 nucleotides [nt]) at the next-generation sequencing facility of the Vienna BioCenter Core Facilities (VBCF; https://www.viennabiocenter.org/facilities/).

### Genome sequencing, assembly, and functional annotation.

The genome draft of “*Ca.* T. oneisti” was obtained by performing a hybrid assembly using reads from Oxford Nanopore Technologies (ONT) sequencing and Illumina sequencing. To extract DNA for ONT sequencing and dissociate the ectosymbionts from the host, approximately 800 *Laxus oneistus* individuals were incubated three times for 5 min each in TE buffer (10 mM Tris-HCl [pH 8.0], 1 mM disodium EDTA [pH 8.0]). Dissociated symbionts were collected by 10-min centrifugation at 7,000 × *g* and subsequent removal of the supernatant. DNA was extracted from this pellet using the blood and tissue kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The eluant was further purified using the DNA Clean & Concentrator-5 kit (Zymo Research, Irvine, CA, USA), and the DNA was eluted twice with 10 μl nuclease-free water.

The library for ONT sequencing was prepared using the ONT rapid sequencing kit (SQK-RAD002) and sequenced on an R9.4 flow cell (FLO-MIN106) on a MinION for 48 h. Basecalling was performed locally with ONT’s Metrichor Agent v1.4.2, and resulting fastq files were trimmed using Porechop v0.2.1 (https://github.com/rrwick/Porechop). Illumina sequencing reads from a previous study (6) were made available by Harald Gruber-Vodicka (MPI Bremen). Raw reads were filtered: adapters were removed and trimmed using BBDuk (BBMap v37.22, https://sourceforge.net/projects/bbmap/), with a minimum length of 36 and a minimum Phred score of 2. To keep only reads derived from the symbiont, trimmed reads were mapped onto the available genome draft (NCBI accession FLUZ00000000.1) using BWA-mem v0.7.16a-r1181 (154). Reads that did not map were discarded. The hybrid assembly was performed using SPAdes v3.11 (155) with flags –careful and the ONT reads supplied as –nanopore. Contigs smaller than 200 bp and a coverage lower than 5× were filtered out with a custom Python script. The genome completeness was assessed using CheckM v1.0.18 (156) with the gammaproteobacterial marker gene set using the taxonomy workflow. The genome was estimated to be 96.63% complete and to contain 1.12% contamination and was 4.35 Mb in length on 401 contigs with a GC content of 58.7% and *N*_50_ value of 27,060 bp.

The genome of “*Ca.* T. oneisti” was annotated using the MicroScope platform (157), which predicted 5,169 protein-coding genes. To expand the functional annotation provided by MicroScope, predicted proteins were assigned to KEGG pathway maps using BlastKOALA and KEGG Mapper-Reconstruct Pathway (158) and gene ontology (GO) terms using Blast2GO v5 (159) and searched for Pfam domains using the hmmscan algorithm of HMMER 3.0 (160, 161). All functional annotations can be found in Data Set S1. Furthermore, all genes, proteins, and pathways mentioned in the paper were manually curated and can be searched by name in Data Set S1.

### Gene expression analyses.

Based on quality assessment of raw sequencing reads using FastQC v0.11.8 (162) and prinseq-lite v0.20.4 (163), reads were trimmed and filtered using Trimmomatic v0.39 (164) and prinseq-lite as follows: 18 nucleotides were removed from the 5′ end (HEADCROP), Illumina adapters were removed (ILLUMINACLIP:TruSeq3-SE.fa:2:30:10), reads were trimmed when the average quality of a five-base sliding window dropped below a Phred score of 20 (SLIDINGWINDOW:5:20), 3′ poly(A) tails were trimmed (-trim_tail_right 1), and only reads longer than 24 nucleotides were kept (MINLEN:25). Mapping and expression analysis were done as previously described (165). Briefly, reads were mapped to the “*Ca.* T. oneisti” genome draft using BWA-backtrack (154) with default settings, only uniquely mapped reads were kept using SAMtools (166), and the number of strand-specific reads per gene was counted using HTSeq in the union mode of counting overlaps (167). On average, 1.4 × 10^6^ (4.4%) reads uniquely mapped to the “*Ca.* T. oneisti” genome. For detailed read and mapping statistics, see Table S3A.

Gene and differential expression analyses were conducted using the R software environment and the Bioconductor package edgeR v3.28.1 (168–170). Genes were considered expressed if at least two reads in at least two replicates of one of the four conditions could be assigned. Including all four conditions, we found 92.8% of all predicted symbiont protein-encoding genes to be expressed (4,797 genes out of 5,169, Data Set S1). Log_2_TPM (transcripts per kilobase million) values were calculated by log-transforming TPMs to which library size-adjusted positive prior counts were added in order to avoid zero TPMs (edgeR function addPriorCount, prior.count = 4). Log_2_TPM values were used to assess sample similarities via multidimensional scaling based on Euclidean distances (R Stats package) (170) (Fig. 1C), and the average of replicate log_2_TPM values per expressed gene and condition was used to estimate expression strength. Median gene expression of entire metabolic processes and pathways per condition was determined from average log_2_TPMs. A Wilcoxon signed-rank test was applied to test for significantly different median gene expression between metabolic processes and pathways (R Stats package).

For differential expression analysis, raw data were normalized by the trimmed mean of M-values (TMM) normalization method (edgeR function calcNormFactors) (171), and gene-specific biological variation was estimated (edgeR function estimateDisp). Differential expression was determined using the quasilikelihood F-test (edgeR functions glmQLFit and glmQLFTest) for pairwise comparisons (between all four conditions) and comparing both anoxic conditions individually against the average for both oxic conditions. Expression of genes was considered significantly different if their expression changed 2-fold between two treatments with a false-discovery rate (FDR) of ≤0.05 (172). Throughout the paper, all genes meeting these thresholds are either termed differentially expressed or up- or downregulated. However, most follow-up analyses were conducted considering only differentially expressed genes between the anoxic-sulfidic (AS) condition and the two oxygenated conditions combined (O [Results and Fig. 1C]). For the differential expression analyses between all four conditions, see Data Set S1. Heatmaps show mean-centered expression values to highlight gene expression change.

### Bulk δ^13^C isotopic analysis by Isoprime isotope ratio mass spectrometry (EA-IRMS).

To analyze the assimilation of carbon dioxide (CO_2_) by the symbionts in the presence or absence of oxygen, batches of 50 freshly collected, live worms were incubated for 24 h in 150 ml of 0.2-μm-filtered seawater, supplemented with 2 mM (final concentration) either ^12^C-labeled (natural isotope abundance control) or ^13^C-labeled sodium bicarbonate (Sigma-Aldrich, St. Louis, MO, USA). In a second control experiment, 50 freshly collected worms were killed by incubating them in a 2% paraformaldehyde/water solution for 12 h prior to 24 h of incubation with ^13^C-labeled sodium bicarbonate (dead control).

All three incubations were performed in biological triplicates or quadruplets and set up under anoxic-sulfidic and oxic conditions. Like the RNA-Seq experiment, the oxic incubations consisted of two separate experiments of low (hypoxic) and high (oxic) oxygen concentrations. To prevent isotope dilution through exchange with the atmosphere, both the oxic and anoxic incubations remained closed throughout the 24 h. The procedure was as follows: 0.2-μm-filtered anoxic seawater was prepared as described above and was subsequently used for both oxic and anoxic incubations. Then, compressed air (DAN oxygen kit; Divers Alert Network, USA) and 25 μM sodium sulfide (Na_2_S·9H_2_O; Sigma-Aldrich, St. Louis, MO, USA) were injected into the oxic and anoxic incubations, respectively, to obtain concentrations resembling the conditions applied in incubations for the RNA-Seq experiment (see Table S2B for details about the number of replicates, incubation conditions, and a compilation of the measurement data).

At the end of each incubation (24 h), the nematodes were weighed (0.3 to 0.7 mg [dry weight]) into tin capsules (Elemental Microanalysis, Devon, United Kingdom) and dried at 70°C for at least 24 h. Samples were analyzed using a Costech (Valencia, CA, USA) elemental analyzer interfaced with a continuous flow Micromass (Manchester, United Kingdom) Isoprime isotope ratio mass spectrometer (EA-IRMS) for determination of ^13^C/^12^C isotope ratios. Measurement values are displayed in δ notation (per mille [‰]). A protein hydrolysate, calibrated against NIST reference materials, was used as a standard in sample runs. The achieved precision for δ^13^C was ±0.2 ‰ (1 standard deviation of 10 replicate measurements on the standard). Statistically significant differences were determined by applying one-way analysis of variance (ANOVA), followed by Tukey’s pairwise comparisons.

### Assessment of the percentage of dividing cells.

Three individual nematodes per EA-IRMS incubation (see Table S2B for O_2_ and H_2_S measurements at the beginning and at the end of the incubations) were fixed, and ectosymbionts were dissociated from their hosts as described for Raman microspectroscopy (Text S1). A 1.5-μl amount of each bacterial suspension per condition was applied to a 1% agarose-covered slide (173), and cells were imaged using a Nikon Eclipse NI-U microscope equipped with an MFCool camera (Jenoptik). Images were obtained using the ProgRes Capture Pro 2.8.8 software (Jenoptik) and processed with ImageJ (174). Bacterial cells were manually counted (>600 per sample) and grouped into constricted (dividing) and nonconstricted (nondividing) cells based on visual inspection (28). The percentage of dividing cells was calculated by counting the total number of dividing cells and the total amount of cells per condition. The chi-square hypothesis test of independence was applied to test for a significant relationship between percentage of dividing cells and incubation condition.

### Data availability.

The assembled and annotated genome of “*Ca*. T. oneisti” has been deposited at DDBJ/ENA/GenBank under the accession no. JAAEFD000000000. RNA-Seq data are available at the Gene Expression Omnibus (GEO) database and are accessible through accession number GSE146081.

# Supplementary material for: Anaerobic Sulfur Oxidation Underlies Adaptation of a Chemosynthetic Symbiont to Oxic-Anoxic Interfaces
**Source:** mSystems. 2021 May 26;6(3):e01186-20. doi: 10.1128/mSystems.01186-20
**Supplement:** TABLE S1

*: Measurements that were taken in fewer than 3 sediment cores due to technical problems and thus, means and SE were formed only to visualize the profile trends. Abbreviations: cmbsf, centimeter below seafloor; ND: not determined due to technical difficulties, SE: standard error of the mean, NA: not applicable due to just a single measurement.

# Supplementary material for: Anaerobic Sulfur Oxidation Underlies Adaptation of a Chemosynthetic Symbiont to Oxic-Anoxic Interfaces
**Source:** mSystems. 2021 May 26;6(3):e01186-20. doi: 10.1128/mSystems.01186-20
**Supplement:** TABLE S2

| 1. **RNA-Seq incubations** | | | | |  | | | |  |  | | |  | | |  | | |  | | |  | | | |  |  | | |  | | | |  | |  | | |  | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Sample | O_2_ (µM) | | H_2_S (µM) | |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
|  | T0 h | T24 h | T0 h | T24 h |  |  | |  | | |  | | |  | | |  | | |  | | |  | | |  | |  | | |  | | | |  | |  | | |  | |  |  |  |
| anoxic-sulfidic-1 | 0.0 | 0.0 | 11.0 | 7.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| anoxic-sulfidic-2 | 0.0 | 0.0 | 11.0 | 7.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| anoxic-sulfidic-3 | 0.0 | 0.0 | 11.0 | 7.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| anoxic-1 | 0.0 | 0.0 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| anoxic-2 | 0.0 | 0.0 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| anoxic-3 | 0.0 | 0.0 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| anoxic-4 | 0.0 | 0.0 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| anoxic-5 | 0.0 | 0.0 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| hypoxic-1 | 111.6 | 31.4 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| hypoxic-2 | 118.9 | 0.2 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| hypoxic-3 | 114.8 | 17.4 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| oxic-1 | 192.0 | 184.8 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| oxic-2 | 196.0 | 185.0 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| oxic-3 | 195.0 | 188.3 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| oxic-4 | 198.3 | 192.4 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| oxic-5 | 196.7 | 190.5 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
| oxic-6 | 196.9 | 189.7 | 0.0 | 0.0 |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |
|  |  |  |  |  |  | |  | |  | | |  | | |  | | |  | | |  | | |  |  | | | |  | | |  |  | | | | |  | | |  | |  |  |

| 1. **EA-IRMS incubations** | | | | |  | |  | |  | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Sample | EA-IRMS Incubation | Replicates | Weight (mg) | δ13C | | O_2_ (µM) | | | | H_2_S (µM) | | |
|  |  |  |  |  |  | T0 h | | T24 h | | T0 h | | T24 h |
| anoxic-sulfidic | ^13^C live nematodes | 1 | 1.4 | 314.4 | | 0 | | 0 | | 25 | | 1.5 |
|  |  | 2 | 1.1 | 345 | | 0 | | 0 | | 25 | | 0.8 |
|  |  | 3 | 0.9 | 355.4 | | 0 | | 0 | | 25 | | 1.5 |
|  |  | 4 | 1.2 | 286.7 | | 0 | | 0 | | 25 | | 1.2 |
|  |  | **5** | n.a. | n.a. | | 0 | | 0 | | 25 | | 1.3 |
|  | ^13^C dead nematodes | 1 | 1.1 | -18.8 | | 0 | | 0 | | 25 | | 0.7 |
|  |  | 2 | 0.8 | -22.3 | | 0 | | 0 | | 25 | | 0.5 |
|  |  | 3 | 0.9 | -21.5 | | 0 | | 0 | | 25 | | 1.5 |
|  | ^12^C live nematodes | 1 | 1.1 | -23.8 | | 0 | | 0 | | 25 | | 1.3 |
|  |  | 2 | 1.2 | -24 | | 0 | | 0 | | 25 | | 1 |
|  |  | 3 | 1.2 | -24.5 | | 0 | | 0 | | 25 | | 0.7 |
|  |  | 4 | 1 | -25.8 | | 0 | | 0 | | 25 | | 0.9 |
| hypoxic | ^13^C live nematodes | 1 | 1.3 | 281.7 | | 60 | | 45 | | 0 | | 0 |
|  |  | 2 | 1.2 | 414.2 | | 60 | | 45 | | 0 | | 0 |
|  |  | 3 | 1 | 458.7 | | 59 | | 45 | | 0 | | 0 |
|  |  | **4** | n.a. | n.a. | | 60 | | 45 | | 0 | | 0 |
|  | ^13^C dead nematodes | 1 | 1.2 | -22.2 | | 59 | | 42 | | 0 | | 0 |
|  |  | 2 | 0.3 | -21.9 | | 54 | | 45 | | 0 | | 0 |
|  |  | 3 | 1.8 | -21.5 | | 61 | | 44 | | 0 | | 0 |
|  | ^12^C live nematodes | 1 | 1 | -25 | | 57 | | 50 | | 0 | | 0 |
|  |  | 2 | 1.7 | -24.1 | | 55 | | 49 | | 0 | | 0 |
|  |  | 3  4 | 1.4  1.4 | -24.4  -24.4 | | 59  59 | | 52  52 | | 0  0 | | 0  0 |
| oxic | ^13^C live nematodes | 1 | 1 | 232.9 | | 197 | | 119 | | 0 | | 0 |
|  |  | 2 | 1.1 | 277.7 | | 196 | | 109 | | 0 | | 0 |
|  |  | 3 | 1.4 | 238.3 | | 196 | | 111 | | 0 | | 0 |
|  |  | **4** | n.a. | n.a. | | 197 | | 113 | | 0 | | 0 |

n.a.: not applicable

# Supplementary material for: Anaerobic Sulfur Oxidation Underlies Adaptation of a Chemosynthetic Symbiont to Oxic-Anoxic Interfaces
**Source:** mSystems. 2021 May 26;6(3):e01186-20. doi: 10.1128/mSystems.01186-20
**Supplement:** TABLE S3

| 1. **RNA sequencing and mapping statistics** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Samples | Total number of reads | Number of reads mapped to symbiont genome | Number of reads mapped to symbiont genes | % reads mapped to symbiont genome | % reads mapped to symbiont genes | % mapped to rRNA genes |
| oxic-1 | 39,788,652 | 935,582 | 571770 | 1.4 | 61.1 | 2.1 |
| oxic-2 | 35,270,773 | 1,308,826 | 795913 | 2.3 | 60.8 | 1.6 |
| oxic-3 | 40,645,573 | 1,140,752 | 680586 | 1.7 | 59.7 | 1.5 |
| oxic-4 | 25,823,639 | 1,422,342 | 786363 | 3.0 | 55.3 | 1.9 |
| oxic-5 | 36,002,778 | 1,401,873 | 757557 | 2.1 | 54.0 | 1.9 |
| oxic-6 | 61,503,518 | 2,065,340 | 1178912 | 1.9 | 57.1 | 2.5 |
| hypoxic-1 | 37,528,019 | 2,064,723 | 1328297 | 3.5 | 64.3 | 1.8 |
| hypoxic-2 | 36,704,147 | 2,246,543 | 1430114 | 3.9 | 63.7 | 0.5 |
| hypoxic-3 | 39,087,262 | 868,032 | 555176 | 1.4 | 64.0 | 1.0 |
| anoxic-1 | 36,848,477 | 1,755,816 | 1180245 | 3.2 | 67.2 | 0.7 |
| anoxic-2 | 36,720,206 | 1,767,472 | 1219640 | 3.3 | 69.0 | 0.8 |
| anoxic-3 | 37,438,972 | 1,757,143 | 1153214 | 3.1 | 65.6 | 1.2 |
| anoxic-4 | 57,013,563 | 1,816,539 | 971290 | 1.7 | 53.5 | 2.8 |
| anoxic-5 | 41,002,474 | 1,738,244 | 1133192 | 2.8 | 65.2 | 2.7 |
| anoxic-sulfidic-1 | 55,241,503 | 508,069 | 341801 | 0.6 | 67.3 | 2.8 |
| anoxic-sulfidic-2 | 36,482,028 | 418,210 | 281620 | 0.8 | 67.3 | 2.1 |
| anoxic-sulfidic-3 | 39,792,029 | 349,853 | 234535 | 0.6 | 67.0 | 2.5 |

| (**B) Functional enrichments of selected gene sets** | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | FDR (threshold 0.1) | | | | | | | | | | |
|  |  | anoxic vs AS^1^ | | hypoxic vs oxic^1^ | | anoxic vs O^1^ | | AS vs O^1^ | | unchanged over 4 conditions^2^ | | |
| Category ID | Description | AS up  n = 124 | anoxic up  n = 179 | oxic up  n = 111 | hypoxic up  n =  30 | O up  n = 433 | anoxic up  n = 366 | O up  n = 548 | AS up  n = 448 | high  n = 163 | low  n = 2184 | medium  n =  1128 |
| C | Energy production and conversion | NS | NS | NS | NS | NS | **2.9E-05** | NS | **2.4E-04** | NS | NS | NS |
| O | Post-translational modification, protein turnover, and chaperones | NS | NS | NS | NS | **0.009** | NS | **0.022** | NS | **0.085** | NS | NS |
| J | Translation, ribosomal structure and biogenesis | NS | NS | NS | NS | NS | NS | NS | NS | **0.018** | NS | **3.4E-05** |
| P | Inorganic ion transport and metabolism | NS | NS | NS | NS | NS | **0.015** | NS | NS | NS | NS | NS |
| K | Transcription | NS | NS | NS | NS | NS | **0.044** | NS | NS | NS | NS | NS |
| M | Cell wall/membrane/envelope biogenesis | NS | NS | NS | NS | NS | NS | NS | NS | NS | NS | **0.001** |
| T | Signal transduction mechanisms | NS | NS | NS | NS | NS | NS | NS | NS | **0.078** | NS | NS |
| E | Amino acid transport and metabolism | NS | NS | NS | NS | NS | NS | **0.087** | NS | NS | NS | NS |
| H | Coenzyme transport and metabolism | NS | NS | NS | NS | NS | NS | **0.087** | NS | NS | NS | NS |
| map03010 | Ribosome | NS | NS | NS | NS | NS | NS | NS | NS | **0.019** | NS | **1.3E-05** |
| map00710 | Carbon fixation in photosynthetic organisms | NS | NS | NS | NS | NS | NS | NS | NS | NS | NS | **0.021** |
| map00920 | Sulfur metabolism | NS | NS | NS | NS | NS | **0.017** | NS | **0.066** | NS | NS | NS |
| map00550 | Peptidoglycan biosynthesis | NS | NS | NS | NS | NS | NS | NS | NS | NS | NS | **0.044** |
| map01230 | Biosynthesis of amino acids | NS | NS | NS | NS | NS | NS | NS | NS | NS | NS | **0.096** |
| COG1053 | Succinate dehydrogenase/fumarate reductase, flavoprotein subunit | NS | NS | NS | NS | NS | **0.023** | NS | **0.051** | NS | NS | NS |
| COG2010 | Cytochrome C, mono- and diheme variants | NS | NS | NS | NS | NS | **0.017** | NS | **0.046** | NS | NS | NS |
| COG1708 | Predicted nucleotidyltransferase | NS | NS | NS | NS | NS | **0.045** | NS | NS | NS | NS | NS |
| GO:0051912 | CoB—CoM heterodisulfide reductase activity | **0.041** | NS | NS | NS | NS | **0.021** | NS | **0.046** | NS | NS | NS |
| GO:0020037 | Heme binding | NS | NS | NS | NS | NS | **0.001** | NS | **0.046** | NS | NS | NS |
| GO:0015934 | Large ribosomal subunit | NS | NS | NS | NS | NS | NS | NS | NS | NS | NS | **0.007** |
| GO:0005840 | Ribosome | NS | NS | NS | NS | NS | NS | NS | NS | **0.053** | NS | **0.047** |
| GO:0019843 | rRNA binding | NS | NS | NS | NS | NS | NS | NS | NS | NS | NS | **9.0E-05** |
| GO:0003735 | Structural constituent of ribosome | NS | NS | NS | NS | NS | NS | NS | NS | **0.018** | NS | **9.0E-05** |
| GO:0006412 | Translation | NS | NS | NS | NS | NS | NS | NS | NS | **0.030** | NS | **9.0E-05** |
| GO:0006508 | Proteolysis | NS | NS | NS | NS | NS | NS | NS | NS | NS | NS | **0.015** |
| GO:0009055 | Electron transfer activity | NS | NS | NS | NS | NS | **0.081** | NS | NS | NS | NS | **NS** |
| PF13442 | Cytochrome C oxidase, cbb3-type, subunit III | NS | NS | NS | NS | NS | **0.024** | NS | **0.087** | NS | NS | NS |
| PF05168 | HEPN domain | NS | NS | NS | NS | NS | **0.023** | NS | **0.073** | NS | NS | NS |
| PF13609 | Gram-negative porin | NS | **0.100** | NS | NS | NS | NS | NS | NS | NS | NS | NS |

^1^ These gene sets only comprise genes that were differentially expressed between indicated conditions (FDR ≤ 0.05, fold-change of 2).

^2^ These gene sets comprise genes that were not significantly different between any of the four conditions (oxic, hypoxic, anoxic, and anoxic-sulfidic), and were furthermore, classified based on expression level (low, medium, high) over all four conditions based on hierarchical clustering with Euclidean distances.

# Supplementary material for: Anaerobic Sulfur Oxidation Underlies Adaptation of a Chemosynthetic Symbiont to Oxic-Anoxic Interfaces
**Source:** mSystems. 2021 May 26;6(3):e01186-20. doi: 10.1128/mSystems.01186-20
**Supplement:** TEXT S1

**Anaerobic sulfur oxidation underlies adaptation of a chemosynthetic symbiont to oxic-anoxic interfaces**

**Supplemental Materials and Methods**

Paredes et al.

**Sediment cores analysis.** To determine the habitat and spatial distribution of *L. oneistus*, we used cores of 60 cm length and 60 mm diameter (UWITEC, Mondsee, Austria) connected to rhizon samplers of a diameter of 2.5 mm and mean pore size of 0.15 μm (Rhizosphere Research Products, Wageningen, Netherlands). This set up allowed the collection of sand and interstitial pore water (the nematode habitat) down to a depth of 30 cm. In total, nine sediment cores were collected in July 2017 at ∼1 m depth from a sand bar off Carrie Bow Cay, Belize (16°48′11.01″N, 88°4′54.42″W).

Immediately after collection, the pore-water sulfide content (∑H_2_S, i.e. the sum of H_2_S, HS^−^ and S^2−^) was determined by the methylene-blue method [1]. In short, 670 μl of a 2% zinc acetate solution was mixed with 335 μl sample and subsequently 335 μl 0.5% *N*,*N*-dimethyl-*p*-phenylenediamine and 17 μl of 10% ferrous ammonium sulfate were added and incubated for 30 min in the dark. Surface seawater was used as a blank. Absorbance was measured at 670 nm and concentrations were quantified via calibration (measurement of ∑H_2_S standard solutions in the concentration range from 0 to 0.5 mM ∑H_2_S). Samples for dissolved inorganic nitrogen (DIN: nitrate, nitrite, and ammonia) and dissolved organic carbon measurements (DOC) were stored and transported deep-frozen, and analyzed at the University of Vienna, Austria. Nitrate (NO_3_^-^) and nitrite (NO_2_^-^) concentrations were determined according to the Griess method [2] using VCl_3_ [3], whereas the concentration of ammonium (NH_4_^+^) was measured according to Solórzano [4]. For the quantification of nitrate, nitrite, and ammonia, freshly prepared KNO_3_, NaNO_2_ and NH_4_Cl solutions ranging from 0 to 100 µM were used to create standard curves, respectively. Artificial seawater served as a blank (prepared according to [5]) and all measurements were performed in technical triplicates. DOC was measured using a Shimadzu TOC-LCPH analyzer equipped with an ASI-L autosampler. After first acidifying the sample (pH 2 to 3) with hydrochloric acid, synthetic air (carbon dioxide free gas) was bubbled for 90 seconds through the sample to eliminate the inorganic carbon component. Next, the remaining total organic carbon was determined. Thereupon, 100 µL sample were injected into the combustion tube, which was filled with an oxidation platinum standard catalyst and heated to 720°C. The resulting combustion products were subsequently dehydrated, cooled and cleaned from chlorine and other halogens. Carbon dioxide was finally detected on a non-dispersive infrared (NDIR) gas analyzer. Each measurement constituted the mean from three 100 µL sample injections.

To determine the abundance of *L. oneistus*, the sand core was subdivided into 6 cm-thick layers and nematode were extracted from each sand layer by stirring the sand in seawater and pouring the supernatant through a 212 µm-mesh sieve. The retained material was transferred into a Petri dish, and single nematodes were handpicked using pipettes under a dissecting microscope. The number of *L. oneistus* nematodes and average ∑H_2_S, nitrate and nitrite concentrations are shown in Figure 1A and Table S1. All measurement data are listed in Table S1.

**Raman microspectroscopy.** Three individual nematodes per EA-IRMS incubation (see Table S2B for O_2_ and H_2_S measurements at the beginning and at the end of the incubations), and an additional incubation under anoxic conditions without supplemented sulfide (0 µM of O_2_ and H_2_S at T0 h and T24 h), were fixed and stored in 0.1 M Trump’s fixative solution (0.1 M sodium cacodylate buffer, 2.5% GA, 2% PFA, pH 7.2, 1 000 mOsm L^-1^) [6]), and washed three times for 10 min in 1x PBS (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4) before their ectosymbionts were dissociated by sonication for 40 s in 10 µl 1x PBS. 1 µl of each bacterial suspension was spotted on an aluminum-coated glass slide and measured with a LabRAM HR Evolution Raman microspectroscope (Horiba, Kyoto, Japan). 50 individual single-cell spectra were measured from each sample. All spectra were aligned by the phenylalanine peak, baselined using the Sensitive Nonlinear Iterative Peak (SNIP) algorithm of the R package “Peaks” (<https://www.rdocumentation.org/packages/Peaks/versions/0.2>), and normalized by total spectrum intensity. For calculating the relative sulfur content, the average intensity value for 212-229 wavenumbers (S_8_ peak) was divided by the average intensity of the adjacent flat region of 231-248 wavenumbers. For calculating the relative polyhydroxyalkanoate (PHA) content, the average intensity value for 1 723-1 758 wavenumbers (PHA peak) was divided by the average intensity of the adjacent flat region of 1 759-1 793 wavenumbers [7]. Median relative sulfur and PHA content (shown as relative Raman intensities) were calculated treating all individual symbiont cells per condition as replicates (Figure S1B). Statistically significant differences were determined by applying the non-parametric Kruskal-Wallis test, followed by Dunn post-hoc test for multiple pairwise comparisons.

**Nanometer scale secondary ion mass spectrometry (NanoSIMS).** NanoSIMS analysis was performed to visualize and quantify the distribution and incorporation of the ^13^C label into ectosymbiont and host biomass incubated in anoxic conditions without supplemented sulfide. The experimental set up of the incubations was identical with the incubations for EA-IRMS bulk analysis (see main Material and Methods), with the difference that here, we utilized batches of 30 worms in duplicates, and one replicate of 50 worms per incubation was used for EA-IRMS to verify the incorporation of the ^13^C isotope prior to TEM/NanoSIMS sample preparation. EA-IRMS measurement values (δ13C) for the ^13^C-live, ^13^C-dead and ^12^C-live incubations were 403.9, -3.71, and -15.2 ‰, respectively. At the end of each incubation (24 h), the symbiotic nematodes were fixed and stored in 0.1 M Trump’s fixative solution [6], at 4°C until further processing.

To obtain simultaneous information on the isotopic distribution and the site of incorporation, consecutive resin sections for TEM/NanoSIMS analysis were prepared as follows: the fixed samples were washed three times with sodium cacodylate buffer (0.1 M, pH 7.2, 1 000 mOsm L^-1^), each for 10 min at room temperature (RT). Subsequently, the washing buffer was removed, and the samples were incubated in a solution of 1% osmium tetroxide for 1.5 h at RT in a shaker of low speed. Afterwards, the samples were rinsed two times with milli-Q water, each for 10 min at RT, and dehydrated stepwise by application of a concentration series of ethanol. The series consisted of 10 min incubations in 30%, 50%, 70% and 90% ethanol completed by three times 5 min incubations in 100% ethanol. Subsequently, ethanol was substituted by acetone via three times 10 min incubations in 100% acetone. Simultaneously, a fresh mixture of low viscosity resin was prepared (for 100 ml: 48 g LV resin, 8 g VH1 hardener, 44 g VH2 hardener, 2.5 g accelerator; Electron Microscopy Science). The dehydrated samples were then infiltrated stepwise by application of a resin/acetone concentration series: (i) 1:2 resin:acetone mixture for 15 min, (ii) 1:1 resin:acetone mixture for 30 min, (iii) 2:1 resin:acetone mixture for 2 h 30 min, and (iv) 100% resin for 1 h. The final step was conducted inside a vacuum desiccator. Samples were then polymerized in a laboratory oven at 60°C for 48 h. From the obtained resin blocks, thick sections (1-2 μm) were cut by a Leica Ultracut UCT microtome to assess the quality of the embedded samples and to identify appropriate regions for TEM/NanoSIMS analysis. Subsequently, consecutive sections of 70 nm (ultra-thin) and 120 nm (semi-thin) thickness were prepared using a Leica Ultracut UCT microtome and equipped with a diamond knife (Diatome, Bern, Switzerland). The ultra-thin sections (for TEM) were deposited onto previously coated (0.5% formvar solution) slot grids, and stained with 2.5% gadolinium acetate for 25 min, followed by staining with 3% lead citrate for 8 min. After each staining step, the samples were cleaned by gently dipping into milli-Q water for ten times. TEM imaging was conducted on a Zeiss Libra 120 transmission electron microscope (Carl Zeiss AG, Oberkochen, Germany). The semi-thin sections (for NanoSIMS) were deposited onto antimony-doped silicon wafer platelets (7.1 x 7.1 x 0.7 mm; Active Business Company, Brunnthal, Germany) and analyzed on a NS 50L instrument (Cameca, Gennevilliers, France).

NanoSIMS data were recorded as multilayer image stacks by sequential scanning of a finely focused Cs^+^ primary ion beam (approx. 80 nm probe size at 2 pA beam current) and simultaneous detection of negative secondary ions and secondary electrons. Recorded images had a 512 × 512 pixel resolution and a field-of-view ranging from 30 × 30 to 60 × 60 μm^2^. The mass spectrometer was tuned for a achieving a mass resolving power of > 10 000 at mass 26 to separate ^12^C^14^N^-^ secondary ions from the isobaric species ^13^C_2_^-^. Prior to data acquisition, anaysis areas were pre-conditioned *in situ* by rastering of a high intensity, defocused Cs^+^ ion beam in the following sequence of high and extreme low ion impact energies (HE / 16 keV and EXLIE / 50 eV, respectively): HE at 100 pA beam current to a fluence of 5.0E14 ions/cm^2^; EXLIE at 400 pA beam current to a fluence of 5.0E16 ions/cm^2^; HE at 100 pA to a fluence of 2.5E14 ions/cm^2^. All images were recorded at a dwell time of 7.5 – 15 ms/pixel/cycle. Secondary ion signal intensities were corrected for detector dead time and quasi-simultaneous arrival (QSA) of secondary ions, using QSA sensitivity factors (“beta” values) of 1.10 for C^−^ and 1.05 for CN^−^ ions. Image data were evaluated using the WinImage software package v2.0.8 provided by Cameca. The carbon isotope composition is displayed as ^13^C/(^12^C + ^13^C) isotope fraction, given in at%, calculated from C_2_^-^ secondary ion signal intensities via ^13^C/(^12^C + ^13^C) = ^12^C^13^C^-^/(2*^12^C^12^C^-^ +^12^C^13^C^-^). Numerical data evaluation was performed on manually defined regions of interest (ROI). Individual ROI values from samples of the ^13^C-live incubations were considered significantly enriched in ^13^C if (i) the ^13^C isotope fraction was above the 95th percent confidence interval of the corresponding ROI values determined on the negative control samples (i.e. ^12^C-live and ^13^C-dead: natural isotope abundance control and dead control, respectively) and (ii) the statistical counting error (5σ, Poisson) was smaller than the difference between the considered ROI and the mean value measured on each control.

**Preparation of *Ca.* T. oneisti pellets for proteomics.** 500 symbiotic *Laxus oneistus* were extracted from the sand as described in the main Materials & Methods, and incubated for 24 h in 13 ml of 0.2 µm filtered seawater in exetainers either in the presence of oxygen (mean concentration of dissolved oxygen at incubation start was 195.9 µM, and 183 µM after 24 h) or in anoxic conditions (O_2_ was detected neither at incubation start, nor after 24 h; no sulfide was added). After the incubations, *Ca.* T. oneisti was dissociated from the nematodes by incubating each batch of 500 nematodes in 2 ml ddH_2_O for 1 min, then transferring them to 2 ml 0.2 µM-filtered seawater for 5 min. This osmotic shock causes *Ca.* T. oneisti to detach from the nematodes and move into the seawater, which was collected with a pipette under the dissecting microscope to exclude involuntary aspiration of nematode tissue (or fragments thereof). The 2 ml nematode-free, ectosymbiont suspension was then centrifuged for 1 min at 14 000 x g to obtain *Ca.* T. oneisti pellets. Ectosymbiont pellets and aposymbiotic nematodes were flash-frozen in liquid nitrogen and stored at ‑80°C until further processing. Only *Ca*. T. oneisti proteomic data are shown in this study. *L. oneistus* proteomics will be published separately.

**Protein extraction and 1D PAGE.** *Ca.* T. oneisti proteins were extracted as described previously [8]. Briefly, both samples, i.e. frozen ectosymbiont cell pellets from oxic and anoxic incubations, were resuspended in 1% (w/v) sodium deoxycholate (SDC), 4% (w/v) sodium dodecyl sulfate (SDS) in 50 mM triethylammonium bicarbonate buffer (lysis buffer). After boiling the samples for 5 min under agitation (600 rpm), they were incubated in an ultrasonic bath for 5 min at RT. After removal of cell debris by a 10 min centrifugation at RT (14 000 x g), protein concentrations in the supernatants were determined using the Pierce BCA (bicinchoninic acid) assay (Thermo Scientific Pierce, Waltham, MA, USA) according to the manufacturer’s instructions in a Tecan microtiter plate reader. For gel-based proteomic analysis (as previously described by [9]), 25 µg of protein per sample were mixed with loading buffer (2 % (w/v) SDS, 10 % glycerol, 12.5 mM dithiothreitol, 0.001 % (w/v) bromophenol blue in 0.06 M Tris-HCl) and separated in precast 4 – 20 % SDS mini gels (BioRad TGX). Per sample, three replicates (3 x 25 µg protein) were separated (giving a total of 6 samples). After staining with Coomassie Brilliant Blue, protein-containing gel lanes were excised and subdivided into 10 equal-sized pieces each, which were destained at 37 °C in 200 mM NH_4_HCO_3_ 30 % acetonitrile under agitation at 600 rpm and digested overnight at 37 °C with trypsin (sequencing grade; Promega, Madison, WI, USA). Finally, peptides were eluted in an ultrasonic bath and subjected to LC-MS/MS analysis.

**LC-MS/MS analysis.** Peptides were analyzed by reversed phase liquid chromatography (LC) electrospray ionization (ESI) MS/MS using an LTQ Orbitrap Velos (Thermo Fisher Scientific, Waltham, MA, USA) according to [10]. Briefly, in-house self-packed nano-LC columns (100 µm x 20 cm) containing reverse-phase C18 material (3 µm, ReproSil-Pur 120-AQ; Dr. Maisch GmbH, Ammerbuch-Entringen, Germany) were used to perform LC with an Easy-nLC1000 system (Thermo Fisher Scientific). The peptides were loaded with solvent A (0.1% acetic acid (v/v)). Subsequently, the peptides were eluted by a non-linear binary gradient of 80 minutes from 5% to 99% solvent B (0.1% acetic acid (v/v), 99.9% acetonitrile (v/v)) in solvent A at a constant flow rate of 300 nl/min. MS data were acquired in data-dependent MS/MS mode for the 20 most abundant precursor ions. After a full scan in the Orbitrap (*m/z* 300 – 1 700) with a resolution of 30 000 at *m/z* 400, ions were fragmented via collision-induced dissociation (CID) and recorded in the linear trap quadrupole LTQ analyzer.

**Protein identification and quantification***.* For protein identification, a database was constructed, containing 18 364 *Laxus oneistus* host protein sequences (derived from a *de novo* assembled transcriptome; will be published separately), 5 169 *Ca*. T. oneisti protein sequences (JAAEFD000000000, see main Materials and Methods) and a set of 42 common laboratory contaminants. All sequences were reversed and appended to the database as decoys to allow for false-discovery rate (FDR) assessment. Mass spectra were searched against this target-decoy database using the Sorcerer SEQUEST algorithm (Sage-N Research) and filtered using Scaffold (version 4.8.4, http://www.proteomesoftware.com) applying the following thresholds: i) protein FDR and peptide FDR were set to 1% and ii) at least two unique peptides were required for a protein or protein group to be identified. Proteins were expressed if they were detected in at least two out of the three replicates in at least one condition. This way, 1 137 ectosymbiont proteins (22.0% of all predicted proteins in the database) were identified in total. Data S1 indicates all detected proteins in the column “Proteome detection” (Column AB). Relative abundance of identified proteins was calculated from total spectrum counts as normalized spectral abundance factor (%NSAF) values – giving the percentage of each protein relative to all proteins in the respective sample [11], and as %OrgNSAF, giving a protein’s percentage relative to all ectosymbiont proteins in the respective sample [12]. As ectosymbiont protein identification rates varied substantially between oxic and anoxic samples, which may negatively affect comparability of relative abundances between samples, we included only such proteins in the final quantitation, which were detected under both conditions (824 proteins). This additional normalization step provided corrected %OrgNSAF values (%cOrgNSAF), which give a protein’s percentage relative to all symbiont proteins that were expressed under both conditions. %cOrgNSAF values are listed in Data S1 (columns AC and AD), and values are highlighted in yellow when the respective proteins were among the top 30 most abundant proteins.

**Intact polar lipid extraction and analysis.** Five batches of 100 freshly collected *Laxus oneistus* were incubated for 24 h in oxic or anoxic (no sulfide added) conditions as described in the main Materials and Methods (RNA-Seq incubations). At the beginning of the incubations, mean concentrations of dissolved oxygen in the 0.2 µm filtered seawater were 180.9 µM (oxic) and 0.47 µM (anoxic). After 24 h, we measured on average 86 µM (oxic) and 0 µM (anoxic) oxygen, respectively. Sulfide (∑H_2_S) could not be detected in any of the incubations. At the end of the incubations, *Ca*. T. oneisti (from either the oxic or anoxic conditions) were dissociated from 500 nematodes, as described above (Proteomics). Symbiont pellets were flash-frozen in liquid nitrogen and stored at ‑80°C until further processing.

Lipids of the ectosymbionts were extracted using a modified Folch extraction [13] previously applied for lipid extraction from bacteria [14]. Briefly, pelleted bacteria were taken up in 1.6 ml 0.2 µm filtered seawater and 0.5 ml were transferred to 2 ml glass vials obtaining three analytical replicates. Bacteria were then pelleted by centrifugation, resuspended in 0.5 ml methanol and extracted using chloroform-methanol (all solvents LC-MS grade, Sigma-Aldrich, St. Louis, MS, USA). Extracted lipids were dried under nitrogen gas on a Techne Sample Concentrator and re-suspended in 1 ml of acetonitrile: 10 mM ammonium acetate at a 95:5 (v:v) ratio. Samples were analyzed by liquid chromatography mass spectrometry (LC-MS) as follows: lipids were separated on a Dionex UltiMate 3000RS UHPLC (Thermo Fisher Scientific) equipped with a XBridge BEH amide XP column (Waters, Milford, MA, USA) and coupled to an amaZon SL quadrupole ion trap MS (Bruker, Billerica, MA, USA) for detection. The column was maintained at 30°C with a flow rate of 150 µl min^-1^. Samples were separated by a 15 min gradient from 95% (v:v) acetonitrile (Solvent A) to 30% (w:v) 10 mM ammonium acetate (pH 9.2, Solvent B) with 10 min equilibration between samples. Sample analysis was carried out in both positive and negative ion mode and fragmentation performed by the autoMS^n^ function in Compass HyStar (Bruker, Bremen, Germany). We used the Bruker Compass software package for lipid data analysis: DataAnalysis for peak detection and lipid identification, and QuantAnalysis for quantification of the relative abundances of lipids. Peak integration was manually corrected where necessary. Consecutively, for data normalization the peak area of each lipid was divided by the sum of the peak areas of all detected lipids in each sample. Statistical analysis of significant differences in ectosymbiont lipids between the anoxic and oxic condition was carried out using a Student’s t-test.

**RuBisCO phylogenetic tree**. Amino acid sequences of the RuBisCO forms I-IV were obtained from GenBank and SwissProt databases, and aligned using mafft v7.397 [15]. Please note that the accession numbers are provided next to the names of the organisms (Figure S4). Misaligned sequences were manually inspected. Gaps in more than 70% of the sequences were removed using TrimAl 1.4.rev15 [16]. The maximum-likelihood tree with SH-aLRT support values (10 000 replicates) was inferred using IQ-TREE v1.6.2 with automatic model selection [17, 18].

**Data availability**. The proteomics raw data and the combined *L. oneistus* host and ectosymbiont database used for proteomic analyses have been deposited to the ProteomeXchange Consortium via the PRIDE [19] partner repository with the data set identifier PXD017709.

**Supplemental References**

1. Cline JD. Spectrophotometric determination of hydrogen sulfide in natural waters. *Limnol Oceanogr* 1969; **14**: 454–458.

2. Green LC, Wagner DA, Glogowski J, Skipper PL, Wishnok JS, Tannenbaum SR. Analysis of nitrate, nitrite, and [15N]nitrate in biological fluids. *Anal Biochem* 1982; **126**: 131–138.

3. Schnetger B, Lehners C. Determination of nitrate plus nitrite in small volume marine water samples using vanadium(III)chloride as a reduction agent. *Mar Chem* 2014; **160**: 91–98.

4. Solórzano L. Determination of ammonia in natural waters by the phenolhypochlorite method. *Limnol Oceanogr* 1969; **14**: 799–801.

5. Kester DR, Duedall IW, Connors DN, Pytkowicz RM. Preparation of artificial seawater. *Limnol Oceanogr* 1967; **12**: 176–179.

6. Trump BF, Ericsson JL. The effect of the fixative solution on the ultrastructure of cells and tissues. A comparative analysis with particular attention to the proximal convoluted tubule of the rat kidney. *Lab Investig* 1965; **14**: 1245–1323.

7. Samek O, Obruča S, Šiler M, Sedláček P, Benešová P, Kučera D, et al. Quantitative Raman spectroscopy analysis of polyhydroxyalkanoates produced by *Cupriavidus necator* H16. *Sensors* 2016; **16**:1808.

8. Hinzke T, Markert S. Efficient protein extraction for proteomics and metaproteomics (also suitable for low biomass samples). *Protocols.io.* 2017; **10**, kg6ctze.

9. Ponnudurai R, Kleiner M, Sayavedra L, Petersen JM, Moche M, Otto A, et al. Metabolic and physiological interdependencies in the *Bathymodiolus azoricus* symbiosis. *ISME J* 2017; **11**: 463–477.

10. Chambers MC, MacLean B, Burke R, Amodei D, Ruderman DL, Neumann S, et al. A cross-platform toolkit for mass spectrometry and proteomics. *Nat Biotechnol* 2012; **30**: 918–920.

11. Florens L, Carozza MJ, Swanson SK, Fournier M, Coleman MK, Workman JL, et al. Analyzing chromatin remodeling complexes using shotgun proteomics and normalized spectral abundance factors. *Methods* 2006; **40**: 303–311.

12. Mueller RS, Denef VJ, Kalnejais LH, Suttle KB, Thomas BC, Wilmes P, et al. Ecological distribution and population physiology defined by proteomics in a natural microbial community. *Mol Syst Biol* 2010; **6**.

13. Folch J, Lees M, Sloane Stanley GH. A simple method for the isolation and purification of total lipides from animal tissues. *J Biol Chem* 1957; **226**: 497–509.

14. Smith AF, Rihtman B, Stirrup R, Silvano E, Mausz MA, Scanlan DJ, et al. Elucidation of glutamine lipid biosynthesis in marine bacteria reveals its importance under phosphorus deplete growth in Rhodobacteraceae. *ISME J* 2019; **13**: 39–49.

15. Katoh K, Standley DM. MAFFT Multiple Sequence Alignment Software Version 7: Improvements in Performance and Usability. *Mol Biol Evol* 2013; **30**: 772–780.

16. Capella-Gutiérrez S, Silla-Martínez JM, Gabaldón T. trimAl: a tool for automated alignment trimming in large-scale phylogenetic analyses. *Bioinformatics* 2009; **25**: 1972–3.

17. Nguyen L-T, Schmidt HA, von Haeseler A, Minh BQ. IQ-TREE: A Fast and Effective Stochastic Algorithm for Estimating Maximum-Likelihood Phylogenies. *Mol Biol Evol* 2015; **32**: 268–274.

18. Kalyaanamoorthy S, Minh BQ, Wong TKF, Von Haeseler A, Jermiin LS. ModelFinder: Fast model selection for accurate phylogenetic estimates. *Nat Methods* 2017; **14**: 587–589.

19. Vizcaíno JA, Côté RG, Csordas A, Dianes JA, Fabregat A, Foster JM, et al. The Proteomics Identifications (PRIDE) database and associated tools: Status in 2013. *Nucleic Acids Res* 2013; **41**.

# Supplementary material for: Anaerobic Sulfur Oxidation Underlies Adaptation of a Chemosynthetic Symbiont to Oxic-Anoxic Interfaces
**Source:** mSystems. 2021 May 26;6(3):e01186-20. doi: 10.1128/mSystems.01186-20

A

Storage-related genes

AS	O		
		phaA	PHA synth.
		phaC-2 (class III)	
		otsB	Trehalose synth.
		phasin-1	PHA protein
		phasin-2	
		PHB-depolymerase-1	PHA degrad.
		PHB-depolymerase-2	

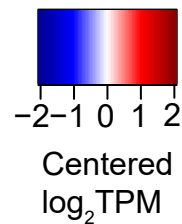**B**

PHA content

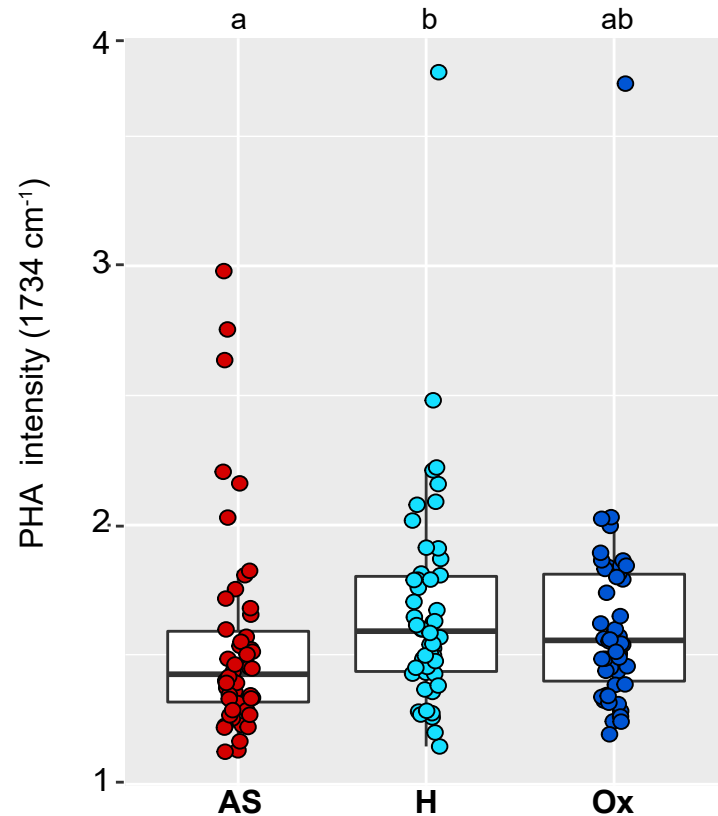

**Supplement:** FIG S5

How the deposited data were processed for this re-analysis (not part of the article)

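The deposited counts are reads per symbiont gene, made by the authors from rRNA-depleted RNA-Seq reads of worms with their symbionts. The authors checked reads with FastQC v0.11.8, filtered them with prinseq-lite v0.20.4, trimmed them with Trimmomatic v0.39 (18 nt off the 5' end, minimum length 25), mapped them with BWA-backtrack, kept unique hits with SAMtools and counted strand-specific reads with HTSeq in union mode. The counts were used as deposited, without filtering of libraries, and all 17 libraries were kept.

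From the counts, edgeR 4.0.16 in R 4.3.3 was run with TMM scaling, 4 conditions in 1 model of all 17 libraries and the legacy quasi-likelihood test that the edgeR v3.28.1 of the study offers. Genes with at least 2 reads in at least 2 replicates of a condition were tested, and calls need a false-discovery rate of at most 0.05 and at least a 2-fold change. The O condition is the mean of H and Ox. The standard error given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It was not estimated apart from the test. Counts of calls are for protein-coding genes. Distances and multidimensional scaling use log2 CPM with a prior count of 4.

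Genes are named here where the paper names them and the rows of Data Set S1 at hand or the legend of Fig. 2 give their locus tag, where they belong to a short list, or where they are among the largest named changes. The values in those rows had been seen when this rule was written. Gene lists were built before the data were examined, from the process and comment columns of Data Set S1 and from searches of its gene descriptions. No overlap, enrichment or set test was made on the truncated table.

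Alternatives were DESeq2 1.42.0, the newer edgeR quasi-likelihood method, RLE and upper-quartile scaling, filterByExpr, no low-count filter, no fold-change limit, a test against a 2-fold change (glmTreat), only the libraries compared, the July 2017 libraries alone, the field trip or the replicate number as a term, O as 1 group, all libraries thinned to the smallest total, and leaving out each library in turn. Added after the results were seen were an F-test over the 4 conditions and a fit without Ox replicate 6 and AS replicate 1. Where a passage lists what ended a call, it leaves out the test against a 2-fold change, which is stricter by construction, and the fits added after the results were seen. The test was tested on simulated data with known changes at the depths and spread of these libraries. The reads, the proteome, the Raman and the cell count data were not used here.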

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

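The tests of Ox replicate 6 and of the field trip as the source of the tRNA share were chosen only after the result was seen. Within A and within Ox, library measures and levels of named genes were searched for single libraries far from the rest. Of these 98 sets of values, 1 in 20 would give such a library by chance, and 11 were found. The sets share the same libraries, so they are not independent.

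Ox replicate 6 lay far from the other Ox libraries in 4 values. Its total was 1178900 counts (next 795910), its genes with a read after thinning 3816 (next 4428), its mean distance to the other Ox libraries 77.37 (next 55.8) and its *norC* level 32.013 CPM (next 7.26). A wrong condition label is argued against by the distances, since the library lay closer to the Ox libraries (77.37) than to H (86.1), A (102) or AS (116). Lower library complexity stays open, since the 3816 genes, the lowest number of the 17 libraries at equal depth, are among the values that set the library apart and say nothing more about why. No biological explanation was tested, since the design names no difference between this incubation and the other Ox incubations of its trip.

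tRNA genes took 1.6636% of the gene reads in the 8 libraries without oxygen and 0.67919% in the 9 with oxygen (exact permutation test over 24310 splits, two-sided, p = 4.1e-05), in reads of genes that the paper does not discuss. The field trip as the source is argued against by gaps of 0.770 percentage points in 2017 and 0.4298 in 2019 between the lowest A and the highest Ox library. The gap in the share may come from tRNA genes 38 and 39, since without them the gap between the groups was -0.28922 percentage points (they overlapped), with 0.445% ± 0.126% against 0.384% ± 0.133% (SD, permutation p = 0.356). Of 45 tRNA genes, 8 were called higher and 3 lower in AS than in O, and 8 and 1 in A, so tRNA genes other than these 2 changed as well. tRNA gene 38 had 12379 ± 3756 CPM in AS (SD, n = 3), 7440 ± 1621 in A (SD, n = 5) and 2102 ± 735 in O (SD, n = 9). Vial type goes with the presence of oxygen in this design, and a response to oxygen was not tested apart from it. The day of each incubation is not given.

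In A replicate 5, the genes with a read after thinning numbered 4032 (next 4247), and *nifEN* (52.828 CPM, next 12.7), *rnfE* (3.6433, next 1.02) and *htpX* (237.73, next 96.7) were high. In Ox replicate 3 *rnfD* was high (47.367 CPM, next 26.0), in Ox replicate 1 *rnfE* was high (13.43, next 6.59) and in Ox replicate 4 *rseP* was low (777.32, next 968).

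The difference between Ox and A was not the same in the field trips of 2017 and 2019 for 5 genes, by a test of the interaction. For *rpoH* the log2 fold changes differed by -2.5706 (1.17 in 2017 and -1.40 in 2019), with 158 to 219 CPM in A in 2017, 876 to 879 in A in 2019 and 325 to 491 in Ox. The other 4 genes are neighbours without a name in the rows at hand, with differences of -3.385, -3.7817, -4.0368 and -4.1598.

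Of 57 toxin-antitoxin genes, which the paper does not discuss, 15 were higher in AS than in O and none was lower by edgeR (16 higher and 1 lower at an unadjusted p under 0.05, 16 and 0 by DESeq2).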

How the results depend on the processing

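The F-test over the 4 conditions and the fit without both Ox replicate 6 and AS replicate 1 were chosen only after the result was seen. The counts of calls between AS and O (794 to 1310) and between A and O (663 to 1255) stayed within 1.5 times the reported counts under the alternatives other than thinning, the test against a 2-fold change and leaving out 1 library. Thinning all libraries to the smallest total, which takes most counts from the A, H and Ox libraries, gave 601 calls for AS against O, 566 for A against O, 18 for AS against A, 571 for AS against Ox, 419 for AS against H and 38 in the gene lists, a similarity ratio of 1.3133 (1.62 as reported) and a ratio of 0.76074 for H replicate 2 (0.618 as reported). The test against a 2-fold change, which is stricter by construction, gave 355, 237, 0, 318, 254 and 18 calls in the same order. Between AS and A there were 93 calls with DESeq2, 100 with the July 2017 libraries, 23 with the replicate block, 321 with the F-test and 4 without Ox replicate 6 and AS replicate 1, and between Ox and H 32 with DESeq2, 1 with the replicate block, 150 with the F-test and 1 without Ox replicate 6 and AS replicate 1; the cause was not tested. AS against H gave 568 calls with only the libraries compared, and 2019 against 2017 within Ox gave 4 with the newer edgeR method.

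Leaving out 1 library at a time gave 762 to 1127 calls for AS against O, 742 to 947 for A against O, 4 to 48 for AS against A, 0 to 7 for Ox against H, 743 to 1016 for AS against Ox, 579 to 979 for AS against H and 47 to 73 in the gene lists. The lowest values of AS against O, AS against A, AS against Ox, AS against H and the lists were those without AS replicate 1, and that for A against O was without A replicate 4. Of the 88 called results of named genes, DESeq2 kept 87, the test against a 2-fold change 31 and thinning 46. The call of *tpiA* in A is not among the 88, and each of these settings ended it.

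Values that changed sign were of genes that were not called, all for AS against O, and the cause was not tested. With DESeq2 they were *secA* 0.021563, *modB* 0.050631, *prkB-1* 0.001852 and *map* 0.063937. With RLE scaling they were *secA* 0.019485, *modB* 0.054309 and *map* 0.063789, with upper-quartile scaling *map* 0.0057763, and with filterByExpr *secA* 0.015043, *modB* 0.043528 and *map* 0.052559. With the newer edgeR method it was *modB* 0.019259, and with only the libraries compared *map* 0.0029118. With thinning they were *glgM* 0.12, *modB* 0.43, *prkB-1* 0.023856, TONNANOP_v1_1300004 0.014265, *map* 0.029403 and *secD* 0.095449. With O as 1 group they were TONNANOP_v1_1260002 -0.024745 and *map* 0.045745. Without Ox replicate 6 and AS replicate 1 they were *glgM* 0.16, *secA* 0.17, *prkB-1* 0.091267, TONNANOP_v1_1260002 -0.79, *map* 0.18 and *leuS* -0.00040277. Leaving out 1 library at a time gave ranges that span 0 for *glgM* (-0.20407 to 0.17906), *secA* (-0.46136 to 0.20465), *modB* (-0.59122 to 0.50313), *ftsA* (-0.032231 to 0.21776), *prkB-1* (-0.30313 to 0.12515), *frdC* (-0.0032859 to 0.23205), TONNANOP_v1_1250008 (-0.80414 to 0.41254), TONNANOP_v1_1260002 (-0.86999 to 0.45275), *map* (-0.17091 to 0.31432), *secD* (-0.63398 to 0.032516) and *ugpE* (-0.088418 to 0.94728).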

Differences from the paper's values

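The paper gives 124 genes higher in AS and 179 higher in A, 6.3% of the expressed protein-coding genes, where 19, 18 and 0.740% were found here at the paper's thresholds. None of the 21 alternatives set before the data were examined came within the limits for any of these 3 values. The nearest were the July 2017 libraries alone, with 56 and 44 genes, and DESeq2, with 57 and 36. An F-test over the 4 conditions, chosen after seeing the values, gave 116 and 205 genes, and dropped 2 of the 79 genes at hand that the paper calls in this comparison, of which edgeR called 6 here. The F-test also called 10 genes at hand that the paper does not call.

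Between Ox and H the paper gives 111 genes higher in Ox and 30 higher in H, 2.9% of the expressed protein-coding genes, where 0, 0 and 0% were found here by edgeR (455 of 5051 genes at an unadjusted p under 0.05, 32 genes by DESeq2). None of the 22 alternatives set before the data were examined came within the limits for any of these 3 values. The nearest was DESeq2, with 30 and 2 genes. The F-test over the 4 conditions, chosen after seeing the values, gave 121 and 29 genes, and dropped 0 of the 42 genes at hand that the paper calls, of which edgeR called 0 here. It also called 9 genes at hand that the paper does not call.

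The paper reports *frdA* as upregulated in AS, and its table calls *folE*, *nifEN*, *pqqD* and *rnfG* between AS and O, none of which was called here. *frdA* had a log2 fold change of 0.99 (the paper's 1.05) and was called with DESeq2, RLE and upper-quartile scaling, filterByExpr, no fold threshold, thinned counts, O as 1 group, without AS replicate 1, H replicate 1 or 2, or Ox replicate 1, 2 or 3, and without both Ox replicate 6 and AS replicate 1. *pqqD* had 0.98 (the paper's 1.03) and was called with DESeq2, RLE scaling, filterByExpr, no fold threshold, thinned counts, and without AS replicate 2 or 3, H replicate 1 or 3, or Ox replicate 1, 2, 3 or 6. *folE* had -1.25 (the paper's -1.20) and was called with DESeq2, the replicate block, without AS replicate 3 or H replicate 1, and with the F-test. *nifEN* had -1.43 (the paper's -1.38) and was called with the July 2017 libraries and with the F-test, and *rnfG* had -2.39 (the paper's -2.34) and was called with the F-test, which was chosen after seeing the values. Of the 213 genes at hand that the paper calls between AS and O, 191 were called here, and the F-test dropped 9. Genes at hand that the paper does not call but that were called here numbered 43, and 13 with the F-test. The paper reports PHB depolymerases as upregulated in AS, and the 1 at hand, TONNANOP_v1_10026, had a log2 fold change of 0.97 and was not called. It was called with the replicate block (1.11) and without H replicate 3 (1.63).

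The paper gives 4,797 expressed protein-coding genes by the stated rule of at least 2 reads in at least 2 replicates of 1 condition, and the same rule gave 5001 here, the denominator of the percentages above. Of the 87 genes at hand that its table marks as not detected, 57 met the rule here.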

Other observations

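The F-test over the 4 conditions was a test chosen only after the result was seen. Of 57 toxin-antitoxin genes, small gene pairs whose toxins slow growth, 15 were called higher in AS than in O and 42 were not called, and 17 had negative log2 fold changes; the list as a whole was not tested. The strongest in the rows at hand was TONNANOP_v1_1430006, annotated as a plasmid stabilization gene, with 623 ± 304 CPM (SD, n = 3) in AS and 57.8 ± 40.2 CPM (SD, n = 9) in O, a log2 fold change of 3.47 (adjusted p = 1.4e-04 from edgeR's quasi-likelihood test). Its neighbours, a Phd family antitoxin gene (2.53) and a gene with a TIR domain (3.44), were also higher, and 1 of 4 TIR domain genes was called (2 when adjusted over the list alone). Of the same 57 genes, 9 were higher and 2 lower in A than in O, and without AS replicate 1 the count in AS was 11. Gas vesicle genes were lower, 2 of 3 in AS (1 with thinned counts) and 3 of 3 in A, and of 6 genes of a second Rnf or Rsx cluster 1 was lower in AS (*rnfB*, -1.91; none with thinned counts).

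Few genes were called between AS and A. In a fit with 3 A libraries (replicates 1 to 3) and every library thinned to the smallest total, A against O still gave 413 calls. AS against A gave 37 there (18 with all 5 A libraries thinned). So low depth alone did not remove the calls of A against O. This cannot tell how many smaller changes between AS and A the shallow AS libraries hid. In data simulated with the same depths and spread, the test found 60% of genes changed 4-fold between AS and A and 8% of those changed 2-fold. An F-test over the 4 conditions in place of 1 test per comparison is a candidate explanation for the higher counts of the paper, since it calls 98.347% of the AS against A and Ox against H calls of the paper among the genes at hand. It also calls 10 and 9 genes at hand in these comparisons that the paper does not call. Vial type is the same in AS and A, and the day of each incubation is not given, so day was not tested.

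Other splits of the same libraries were fitted to see whether a random split gives as many calls. For AS against O, 1 of 100 splits did, the real one (1027 calls, highest other 86). For A against O it was 1 of 100 (879, highest other 68) and for AS against Ox 1 of 84 (1055, highest other 0). Chance can be excluded for these only if the field trips and incubation days are left aside. The splits mix the trips although all AS and H libraries are from 2017, and the day of each incubation is not given. For AS against A, 2 of 56 splits gave at least the real 32 calls, a share under 0.05, so chance can be excluded only if the field trips are left aside. These splits mix the trips although all AS libraries are from 2017, and the split of A replicates 1 to 3 against the rest, which follows the trip in part, gave 84, which points to a structure of the samples. Without AS replicate 1 there were 4 calls. Within July 2017 AS against A gave 100 calls, and 3 libraries against 3 make too few splits for a share under 0.05. For Ox against H the real count was 0, which each of the 84 splits reaches whatever the data, so the splits decide nothing there (highest other 4). For AS against H (580 calls, highest other 0) and for 2019 against 2017 within Ox (1 call, highest other 0), 1 of 10 splits did, and 10 splits are too few for a share under 0.05.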
